# Molecular and Functional Divergence of Zebrafish Sox Paralogs Controlling Endoderm Formation and Left–Right Patterning

**DOI:** 10.1093/gbe/evaf213

**Published:** 2025-11-11

**Authors:** Simaran Johal, Randa Elsayed, Dongfeng Wang, Conor D Talbot, Roberto Feuda, Kristen A Panfilio, Andrew C Nelson

**Keywords:** endoderm, zebrafish, left–right patterning, gene regulation

## Abstract

Endoderm, one of three primary germ layers of vertebrate embryos, makes major contributions to the respiratory and gastrointestinal tracts and associated organs, including the liver and pancreas. In mammals, transcription factor (TF) *SOX17* is vital for endoderm organ formation and can induce endoderm progenitor identity. Duplication of ancestral *sox17* before or during the early evolution of ray-finned fishes produced paralogs *sox32* and *sox17* in zebrafish. Sox32 is required for specification of endoderm and progenitors of the left–right (LR) organizer (Kupffer's Vesicle, KV), with Sox17 a downstream target of Sox32 implicated in further KV development. Phenotypic evidence, therefore, suggests functional similarities between zebrafish Sox32 and Sox17 and mammalian SOX17. Here, we directly compare these orthologs and paralogs, using the early zebrafish embryo as a biological platform for functional testing. Our results indicate that, unlike Sox32, human SOX17 cannot induce endoderm specification in zebrafish. Furthermore, using hybrid protein functional analyses, we show that Sox32 specificity for the endoderm gene regulatory network is linked to evolutionary divergence in its DNA-binding High Mobility Group domain from its paralog Sox17. Additionally, changes in the C-terminal regions of Sox32 and Sox17 underpin their differing target specificities. Finally, we establish that specific conserved peptides in the Sox17 C-terminal domain are essential for its role in establishing correct organ asymmetry. Overall, our results illuminate the molecular basis for functional divergence of Sox32 and Sox17 in vertebrate endoderm development and LR patterning, and reveal that alterations in specific domains of both TFs at different points during the evolution of fish are critical to their distinct and essential functions.

Significance statement The Sox family transcription factor (TF) *Sox17* has key roles in endoderm induction and left–right patterning in vertebrate embryos but underwent duplication, leading to two TFs (Sox32 and Sox17) in the *Actinopterygii*, with distinct functions in these processes that are not well understood at the molecular level. We find that the evolutionary divergence of the DNA-binding High Mobility Group domain and C-terminal helical domains of Sox32 and Sox17 is critical for the ability of Sox32 to engage the zebrafish endoderm gene regulatory network, and to distinguish zebrafish Sox32 and Sox17 function. Our findings illuminate the molecular basis for functional divergence of these two factors via subfunctionalization through accelerated sequence divergence that enabled one paralog to act as the endodermal “master regulator,” upstream of its paralog, while neofunctionalization has additionally led to novel roles in later development for the downstream paralog.

## Introduction

Sox family transcription factors (TFs) are evolutionarily conserved proteins with roles in cell fate decisions in a range of developmental processes (Sarkar and Hochedlinger 2013). Mutations in Sox factors have been linked to an array of developmental defects and congenital diseases in humans (Angelozzi and Lefebvre 2019). Sox TFs belong to the superfamily of High Mobility Group (HMG) domain containing TFs. Historically, membership of the Sox family has been dictated by having >50% conservation of the DNA-binding HMG domain with mouse SRY—the founding Sox TF (Gubbay et al. 1990; Sinclair et al. 1990; Pevny and Lovell-Badge 1997). Sox factors have been further characterized into subfamilies, whereby members of a subfamily typically exhibit 75% to 80% homology within their HMG domain (Bowles et al. 2000; Wegner 2010). One subfamily is SoxF, which in mammals consists of SOX7, SOX17, and SOX18. In ray-finned fish, SoxF is expanded to include Sox32. How has this additional TF been functionally integrated into SoxF developmental gene regulatory networks (GRNs)?

Most duplicated *sox* genes in the teleost lineage arose through a whole genome duplication event that occurred 226 to 316 million years ago (Voldoire et al. 2017). An exception to this is *sox32*, which is hypothesized to have emerged through tandem duplication of *Sox17* (Voldoire et al. 2017). While we and others have speculated that zebrafish Sox32 may function in similar processes to mammalian SOX17 (Lilly et al. 2017; Figiel et al. 2021), this has not been explored at the molecular level. Furthermore, it is unknown whether functions of the ancestral gene have been split among the two paralogs (subfunctionalization) or whether they have functionally diverged post-duplication and acquired new roles (neofunctionalization) (Force et al. 1999). Although *sox17* has some unique expression domains in later embryogenesis (Chung et al. 2011), *sox17* and *sox32* are substantially co-expressed both spatially and temporally in early development, including in progenitors of the endoderm and left–right (LR) organizer during gastrulation (Alexander and Stainier 1999; Kikuchi et al. 2001). We thus consider that functional evolution (sub- or neofunctionalization) in early development is likely to reflect changes in protein function rather than in expression domains. Later in development, *sox17* is expressed in anterior and posterior lateral plate mesoderm (LPM), posterior vasculature, and primitive erythrocytes. However, *sox32* substantially lacks these expression domains (Chung et al. 2011). Since mammalian *Sox17* is expressed in similar LPM and endothelial populations to *sox17* (Matsui et al. 2006; Saba et al. 2019), it seems likely that subfunctionalization has occurred at the gene regulatory level, leading to *sox17* but not *sox32* maintaining this portion of the ancestral expression pattern.

Sox32 is considered the master regulator of endoderm identity in zebrafish. Loss-of-function mutations in *sox32* lead to a profound loss of endoderm progenitors and consequent absence of the respiratory tract and gut, and its associated organs, including the liver and pancreas. Instead, presumptive endoderm cells differentiate into mesoderm (Alexander et al. 1999; Dickmeis et al. 2001). Conversely, *sox32* overexpression (OE) through mRNA injection during early development is sufficient to respecify presumptive mesodermal cells to endodermal fates, resulting in ectopic endoderm formation (Kikuchi et al. 2001). Furthermore, transplantation studies show that cells from *sox32* mRNA-injected donor zebrafish embryos preferentially incorporate into developing endoderm tissues in wild-type hosts, and they are capable of endoderm restoration in Sox32-deficient hosts (Kikuchi et al. 2001; Aoki et al. 2002; Stafford et al. 2006).

Similarly, *Sox17* null mutant mice are embryonic lethal and show narrower expression domains of definitive endoderm markers in the embryonic gut, indicating that loss of Sox17 results in depletion of the definitive endoderm (Kanai-Azuma et al. 2002). Furthermore, ectopic expression of SOX17 in mouse and human embryonic stem cells causes differentiation toward the extraembryonic and definitive endoderm fates, respectively (Séguin et al. 2008; Niakan et al. 2010; McDonald et al. 2014). Thus, phenotypic evidence suggests functional similarity between SoxF subfamily members, with both mammalian SOX17 and zebrafish Sox32 inducing endoderm cell identity within their respective species. However, a molecular functional comparison is lacking.

In zebrafish, Sox32 is also required for correct specification of the Dorsal Forerunner Cells (DFCs)—progenitors of the LR organizer, which is essential for correct positioning of endoderm-derived organs within the body cavity (Alexander et al. 1999; Essner et al. 2005). Specifically, the DFCs give rise to the zebrafish laterality organ, known as Kupffer's Vesicle (KV) (Cooper and D'Amico 1996; Melby et al. 1996; Essner et al. 2005; Warga and Kane 2018). KV function involves cilia-mediated fluid flow in an anticlockwise direction, which leads to unilateral induction in the left LPM of Nodal (Spaw in teleosts [Long et al. 2003; Montague et al. 2018]). Defects in KV formation and cilia function lead to abnormalities in Nodal expression and consequent laterality defects affecting organs including the brain, heart, and pancreas (Essner et al. 2005; Kramer-Zucker et al. 2005). As a downstream target of Sox32, Sox17 is implicated in KV function (Aamar and Dawid 2010), and unlike its paralog, is expressed in the LPM at segmentation stages (Chung et al. 2011). Similarly, in mice, Sox17 is implicated in the establishment of LR patterning. LR defects in *Sox17*^−/−^ mutants are caused both indirectly through inability to maintain gut endoderm, which is involved in the transfer of LR asymmetry from the node to LPM, and directly through morphogenesis defects in the mouse laterality organ (the node) (Kanai-Azuma et al. 2002; Saund et al. 2012). While there is evidence that mammalian gut endoderm transfers LR signals from the node to the LPM (Saund et al. 2012), to the best of current knowledge, the gut does not have such a role in fish. Thus, given a consistent requirement for mammalian SOX17 and zebrafish Sox32 in early endoderm development, and mammalian SOX17 and zebrafish Sox32 and Sox17 in LR organizer formation (node and KV), it appears likely that the common ancestral Sox17 had a composite role, being required in both endodermal and LR organizer tissue domains. The ancestral gene also likely had a role in the formation of LPM derivatives, given conserved *Sox17*/*sox17* expression in LPM, though the functions of zebrafish *sox17* in LPM and its derivatives, such as heart and vasculature, remain elusive.

Building on previous phenotypic observations and to gain novel insights at the molecular level, here we examine whether SoxF factors exhibit functional conservation across species and identify functional domains within the zebrafish Sox32 and Sox17 proteins that are required for their respective developmental roles in endoderm specification and LR patterning. We performed molecular dissection and hybrid protein functional analyses of zebrafish Sox32 and Sox17 to draw functional comparisons with human SOX17 (hSOX17). We find that Sox32 shares limited functional similarities with hSOX17 or Sox17, with neither of the latter two able to induce endoderm specification in the zebrafish embryo. Sox17 and hSOX17 also differ from each other in terms of molecular capabilities. In detail, Sox32's fundamental role in initiating the zebrafish endoderm GRN appears to be linked to divergence in its HMG domain. We also show how changes in putative helical peptides within their C-terminal domains (CTDs) account for the zebrafish paralogs’ differing functional roles, including in cell fate specification and organ placement. Overall, our analyses reveal how divergence in specific protein domains underpins distinct TF target gene repertoires. We thus elucidate the SoxF molecular evolutionary changes that determine endoderm GRN specificity in the ray-finned fish and mammalian lineages.

## Results

### Sox32 Likely Emerged Through Duplication of the Ancestral *sox17* Gene in the Common Ancestor of the *Actinopterygii*

To determine the relationship between Sox32 and other SoxF family members, we performed phylogenetic analyses of all identifiable orthologs of *sox7*, *sox17*, *sox18*, and *sox32* across 40 species sampled from all major branches of the vertebrate species tree. As expected, this revealed distinct branches corresponding to the four SoxF TFs, with Sox32 orthologs only identifiable in ray-finned fish species, and Sox32 exhibiting the greatest similarity to Sox17 (Fig. S1). To more comprehensively determine the prevalence of *sox32* in vertebrate species, we searched for orthologs of *sox32* in genomic data available at Ensembl. As expected, high-confidence orthologs of *sox32* were detected in the overwhelming majority (63/65) of ray-finned bony fish species, but not in non-fish species, cartilaginous fish, or lobe-finned fish (Ensembl release 113). Since the majority (63/65) of ray-finned fish genomes in Ensembl correspond to teleost species, we broadened our taxonomic sampling of the *Polypteridae*, *Acipenseriformes*, and *Holostei* (GenBank) to ensure adequate coverage of non-teleost ray-finned bony fish (Fig. S1). Our analyses reveal that the majority of species across clades within the ray-finned fish have recognizable homologues of *sox32* (Fig. S1).

Analysis of synteny across ray-finned fish species reveals that *sox32* is consistently adjacent to *sox17*, suggestive of a small-scale tandem duplication event, as previously suggested by analyses restricted to teleost species (Fig. S2) (Voldoire et al. 2017). However, based on tree topology, it is not clear whether *sox32* emerged in the last common ancestor of all ray-finned fish, followed by rapid divergence, or if *sox32* was present in the last common ancestor of all jawed vertebrates and was subsequently lost in cartilaginous fish and lobe-finned fish. To explore this, we used GeneRax, which uses maximum likelihood to reconcile the gene tree with the species tree (Morel et al. 2020). Reconciliation of the *SoxF* family gene tree (Fig. S1) with the classically accepted vertebrate species tree (Figs. S2 and S3) suggests the following: A duplication of the ancestral *SoxF* gene occurred at the base of the vertebrates, producing two lineages: a *Sox7*-like gene and a *Sox17*/*Sox18*/*Sox32* ancestor. Both genes were retained in jawless vertebrates (*Cyclostomes*). Later, in the ancestor of jawed vertebrates (*Gnathostomes*), the *Sox17*/*Sox18*/*Sox32* ancestor duplicated to give rise to *Sox17* and *Sox18*, which are conserved across all jawed vertebrates. Similarly, the *Sox7*-like gene was also duplicated in the *Gnathostome* ancestor, generating two *Sox7* paralogs. One of the *Sox7*-like paralogs was subsequently lost in the bony vertebrate lineage (*Osteichthyes*), while cartilaginous fishes (*Chondrichthyes*) retained both *Sox7*-like copies. Finally, *Sox32* arose as a lineage-specific duplication within the ray-finned fishes (*Actinopterygii*) (Fig. S3).

Overall, we conclude that tandem duplication of ancestral *sox17* most likely occurred early in the evolution of ray-finned fish, leading to *sox32* and *sox17*. Rare examples of subsequent loss of *sox32* also exist. A notable ray-finned bony fish lacking *sox32* is the spotted gar (*Lepisosteus oculatus*) (Braasch et al. 2016). Our analyses therefore also support a possible secondary loss of *sox32* restricted to the *Lepisosteidae* lineage (Figs. S1 and S2). Furthermore, our analyses suggest higher rates of evolutionary divergence of Sox32 compared to Sox17, potentially suggestive of neofunctionalization post-duplication (Fig. S1). We therefore selected hSOX17 for functional comparison with zebrafish Sox17 on the basis of its similarity to Sox17 in other tetrapods as well as its previously studied properties in human endoderm specification (Séguin et al. 2008).

#### hSOX17 Cannot Induce Endoderm Identity in Zebrafish Embryos

Although hSOX17 and Sox32 can induce endoderm in humans and zebrafish, respectively, these orthologs’ molecular capabilities have not been tested in a directly comparable biological context. Also, it is unknown whether Sox17, downstream of Sox32, can induce endoderm gene expression directly. To address this, we injected equimolar quantities of mRNA encoding hSOX17, Sox32, or Sox17 into the zebrafish embryo at the one-cell stage, followed by RNA-seq analysis at 6 h postfertilization (hpf), the stage by which endoderm has been specified in wild-type embryos (Fig. 1a).

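Control embryos and embryos injected with hSOX17, Sox17 or Sox32 mRNA were each sequenced as 3 libraries at 6 hpf, 12 libraries in all. The paper's methods give the amounts as 141 pg of hSOX17, 175 pg of Sox17 and 150 pg of Sox32 mRNA. The paper's text does not name what the control embryos of the RNA-seq were given. The authors mapped the reads to danRer11 with STAR and deposited the raw number of reads counted on each of 32520 Ensembl genes, without normalization. Between 7854708 and 23099787 reads per library were counted on genes, with a median of 13353472 in the control, 12313095 after hSOX17, 11132719 after Sox17 and 16620646 after Sox32. The lowest total was that of hSOX17 replicate 3 and the highest that of Sox32 replicate 3. Across genes, the log2 CPM (counts scaled to a library's total) of 2 replicates of a condition had a Pearson correlation between 0.904 (Sox32 replicates 1 and 3) and 0.966 (control replicates 2 and 3), and genes are not independent replicates in such a correlation. Of the 81 ways to take 2 libraries per condition, the mean counts in Tables S2 to S4 were matched by control, hSOX17 and Sox17 replicates 1 and 3 with Sox32 replicates 1 and 2 (largest relative difference 3.99e-06 over 251 genes, against 0.221 for the next best choice). Control replicate 2, hSOX17 replicate 2, Sox17 replicate 2 and Sox32 replicate 3 were therefore not used for Fig. 1, for which the paper gives no reason. The numbers of genes called, their overlaps and the gene lists were computed from those 8 libraries (17144 genes tested) and from all 12 (16940 genes tested). Reads of injected zebrafish mRNA are counted on the gene it comes from. In the libraries used for Fig. 1, sox17 had 33658 and 29502 counts after Sox17, 50 and 38 after hSOX17, 3544 and 9182 after Sox32, and 47 and 117 in the control. In the unused libraries it had 23827 counts after Sox17, 32 after hSOX17, 30048 after Sox32 and 82 in the control. The gene sox32 had 40162 and 50113 counts after Sox32 (34297 in unused replicate 3), against 1049 and 1419 in the control (1974 in unused replicate 2). Its log2 fold change after Sox32 was 5.12 over the libraries of Fig. 1 (standard error 0.56, n = 2 per condition, adjusted p = 0.00773 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.67 over all libraries (standard error 0.45, n = 3, adjusted p = 0.000127 from the same edgeR test). The hSOX17 mRNA is of human sequence, and neither zebrafish gene rose with it: sox32 had 824 and 595 counts after hSOX17 (1240 in unused replicate 2).

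**Figure D1:**
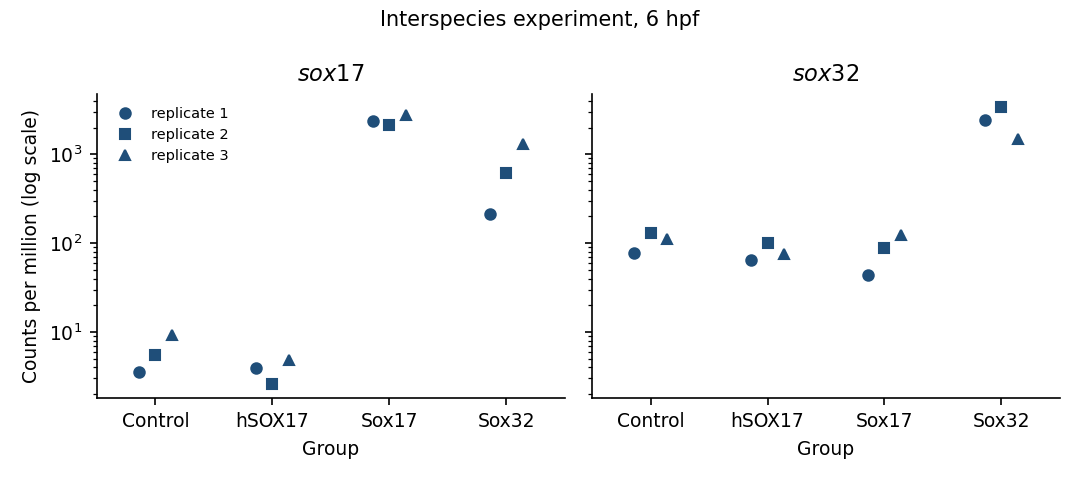
CPM (counts scaled to a library's total) of sox17 and sox32 in each of the 12 libraries by replicate and group, on a log scale. Reads of the injected mRNA raise sox17 after Sox17 and sox32 after Sox32, and sox17 is also raised in the 3 Sox32 libraries.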

**Fig. 1.**
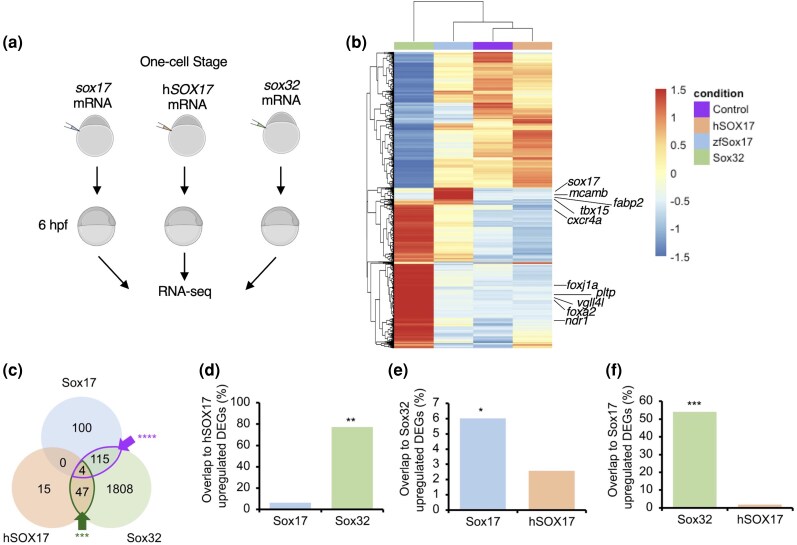
Sox32, Sox17, and hSOX17 are capable of inducing largely distinct gene sets in the early zebrafish embryo. a) Experimental schematic. b) Heatmap of all 3,866 DEGs (Bonferroni-adjusted *P* < 0.05, Tables S2 to S4), displayed as row *Z*-score calculated from median counts from *N* = 2 per condition. See Fig. S6 for an equivalent heatmap illustrating log2 fold-changes relative to control. c) Venn diagram showing overlap of genes (Table S5) significantly upregulated by each TF (Bonferroni-adjusted *P* < 0.05). Overlaps significantly greater than expected according to Fisher's Exact test are indicated. **** *P* < 0.0001. d) to f) Bar charts indicating percentage overlap of upregulated DEGs to d) hSOX17, e) Sox32, and f) Sox17 upregulated DEGs. Bars represent the percentage of genes upregulated by the factor on the *y* axis, also upregulated by the factor on the *x* axis; note the TF-specific *y* axis scale for each chart. Statistical tests to determine whether the overlap was significantly greater with one factor on the *x* axis compared to the other were carried out using Fisher's Exact test. *P < 1 × 10^−4^; **P < 5 × 10^−18^; ***P < 1 × 10^−39^; and ****P < 1 × 10^−71^. Panel A created in BioRender. Johal, S. (2025) https://BioRender.com/yhnlwz6.

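Genes were tested against the control by edgeR's quasi-likelihood test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Over the 2 libraries per condition used for Fig. 1, 205 genes were called higher and 66 lower after Sox32, and 11 higher and 0 lower after Sox17, where 138 were lower at an unadjusted p under 0.05. After hSOX17, 0 were called in either direction over these libraries, with 225 higher and 65 lower at an unadjusted p under 0.05. Over all 3 libraries per condition, the calls were 493 higher and 110 lower after Sox32, 92 higher and 0 lower after Sox17 (125 lower at an unadjusted p under 0.05), and 5 higher and 0 lower after hSOX17 (116 lower at an unadjusted p under 0.05). The order of the 3 factors by the number of genes called higher was the same in both sets of libraries. Single libraries decide these numbers in part: without control replicate 1, 2 or 3, hSOX17 replicate 1, hSOX17 replicate 3 or Sox32 replicate 2, 1 gene was called higher after hSOX17, and without Sox17 replicate 2 3 were. Without Sox32 replicate 3, which the paper did not use, 13 were higher and 1 lower. After Sox17, 50, 28 and 35 were called higher without control replicate 1, 2 and 3 and 44 without Sox17 replicate 3, and after Sox32, 270, 256 and 254 without control replicate 1, 2 and 3. Alternatives moved the Sox32 counts both ways: they were 60 higher and 3 lower with a Bonferroni adjustment, 1071 and 640 with DESeq2, 1230 and 695 with the replicate as a block, and 1980 and 1778 with DESeq2 on the libraries of Fig. 1 and the replicate number as a numeric covariate, a fit chosen after seeing the data. The control, hSOX17 and Sox17 libraries of the same replicate number resemble each other, and with the replicate as a block and the Sox32 libraries left out, a fit chosen after seeing the data, 364 genes were called higher and 86 lower after Sox17, and 155 higher and 71 lower after hSOX17. After Sox32, JPH3 (ENSDARG00000059534) was at least 935-fold higher over all libraries (edgeR adjusted p = 3.14e-06, and 0.000982 over the libraries of Fig. 1), with 219 and 176 CPM in replicates 1 and 2 and 211 in unused replicate 3, and at most 2 counts in any control library. By the same measure fosl1b was at least 191-fold and lad1 at least 91.1-fold higher. The largest decreases were those of slc7a5 (log2 fold change -3.27, edgeR adjusted p = 0.00451), cdk5r1a (-3.10, 0.0358) and tiam2a (-3.05, 0.00399). The decrease of slc7a5 was not called over the libraries of Fig. 1 alone (-3.14, edgeR adjusted p = 0.0851). After Sox17, the largest increases besides sox17 itself were those of nell2b, at least 254-fold higher (edgeR adjusted p = 0.00146, and 0.0499 over the libraries of Fig. 1), and fam49al, at least 93.3-fold (0.0161, and 0.065 over the libraries of Fig. 1). The log2 fold change of sox17 after Sox17 was 8.67 (standard error 0.76, edgeR adjusted p = 0.0149) over the libraries of Fig. 1 and 8.65 (0.74, 0.000469) over all. The 5 genes called after hSOX17 were bbc3 (log2 fold change 2.54), grasp (2.27), rps27l (2.16), isg15 (2.15) and ankrd50l (2.10), of which ankrd50l was named after its values were seen. The lowest adjusted p among them was that of rps27l, with 0.000434 from edgeR over all libraries and 0.116 over those of Fig. 1. Its CPM were 121 and 124 in hSOX17 replicates 1 and 3 and 127 in unused replicate 2, against 27.8 ± 2.79 (SD, n = 3) in the control.

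**Figure D2:**
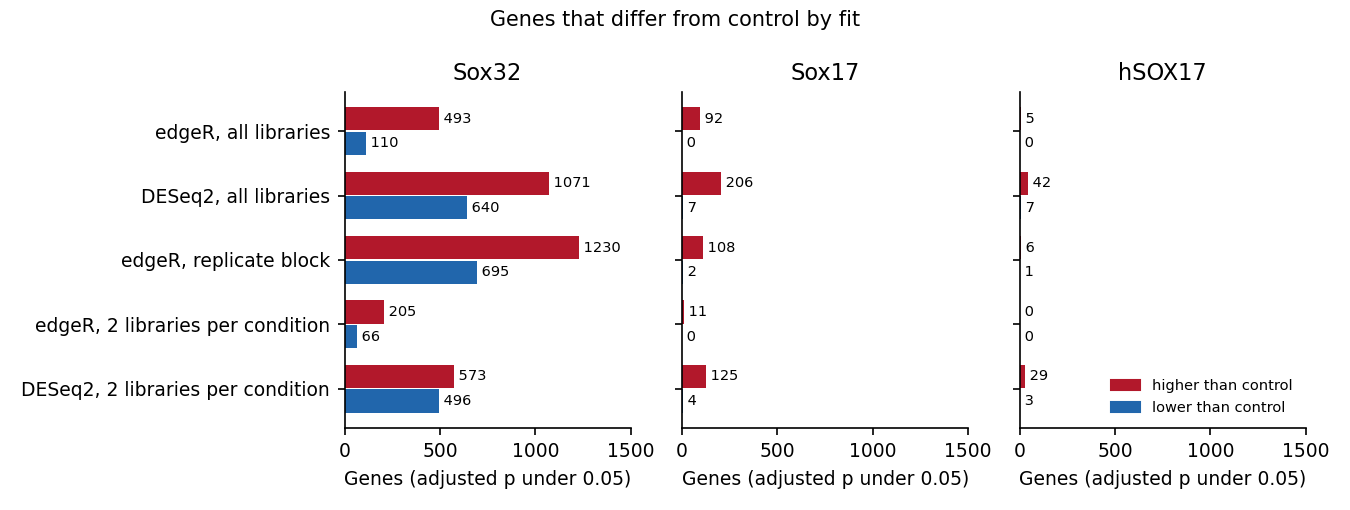
Number of genes called higher and lower than the control (adjusted p under 0.05) for each injected mRNA under each of 5 fits. The number called higher after Sox32 is the largest in each fit shown, and that after hSOX17 the smallest.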

Sox32 OE elicited widespread changes in gene expression compared to Sox17, with hSOX17 affecting relatively few genes (Fig. 1b to c, Fig. S5 and S6, Tables S2 to S6). 

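Overlaps of the genes called higher were tested by the one-sided hypergeometric test (Fisher's exact test) over the genes tested, without further adjustment for the 3 pairs. Over the libraries of Fig. 1, Sox32 and Sox17 shared 5 genes, where 0.132 are expected by chance (exact p = 1.01e-07). They were JPH3, rgs5a, isg15, CU462980.1 and sox17, of which rgs5a and CU462980.1 were named after their values were seen. Reads of the injected mRNA are counted on sox17 after Sox17, so the injection itself can put sox17 in this overlap. With no gene called after hSOX17 over these libraries, its overlaps with Sox32 and Sox17 held 0 genes (exact p = 1). Over all libraries, Sox32 and Sox17 shared 29 genes (2.68 expected, exact p = 1.64e-22), which is 5.88% of those called after Sox32 and 31.5% of those called after Sox17. It was 19, 9 and 15 without control replicate 1, 2 and 3, and 17 without Sox17 replicate 3. Sox32 and hSOX17 shared 3 genes (0.146 expected, exact p = 0.000235), namely rps27l, ankrd50l and isg15, and 11 without Sox32 replicate 3, which the paper did not use. Of these, isg15 was higher after every injected mRNA, and rps27l is on the list of p53 targets described at the end. Whether either is a target of the proteins was not tested. The only gene shared by hSOX17 and Sox17 was isg15 (0.0272 expected, exact p = 0.0269). That overlap lost significance in 11 of the 12 fits that each left out a library, all but the one without hSOX17 replicate 2. The setting that moved the overlap of Sox32 and hSOX17 most was DESeq2 on the libraries of Fig. 1 with the replicate number as a numeric covariate, chosen after seeing the data, with 51 shared genes. With the replicate block, 0 genes were shared by hSOX17 and Sox17, and with that block and no Sox32 libraries 20 were (exact p = 2.37e-10). The hypergeometric test takes no account of the control libraries that the comparisons share. In 25 simulations in which no injected group differed from the control, no gene was called. The 493 genes ranked highest after Sox32 and the 92 ranked highest after Sox17 nonetheless shared between 35 and 57 (median 48) in the simulations, against 31 in the data. The corresponding numbers were 2 to 5 against 3 for Sox32 and hSOX17, and 0 to 5 against 1 for hSOX17 and Sox17. Such rankings of unchanged groups hold noise alone, so they do not test the overlap of called genes. Set against the controls of the HMG Switch experiment (below), Sox32 shared 25 called genes with Sox17 (1.18 expected, exact p = 1.23e-26). With hSOX17 it shared 2 (0.0641 expected, exact p = 0.00159 by the same hypergeometric test).

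**Figure D3:**
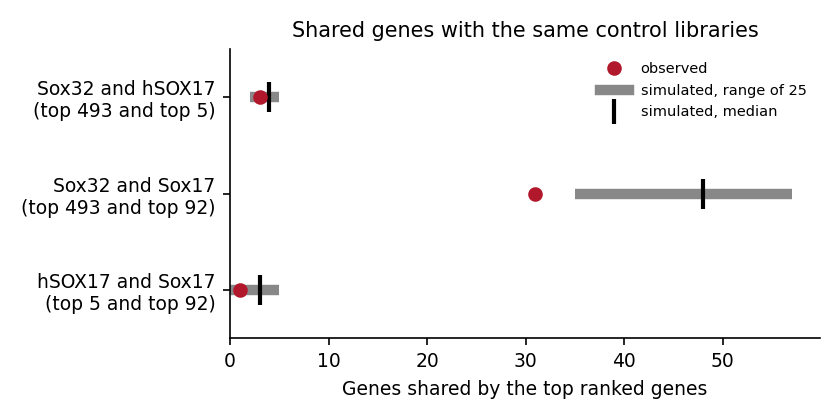
Number of genes shared among the genes ranked highest in each pair of comparisons, in the data (points) and in 25 simulations in which no group differed from the shared control libraries (bars from lowest to highest, with the median). The pair Sox32 and Sox17, with 31 shared genes, lies under its simulated range, and the other pairs lie within theirs. No gene was called in the simulations, so the bars show rankings of noise and do not test the overlap of called genes.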

We observed a small but significant overlap in upregulated transcripts between Sox32 and hSOX17, and Sox32 and Sox17, but not between hSOX17 and Sox17 (Fig. 1c-f). However, we note that while there are overlaps in the gene sets significantly upregulated in these experiments (Fig. 1c), there are clear quantitative differences in their degree of induction by the Sox factors. Thus, while Sox32 appears functionally more similar to both hSOX17 and Sox17 than hSOX17 and Sox17 are to each other in the context of the early zebrafish embryo, overall, the three Sox factors appear to have largely distinct functional capabilities in these experiments.

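In the libraries of Fig. 1, the 5 genes shared by Sox32 and Sox17 had a median log2 fold change of 4.34 after Sox32 and 5.89 after Sox17, and 4 of them rose more after Sox17. Among the 4 is sox17 (8.67 after Sox17 and 6.21 after Sox32). Its counts after Sox17 include reads of the injected mRNA, so its larger rise is no evidence of stronger induction. Tested directly between the injected groups, 1 of the 5 was higher after Sox32 (JPH3, by 5.35 on the log2 scale) and 1 after Sox17 (rgs5a, difference -3.18), and 4 differed when adjusted over the shared genes alone. Over all libraries the 29 shared genes, which include sox17, had medians of 4.11 after Sox32 and 3.93 after Sox17, and 16 rose more after Sox32. Of these, 7 were higher after Sox32 and 3 after Sox17 at an adjusted p under 0.05 over all genes, and 16 differed when adjusted over the 29 alone (edgeR's quasi-likelihood test). The extremes were again JPH3 (5.67) and rgs5a (-3.09). The 3 genes shared by Sox32 and hSOX17 had medians of 1.64 and 2.15, and 1 of them, rps27l, differed between the groups. Single genes outside the shared set also differed in degree. The gene pltp rose by 4.61 (standard error 0.45, edgeR adjusted p = 0.00524) after Sox32 and by 1.23 (0.41, 0.97) after Sox17 over the libraries of Fig. 1, and by 4.68 (0.40, 0.000109) and 1.15 (0.36, 0.461) over all libraries. Its CPM were 112 and 65.1 in Sox32 replicates 1 and 2 and 155 in unused replicate 3, against 4.29 ± 1.37 (SD, n = 3) in the control. The gene mcamb rose by 3.54 (0.52, 0.0779) after Sox17 and 0.51 (0.50, 0.596) after Sox32 over the libraries of Fig. 1, and by 3.66 (0.41, 0.00154) and 0.48 (0.38, 0.457) over all. Its CPM were 14.0 and 19.7 in Sox17 replicates 1 and 3 and 16.2 in unused replicate 2, against 1.31 ± 0.254 (SD, n = 3) in the control. Over all libraries, fabp2 rose by 6.24 (1.04, 0.0179) after Sox17 and 2.87 (0.99, 0.126) after Sox32, and tbx15 by 5.03 (0.52, 0.00146) and 1.12 (0.50, 0.195). Neither was called after Sox17 over the libraries of Fig. 1, with adjusted p = 0.215 for fabp2 and 0.0517 for tbx15 from edgeR.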

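Compared with each other instead of with the control, Sox32 embryos had 161 genes higher and 38 lower than hSOX17 embryos over the libraries of Fig. 1, and 108 higher and 44 lower than Sox17 embryos (edgeR adjusted p under 0.05). hSOX17 embryos had 0 genes higher and 10 lower than Sox17 embryos, with 835 genes at an unadjusted p under 0.05. Over all libraries, the numbers were 623 higher and 229 lower for Sox32 against hSOX17, 366 and 168 for Sox32 against Sox17, and 7 and 94 for hSOX17 against Sox17. These direct comparisons were chosen after seeing the data. Across the 16940 genes tested, the log2 fold changes against the control had Spearman's rho of -0.02 for Sox32 with hSOX17, 0.374 for Sox32 with Sox17 and 0.207 for hSOX17 with Sox17. Simulated groups that did not differ from the shared control libraries gave rho with medians of 0.464, 0.469 and 0.463 for the same pairs. Each simulated library was drawn independently, while control, hSOX17 and Sox17 libraries of the same replicate number resemble each other. These medians therefore do not show which rho unchanged groups would give in these data, and no conclusion is drawn from them. From the overlaps of the upregulated genes, the paper proposes that Sox32 is closer in function to hSOX17 and to Sox17 than these are to one another, and that each factor still acts largely on its own set of genes.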

To examine the pathways and processes influenced by OE of these TFs, we performed functional and anatomical annotation analysis of the differentially expressed genes (DEGs), including comparison to established cell identity markers from single-cell (sc)RNA-seq time course analysis of the early embryo (Wagner et al. 2018). This revealed largely distinct results for each TF, further supporting the notion that they are functionally distinct in this context (Fig. S7 and S8). 

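Endoderm was measured on a list of 12 endoderm genes written from general knowledge without the counts, since the published cell-type marker lists were not used here. The injected genes sox17 and sox32 were kept off the list, and 10 of its genes had enough counts to be tested. Over the libraries of Fig. 1, the list's median log2 fold change after Sox32 was 0.72, with 9 of 10 genes higher (adjusted p = 0.00138 by limma's camera, over the 55 tests of 11 lists in 5 comparisons). Over all libraries it was 0.52, with 8 of 10 higher (adjusted p = 0.00355 by limma's camera), and it stayed between 0.41 and 0.67 with each library left out in turn. In both sets of libraries 3 genes of the list were called over all genes tested and the same 3 when adjusted over the list alone. Besides foxa2 and cxcr4a this was prdx5, with a log2 fold change of 5.77 over all libraries (standard error 0.57, edgeR adjusted p = 0.000146). The gene hhex rose by 1.20 (0.60, edgeR adjusted p = 0.238). The alternative that moved the list's p most was a correlation between genes estimated from the data in place of camera's preset of 0.01, with adjusted p = 0.433. Of the 21 list tests that camera called among the 55, 7 also held under limma's rotation test fry and 3 under the estimated correlation. The endoderm list after Sox32 is among the 7 (fry adjusted p = 0.0179, limma) and not among the 3.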

As expected, transcripts upregulated by Sox32 OE were significantly enriched for terms associated with endoderm development (Fig. S8). This includes 6 hpf “nondorsal involuted anterior,” which contains endoderm progenitors, and 8 hpf endoderm. 

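The dorsal forerunner cell (DFC) list, written in the same way, held 12 genes, of which 10 were tested. Its median log2 fold change after Sox32 was 1.10 over the libraries of Fig. 1, with 8 of 10 genes higher (adjusted p = 1.82e-05 by limma's camera). Over all libraries it was 0.72, with 9 of 10 higher (adjusted p = 0.00012 by limma's camera) and a range of 0.51 to 0.96 with each library left out in turn. In both sets, 3 genes were called over all genes tested, and when adjusted over the list alone 5 were called over the libraries of Fig. 1 and 4 over all. The ciliary regulator foxj1a rose by 5.33 (standard error 0.45, edgeR adjusted p = 0.00423) over the libraries of Fig. 1 and 4.94 (0.37, 4.23e-05) over all. It had 87.3 and 152 CPM in Sox32 replicates 1 and 2 and 106 in unused replicate 3, against 2.85 and 3.17 in control replicates 1 and 3 and 5.17 in unused control replicate 2. The dynein gene dnah9 had 0 counts in every control library and between 56 and 120 after Sox32, at least 25.5-fold higher, and was called over all libraries (edgeR adjusted p = 0.00339). The T-box gene tbx16 rose by 0.94 (0.24, edgeR adjusted p = 0.0543) over all libraries. The call held under fry (adjusted p = 0.000338, limma), while the estimated correlation gave adjusted p = 0.15.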

Transcripts induced by Sox32 also showed strong enrichment for 8 hpf DFC markers, suggesting that Sox32 is not only necessary (Alexander et al. 1999) but also sufficient to drive DFC gene expression. In comparison, Sox17 OE results in a less profound effect on endoderm marker expression, with no significant effect on 6 hpf nondorsal involuted anterior marker induction but modest significant enrichment for endoderm markers at 8 hpf and for DFC markers, consistent with a role in KV formation and function (Fig. S8). 

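After Sox17, the endoderm list had a median log2 fold change of 0.08 over the libraries of Fig. 1, with 7 of 10 genes higher (adjusted p = 0.709 by limma's camera), and 0.09 over all, with 8 of 10 higher (0.646). No gene of it was called, over all genes tested or adjusted over the list alone, and 0 had an unadjusted p under 0.05. The direction rests on single libraries: the median was -0.12 without control replicate 1, -0.05 without Sox17 replicate 2 and -0.04 without Sox17 replicate 3, and 0.32 (adjusted p = 0.0277 by limma's camera) without Sox17 replicate 1. The DFC list had a median of 0.21 over the libraries of Fig. 1 (adjusted p = 0.0399 by limma's camera) and 0.13 over all (0.0419), with 5 of 10 genes higher in both. Without dnah9, which had at most 2 counts in any Sox17 or control library, the median over all libraries was -0.12. The call was lost under fry (adjusted p = 0.218, limma) and with the replicate block (adjusted p = 0.074). It was also lost without control replicate 1, Sox17 replicate 2 or Sox17 replicate 3, where the median was at its lowest -0.02. In that list 0 genes were called over the libraries of Fig. 1, where 2 had an unadjusted p under 0.05, and 1 over all libraries, while 2 were called when adjusted over the list alone in both sets. That gene was foxj1a, which rose by 3.23 (standard error 0.42, edgeR adjusted p = 0.0517) over the libraries of Fig. 1 and 2.81 (0.34, 0.00225) over all. It had 26.8 and 29.3 CPM in Sox17 replicates 1 and 3 and 22.6 in unused replicate 2. The other was vgll4l, which rose by 0.81 over all libraries (0.25, edgeR adjusted p = 0.465). Whether the lists differ between Sox32 and Sox17 was not tested.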

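A list of 21 Wnt target genes and Wnt regulators, of which 14 were tested, had a median log2 fold change of -0.44 after hSOX17 over the libraries of Fig. 1, with 3 of 14 genes higher (adjusted p = 0.0566 by limma's camera). Over all libraries it was -0.42, again with 3 of 14 higher (adjusted p = 0.0493 by limma's camera). The call was lost without control replicate 2, control replicate 3, hSOX17 replicate 1, hSOX17 replicate 3 or Sox32 replicate 2, and the median ran from -0.70 to -0.19 across the fits that each left out a library. It was also lost under fry (adjusted p = 0.659, limma), and kept with the replicate as a block (median -0.37, adjusted p = 0.0114 by limma's camera). Of the list, 0 genes were called over all genes tested, with 1 lower and 0 higher at an unadjusted p under 0.05. Adjusted over the list alone, 1 gene was called over the libraries of Fig. 1, sfrp1a, named after its value was seen, and 0 over all libraries. GO terms were not used here, so the genes called lower after hSOX17 by DESeq2 or with the replicate as a block were not tested for them.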

Meanwhile, genes upregulated after hSOX17 ectopic expression did not yield any significantly enriched gene ontology (GO) terms, and downregulated genes do not pertain to endoderm but may be indicative of misregulation of Wnt signaling (Fig. S7).

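A list of 23 endothelial and endocardial genes, of which 11 were tested, had a median log2 fold change of -0.00026 after Sox17 over the libraries of Fig. 1, with 5 of 11 genes higher (adjusted p = 0.646 by limma's camera). Over all libraries it was -0.14, with 5 of 11 higher (adjusted p = 0.548 by limma's camera). None of its genes was called after Sox17, over all genes tested or adjusted over the list alone, and 0 had an unadjusted p under 0.05 in both sets of libraries. The median was 0.37 without control replicate 1, 0.39 without control replicate 2, 0.28 without control replicate 3 and 0.10 without Sox17 replicate 1, none of them called. The list does not hold the genes of the GO terms, which were not used here.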

Beyond endoderm development, analysis of transcripts upregulated by Sox17 revealed significant enrichment for terms associated with cardiovascular development, such as “Regulation of Sprouting Angiogenesis,” “Endothelial Tube Morphogenesis,” and “Endocardium” (Fig. S7). This is consistent with *sox17* expression patterns during cardiovascular development in both zebrafish and mammals (Chung et al. 2011; Saba et al. 2019) (Fig. S9, Video S1), and known *Sox17* loss-of-function phenotypes in mice vasculature and heart (Kanai-Azuma et al. 2002; Saba et al. 2019).

Thus, functional and anatomical enrichment analyses suggest Sox17 has different roles in early developmental processes compared to its paralog Sox32, and hSOX17 cannot induce endoderm specification in zebrafish.

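After hSOX17, the endoderm list had a median log2 fold change of 0.20 over the libraries of Fig. 1, with 9 of 10 genes higher (adjusted p = 0.634 by limma's camera). Over all libraries it was 0.10, with 7 of 10 higher (adjusted p = 0.904 by limma's camera), and it fell to -0.11 at the lowest in the fits that each left out a library, with negative values without control replicate 1, hSOX17 replicate 2 or hSOX17 replicate 3. In both sets of libraries 0 genes of the list were called over all genes tested, with 1 higher and 1 lower at an unadjusted p under 0.05, and 1 gene was called when adjusted over the list alone. That gene, cxcr4a, was lower, by -1.30 (standard error 0.21, edgeR adjusted p = 0.26) over the libraries of Fig. 1 and -1.25 (0.21, 0.115) over all. It had 73.1 and 87.3 CPM in hSOX17 replicates 1 and 3 and 106 in unused replicate 2, against 180 and 220 in control replicates 1 and 3 and 233 in unused control replicate 2. It was called over all genes with the replicate block (adjusted p = 0.0472, edgeR) and by DESeq2 (adjusted p = 0.000246). The foxa2 log2 fold change after hSOX17 was 0.09 (0.33, edgeR adjusted p = 1) over all libraries, and -0.06 without control replicate 1.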

#### Sox32 Has a Divergent HMG Domain and Longer C-terminal Helix

To determine which structural motifs may explain the functional differences between Sox32, Sox17, and hSOX17, we analyzed AlphaFold structural predictions and performed protein sequence alignments (Fig. 2a to e). 3D structural models indicate a very high confidence prediction in the center of all three proteins corresponding to the HMG domain. The HMG domains of Sox17 and hSOX17 are most similar, with 92% amino acid identity, while the Sox32 HMG domain differs from both Sox17 and hSOX17 with 67% and 69% identity, respectively (Fig. 2d). Interestingly, 44% of amino acid differences between Sox32 and Sox17 correspond to changes in chemical properties that may influence the 3D folding of the protein, resulting in exposure of different residues to binding partners. For example, there are three polar glutamine (Q) residues in Sox17 and hSOX17 that have been substituted for nonpolar leucine (L), isoleucine (I), or cysteine (C) in the equivalent location in the Sox32 HMG domain. Other examples include nonpolar alanine (A) and valine (V) in Sox17 and hSOX17, replaced by polar threonine (T) and asparagine (N) in Sox32. Elsewhere, negatively charged glutamic acid (E) and positively charged histidine (H) in Sox17 and hSOX17 have been replaced with uncharged glutamine (Q) and negatively charged glutamic acid (E), respectively (Fig. 2d).

**Fig. 2.**
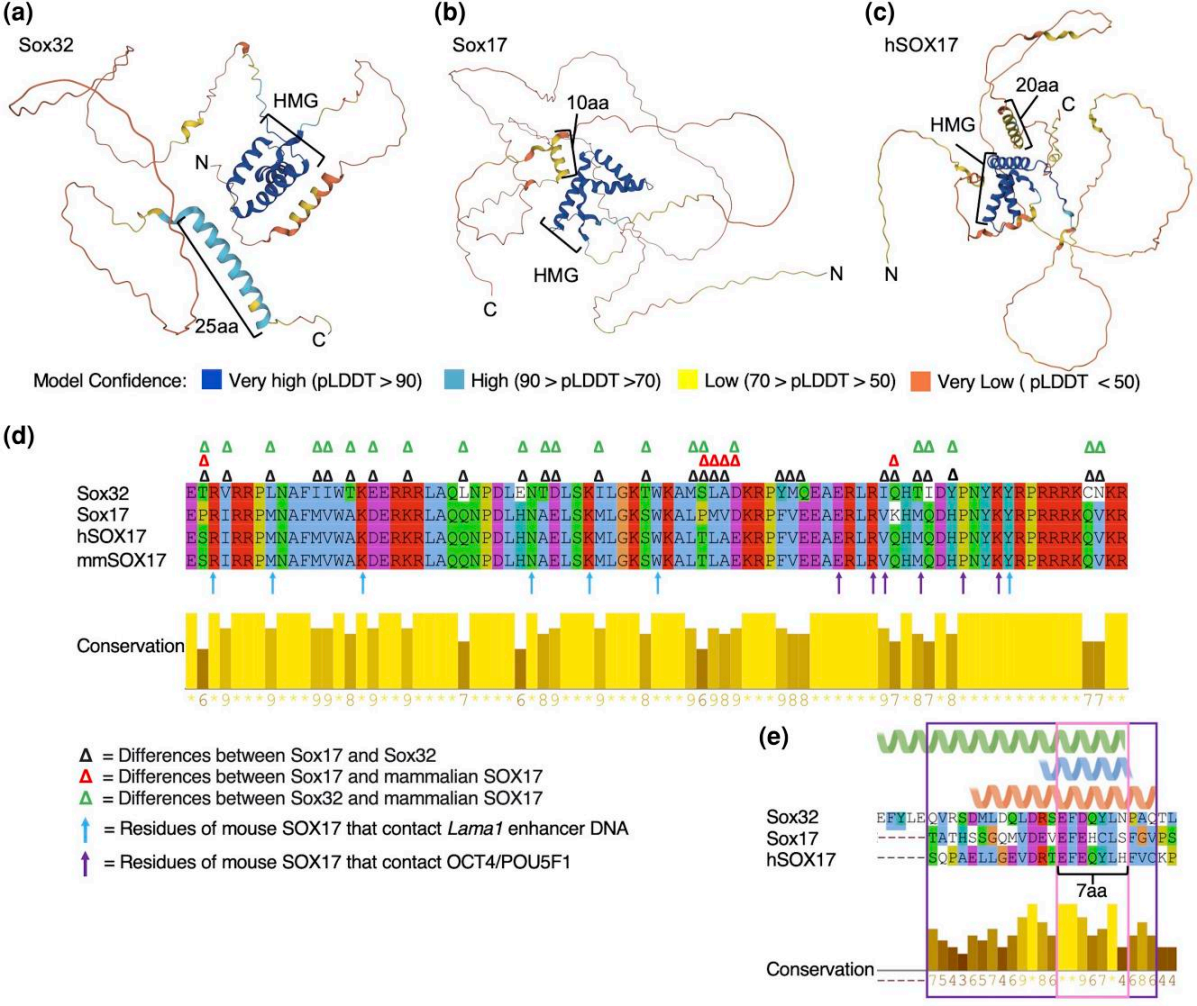
AlphaFold predicts C-terminal helical domains within Sox32, Sox17, and hSOX17. a) to c) AlphaFold models coloured by model confidence as shown in the key. DNA-binding HMG domains and C-terminal helices of different lengths are annotated. d) Alignment of HMG domains of Sox32, Sox17, hSOX17, and *Mus musculus* (mm)Sox17. Alignment was carried out using Clustal Omega in Jalview, and color-coded based on conserved amino acid properties. Conservation levels calculated according to the AMAS are displayed. Delta symbols denote differences in amino acids as per the key. Arrows indicate mapped amino acid contact sites between mouse SOX17 and the *Lama1* enhancer (blue), and equivalent SOX2 sites and OCT4/POU5F1 protein (purple) (Kikuchi et al. 2001; Palasingam et al. 2009; Ng et al. 2012). e) Alignment of the CTD helical domain region for Sox32, Sox17, and hSOX17. Amino acids within AlphaFold predicted helical domains annotated: green = Sox32; blue = Sox17; and peach = hSOX17. The 7-aa peptide previously shown to be required for Sox32 induction of endoderm fate (Zhao et al. 2013) is annotated. The aligned broader helical region and 7-aa region are outlined in purple and pink, respectively.

Phylogenetic analysis of Sox17/32 HMG domains across fish, mammalian, avian, and amphibian species further supports divergence of the Sox32 HMG domain (Fig. S10). Sox32 HMG domains across ray-finned fish form a monophyletic grouping distinct from the other vertebrate Sox17 HMG domains (Fig. S10). Our analyses additionally indicate that ray-finned fish Sox17 HMG domains form a distinct subclade relative to Sox17 HMG domains from other species (Fig. S10). Ray-finned fish Sox17 HMG domains have therefore potentially undergone a degree of divergence concurrent with alterations to Sox32.

To determine whether differences in the HMG domains of these proteins likely reflect positive, purifying, or neutral selection, we performed analyses of rates of nonsynonymous changes, using the single SoxF factor in the tunicate *Ciona intestinalis* as an outgroup. This revealed that nonsynonymous substitution rates are significantly greater in Sox32 HMG domains compared to both fish Sox17 and tetrapod HMG domains (*P* = 1.90 × 10^−2^ and 1.48 × 10^−2^ respectively). Conversely, fish and tetrapod Sox17 HMG domains do not show significantly different rates of nonsynonymous changes (*P* = 0.95). Similar results were obtained using the elephant shark Sox17 HMG domain coding sequence as an outgroup (Sox32 vs. fish Sox17 HMG domains: *P* = 5.53 × 10^−6^; Sox32 vs. tetrapod Sox17 HMG domains: *P* = 1.04 × 10^−6^; fish Sox17 vs. tetrapod Sox17 HMG domains: *P* = 0.46; Table S7). Overall, this suggests the HMG domains of ray-finned fish and tetrapod Sox17 have been subject to purifying selection to maintain the resulting amino acid sequence. Conversely, the *sox32* HMG domain coding sequence shows a significantly higher rate of nonsynonymous change. This suggests that the Sox32 HMG domain has not been subject to the same selective constraints and thus duplication of the ancestral gene permitted sequence changes that potentially contributed to altered molecular function.

Another notable structured region within Sox32 is a predicted 25-aa C-terminal helix (Fig. 2a). C-terminal helices were also predicted in Sox17 (Fig. 2b) and hSOX17 (Fig. 2c), albeit the confidence of the prediction is lower and they are shorter (Fig. 2e). Amino acid sequence alignments of the putative helices suggest the overall level of conservation is low, although they do encompass a 7-aa peptide region previously recognized to be conserved throughout the SoxF subfamily, including in Sox7 and Sox18 (Kikuchi et al. 2001; Sinner et al. 2004) (Fig. S11). This 7-aa zebrafish Sox32 peptide (EFDQYLN, Fig. 2e) has previously been shown to be required for Sox32 induction of endoderm fate (Zhao et al. 2013). The core 6-aa EFDQYL sequence is conserved in *Xenopus* Sox17β, where it has been shown to interact with Wnt pathway effector β-catenin (Sinner et al. 2004). To determine whether the C-terminal helices and particularly putative β-catenin-interacting peptides of Sox17 and 32 may have been subject to different selective pressures, we compared synonymous and nonsynonymous substitutions across a diverse panel of fish and tetrapod orthologs (Fig. S12). While the length of this short peptide precludes statistical analyses, some striking patterns emerge. A clear consensus sequence of EFEQYL is broadly conserved across vertebrate clades in both Sox17 and (where present) Sox32. Some lineage-specific, conservative, single amino acid changes exist, including E3D in zebrafish and bowfin Sox32 and *Xenopus* Sox17β, and F2L in Sox32 of *Acipenseriformes* fish species. Striking exceptions are found in a subset of teleost fish Sox17. While the consensus of EF(E/D)QYL is common in Sox32 and Sox17 of most species, Atlantic cod (*Gadus morhua*) Sox17 completely lacks this peptide, while nonsynonymous changes in zebrafish *sox17* lead to amino acids with different physicochemical properties in Sox17. Specifically, the uncharged polar glutamine (Q) and polar tyrosine (Y) in Sox32 and hSOX17 (and most other species) are replaced with positively charged histidine (H) and nonpolar cysteine (C) in Sox17 (Fig. 2e, Fig. S12). These recent, teleost-specific alterations in Sox17 could potentially foster evolutionary changes in Sox17 function in a subset of fish species.

Having identified the Q4H and Y5C substitutions in zebrafish, a member of the *Cypriniformes*, we then analyzed *sox17* orthologs throughout this order to trace their evolutionary origin (Fig. S13). This revealed that families within *Cypriniformes*, including *Catostomidae* and *Cobitidae*, have maintained the EFEQYL consensus. However, the consensus in *Cyprinidae* species is EFEQCL, while *Danionidae* species, including zebrafish, have EFEHCL. *Cyprinidae* and *Danionidae* share a more recent common ancestor with each other than with *Catostomidae* and *Cobitidae* (Stout et al. 2016). It therefore seems likely that the Y5C change occurred in the common ancestor of *Cyprinidae* and *Danionidae*, followed by Q4H in *Danionidae*.

Overall, we conclude that the Sox32 HMG domain shows a higher degree of divergence from the common ancestor than Sox17 or hSOX17. Additionally, we identify putative CTD helices of differing lengths between these Sox factors that encompass an EF(E/D)QYL consensus peptide region of known importance in Sox32. This peptide shows a greater degree of divergence in zebrafish Sox17, which we explore functionally below.

#### Sox32 Specificity for the Endoderm GRN is Driven by HMG Domain Divergence

Compared to its homologues, Sox32 has a unique property allowing it to induce the zebrafish endoderm GRN (Fig. 1), and divergence in the DNA-binding HMG domain (Fig. 2d) may confer this function. To examine this, we tested the ability of a hybrid protein (HMG Switch), consisting of the Sox32 N- and CTDs flanking the Sox17 HMG domain, to induce endoderm gene expression, compared to wild-type Sox32 and Sox17 proteins and a Sox32 protein lacking the HMG domain (Sox32ΔHMG, Fig. 3a). These proteins’ transcriptional effects were assayed by RNA-seq after early ectopic mRNA injection (Fig. 3b).

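In a separate set of injections, control, HMG Switch and Sox32ΔHMG embryos were each sequenced as 2 libraries at 6 hpf. The paper's methods give 148.5 pg of HMG Switch and 121.5 pg of Sox32ΔHMG mRNA. The counts were made as in the interspecies experiment, with 15676249 and 12371166 reads on genes in the control libraries, 14877991 and 14124805 after HMG Switch, and 12304157 and 8950129 after Sox32ΔHMG. With 2 libraries per group, leaving one out leaves a group with 1 library, so the number of genes called was not recomputed in that way. The paper sets Sox32 and Sox17 beside these proteins. Their 2 columns each in this table of counts are the same, in all 32520 genes (0 genes differ), as Sox32 replicates 1 and 2 and Sox17 replicates 1 and 3 of the interspecies experiment. Sox32 and Sox17 are therefore set here against control libraries of another experiment, and Sox32 replicate 3 and Sox17 replicate 2 are again not used, for which the paper gives no reason. HMG Switch and Sox32ΔHMG were tested in a fit of the 6 libraries (16529 genes tested). Comparisons that involve Sox32 or Sox17 were made in a fit of all 10 columns of this table (17581 genes tested), chosen after seeing the data. In the 2 libraries of each group in turn, sox17 had 12034 and 6369 counts after HMG Switch, 26 and 95 after Sox32ΔHMG, and 135 and 111 in the control. HMG Switch mRNA carries the HMG sequence of Sox17, so part of its reads may be counted on sox17. The gene sox32 had 49489 and 29269 counts after HMG Switch, 73531 and 110696 after Sox32ΔHMG, and 2674 and 1570 in the control.

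**Figure D4:**
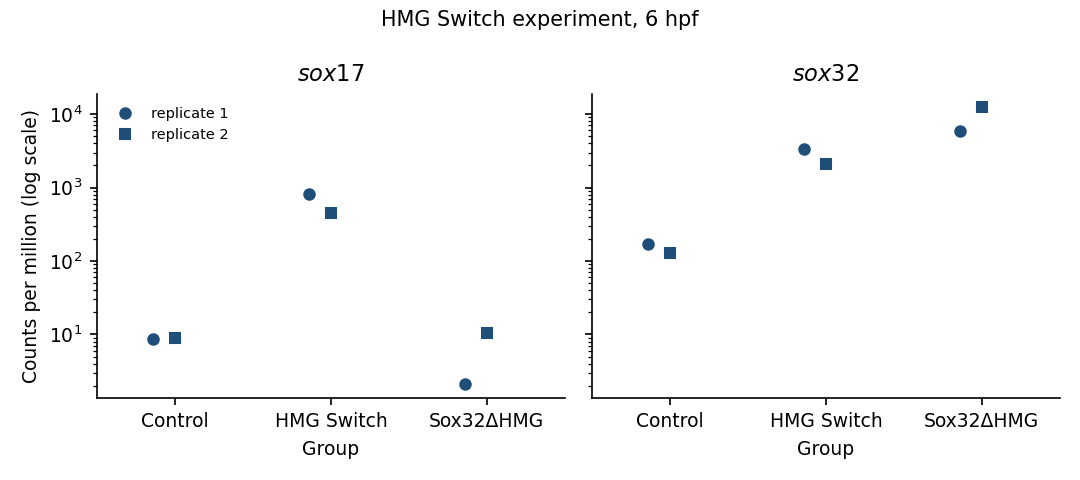
CPM (counts scaled to a library's total) of sox17 and sox32 in each of the 6 libraries of the HMG Switch experiment by replicate and group, on a log scale. Reads of the injected mRNAs raise sox32 in both groups, and sox17 is raised after HMG Switch alone.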

**Fig. 3.**
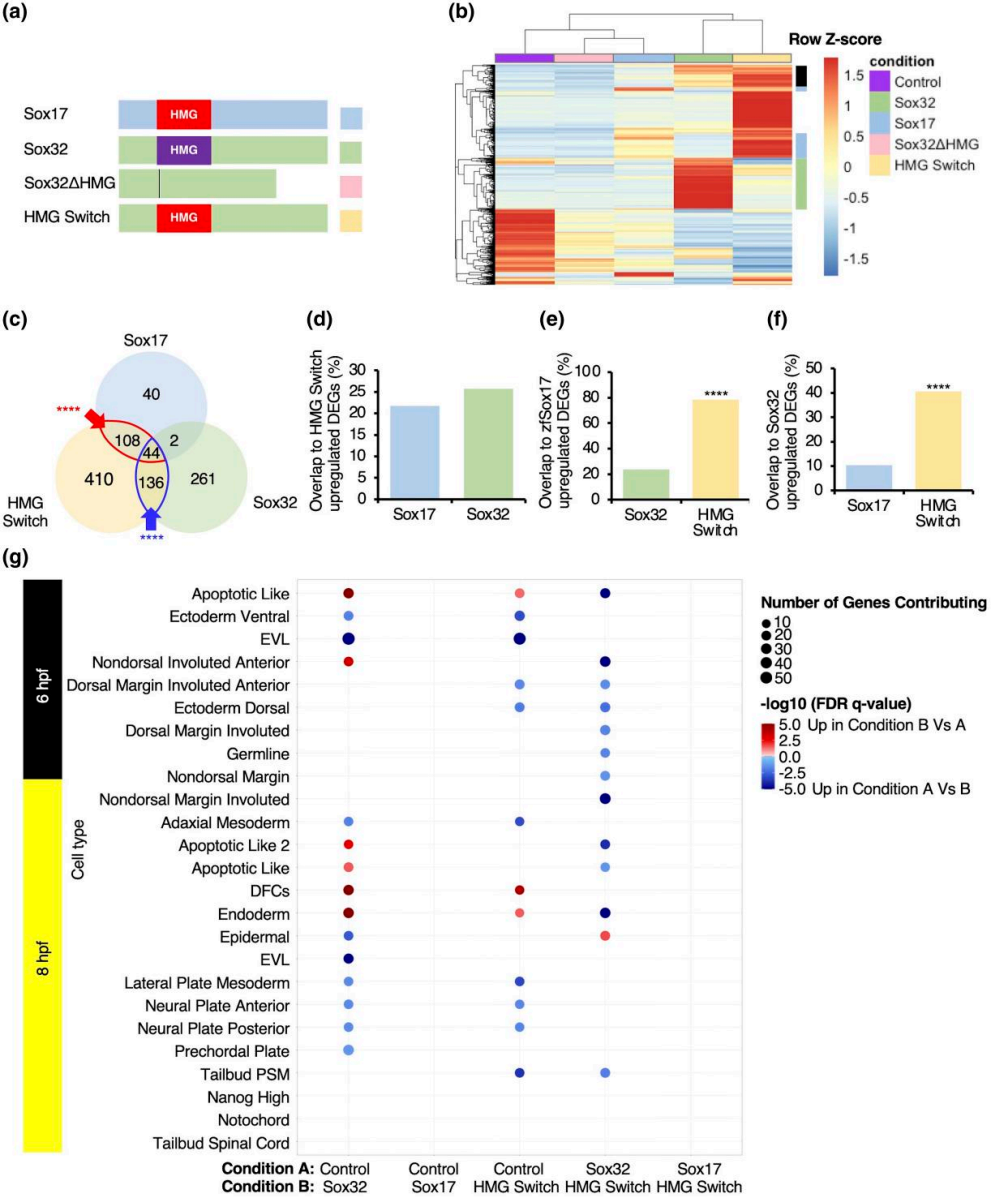
Differences between the Sox32 and Sox17 HMG domains are critical to the ability of Sox32 to induce endoderm and DFC gene expression. a) Protein models depicting constructs injected at the one-cell stage, followed by RNA-sequencing at 6 hpf. b) Heatmap of all 1,572 DEGs (Bonferroni-adjusted *P* < 0.05, Tables S8 to S12), depicted as median counts from *N* = 2 per condition. Green sidebar: induction of genes requiring the Sox32 HMG domain. Blue sidebar: induction of genes requiring the Sox17 HMG domain. Black sidebar: genes induced by Sox32 with either Sox32 or Sox17 HMG domain. c) Overlap of upregulated DEGs. Overlaps greater than expected according to Fisher's Exact test are indicated—****P < 0.0001. d) to f) Percentage overlap of upregulated DEGs to d) HMG Switch, e) Sox17, and f) Sox32 upregulated DEGs. Bars represent the percentage of genes upregulated by the factor on the *y* axis, also upregulated by the factor on the *x* axis. Statistical tests to determine whether the overlap was significantly greater with one factor on the *x* axis compared to the other were carried out using Fisher's Exact test. **** *P* < 0.001. g) GSEA carried out against cell type markers defined by scRNAseq at 6 and 8 hpf (Wagner et al. 2018). EVL, enveloping layer; PSM, presomitic mesoderm.

As expected in the absence of a DNA-binding domain, Sox32ΔHMG had limited effects on gene expression compared to Sox32 (Fig. 3b). In contrast, HMG Switch-induced genes show significant overlap with both Sox32- and Sox17-induced genes, with either paralog's HMG domain sufficient for the induction of a core set of 180 genes (Fig. 3c). This is further supported in pairwise comparisons (Fig. 3d to f). 

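Against the control of its own experiment, Sox32ΔHMG had 1 gene called higher, sox32 itself, and 0 lower (edgeR's quasi-likelihood test, adjusted p under 0.05), with 143 higher and 231 lower at an unadjusted p under 0.05. The log2 fold change of sox32 was 5.87 (standard error 0.41, edgeR adjusted p = 0.0116), from 151 ± 33.8 CPM in the control to 8840 ± 4140 (SD, n = 2), and its reads include those of the injected mRNA. The setting that moved these counts most was to keep genes with low counts in the test, with 20 genes higher and 82 lower. In the fit of the 10 columns the counts for Sox32ΔHMG were again 1 higher and 0 lower (464 genes at an unadjusted p under 0.05), beside 214 higher for Sox32. Of the 11 genes listed in Table S8, the 10 besides sox32 had log2 fold changes between 1.77 and 3.30 (3 genes higher) or between -2.77 and -2.23 (6 genes lower), and mcama, at 3 counts or fewer after Sox32ΔHMG and at 1.31 and 13.1 CPM in the 2 control libraries, was at least 25.7-fold lower, all with an adjusted p of 1 from edgeR.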

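After HMG Switch, 346 genes were called higher and 176 lower than the control of the same experiment (edgeR's quasi-likelihood test, adjusted p under 0.05, n = 2 libraries per group). The alternative that moved these numbers most was a Bonferroni adjustment, with 13 higher and 0 lower (803 lower at an unadjusted p under 0.05), and in the other direction they were 858 and 562 with genes of low count kept in the test. The largest increases were those of lbx1b, at least 194-fold higher (edgeR adjusted p = 0.00646), cpne4b, at least 163-fold (0.00748), and myl10, at least 111-fold (0.0273). For myl10 the replicates had 7.59 and 41.2 CPM, and DESeq2 did not call it (adjusted p = 0.237). The largest decreases were those of ch25hl1.1 (log2 fold change -4.83, standard error 0.52, edgeR adjusted p = 0.00629), zeb2b (-4.63, 0.66, 0.0125) and BX005210.1 (-4.30, 0.67, 0.0181). In the fit of the 10 columns, 428 genes were higher after HMG Switch and 30 after Sox17. HMG Switch shared 79 genes with Sox32 (5.21 expected by chance, exact p = 1.11e-72 by the one-sided hypergeometric test) and 29 with Sox17 (0.73 expected, exact p = 1.83e-46). All 3 proteins shared 12 genes, the same number as Sox32 with Sox17 (exact p = 5.54e-16). Reads of injected mRNA are counted on sox32 after HMG Switch and Sox32, and on sox17 after Sox17. The injections themselves can therefore put sox32 and sox17 in these overlaps. These overlaps rest on the same control libraries. In 25 simulations of groups that did not differ from them, the genes ranked highest after HMG Switch and Sox32 shared between 68 and 95, against 79 in the data. Those after HMG Switch and Sox17 shared between 13 and 25, against 29. Those after Sox32 and Sox17 shared between 11 and 19, against 13. These simulated rankings hold noise of the controls alone. At most 1 gene called higher after both Sox32 and Sox17 was found in the simulations, against 12 in the data. Sox17 set against the HMG Switch controls and Sox32 against the interspecies controls shared 11 genes. There 0.886 were expected (exact p = 4.37e-10 by the hypergeometric test), without control libraries in common. With each experiment set against its own control and all libraries used, HMG Switch shared 83 genes with Sox32 (8.23 expected, exact p = 2.33e-60) and 68 with Sox17 (1.73 expected, exact p = 2.6e-100).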

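Of the 30 genes called higher after Sox17 against the HMG Switch controls, 29 were also called higher after HMG Switch, which is 96.7% (Wilson 95% interval 83.3 to 99.4). These 29 genes had a median log2 fold change of 6.15 after HMG Switch and 4.92 after Sox17, and 22 of them rose more after HMG Switch. Tested directly, 5 of the 29 were higher after HMG Switch than after Sox17 and 0 lower at an adjusted p under 0.05 over all genes, and 17 differed when adjusted over the 29 alone (edgeR's quasi-likelihood test). With each protein set against its own control and all libraries used, 68 of 90 Sox17 genes were also called after HMG Switch, which is 75.6%. The largest difference was 4.84 on the log2 scale for nkx2.9 and the smallest -2.09 for irf3, both named after their values were seen. Against the control of the same experiment, mcamb rose by 6.69 after HMG Switch (standard error 0.34, edgeR adjusted p = 0.00104), from 1.72 ± 0.15 to 179 ± 3.9 CPM (SD, n = 2). The gene fabp2 rose by 8.23 (0.87, edgeR adjusted p = 0.00596) and tbx15 by 5.16 (0.59, 0.00748). With Sox17 set against its own control over all 3 libraries, these genes are also among those called higher after Sox17.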

In fact, the majority of Sox17-induced genes are also induced by the HMG Switch protein (Fig. 3c: 152 of 194 DEGs), albeit to a different quantitative degree (Fig. 3b), underscoring the importance of the HMG domain for specific induction of Sox17 targets. However, the HMG Switch protein has a distinct TF profile, with over half (58.8%) of the genes it induces here not induced by either Sox32 or Sox17. Furthermore, 58.9% of Sox32-induced genes are not induced by HMG Switch (Fig. 3b and c). 

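Of the 428 genes called higher after HMG Switch in the fit of the 10 columns, 332 were called after neither Sox32 nor Sox17, which is 77.6% (Wilson 95% interval 73.4 to 81.3, counting error only). DESeq2 on the same columns gave 59.0%. Compared directly, HMG Switch had 41 genes higher and 13 lower than Sox17 at an adjusted p under 0.05 from edgeR's quasi-likelihood test.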

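Of the 214 genes called higher after Sox32 against the HMG Switch controls, 135 were not called after HMG Switch, which is 63.1% (Wilson 95% interval 56.4 to 69.3). With each protein set against its own control and all libraries used, 83 of 429 Sox32 genes were also called after HMG Switch (19.3%). A gene called after one protein and not after the other is not shown to differ between them. In the direct comparison of Sox32 with HMG Switch, 130 genes were higher after Sox32 and 263 lower (edgeR's quasi-likelihood test, adjusted p under 0.05), although the 2 proteins' libraries come from different sets of injections. Among the 79 genes shared by both, 3 were higher after Sox32 and 5 after HMG Switch over all genes, and 18 differed when adjusted over the 79 alone. The 214 genes include 177 of those called after Sox32 against the interspecies control over all libraries, and 137 of those called over the libraries of Fig. 1.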

Taken together, this indicates that amino acid differences distinguishing the Sox32 and Sox17 HMG domains confer significant functional differences.

Functional annotation of induced genes further illustrates the limits of the HMG Switch protein to recapitulate Sox32's induction of specific cell identities (Fig. 3g). 

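In the 10 columns of the HMG Switch table, Sox32 embryos set directly against HMG Switch embryos had a median log2 difference of 0.87 over the endoderm list, with 10 of 11 genes higher after Sox32 (adjusted p = 0.00106 by limma's camera), and 0.36 over the DFC list, with 6 of 10 higher (0.0118). Neither held under fry (adjusted p = 0.0761 and 0.0901, limma). Sox32 and HMG Switch libraries come from different sets of injections in this comparison, so the difference of their effects, each against its own control, was also tested over all 18 libraries. There the endoderm list differed by a median of 1.38, with 10 of 11 genes more induced by Sox32 (adjusted p = 0.00172 over both lists by limma's camera, and 0.00888 by fry), and between 0.89 and 1.54 with each library left out in turn. The DFC list differed by 0.49, with 7 of 10 genes more induced (adjusted p = 0.0267 by limma's camera, and 0.00888 by fry). Without HMG control replicate 2 it was 0.03, a value with no test since 1 control library is left, and without Sox32 replicate 2 it was 0.38 (adjusted p = 0.0932 by limma's camera), while without Sox32 replicate 3, which the paper did not use, it was 0.54 (0.0125). With the correlation between genes estimated from the data, the adjusted p was 0.125 for the endoderm list and 0.143 for the DFC list (limma). In all, 186 genes differed between the effects (edgeR adjusted p under 0.05), and adjusted over the list alone 5 endoderm and 2 DFC genes did. A list of 13 mesoderm genes fell by 0.79 after Sox32 against the HMG Switch controls (1 of 12 genes higher, adjusted p = 0.00186 by limma's camera) and one of 6 ectoderm genes by 1.78 (1 of 5 higher, 0.0156). Against the interspecies controls and over all libraries, the medians of the same lists after Sox32 were 0.14 (6 of 11 higher, adjusted p = 0.904) and -0.64 (1 of 5 higher, 0.485). Directly against HMG Switch, the mesoderm list was higher after Sox32 by 0.96 (adjusted p = 0.00332) and the ectoderm list changed by -1.73 (0.235), which was not called.

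**Figure D5:**
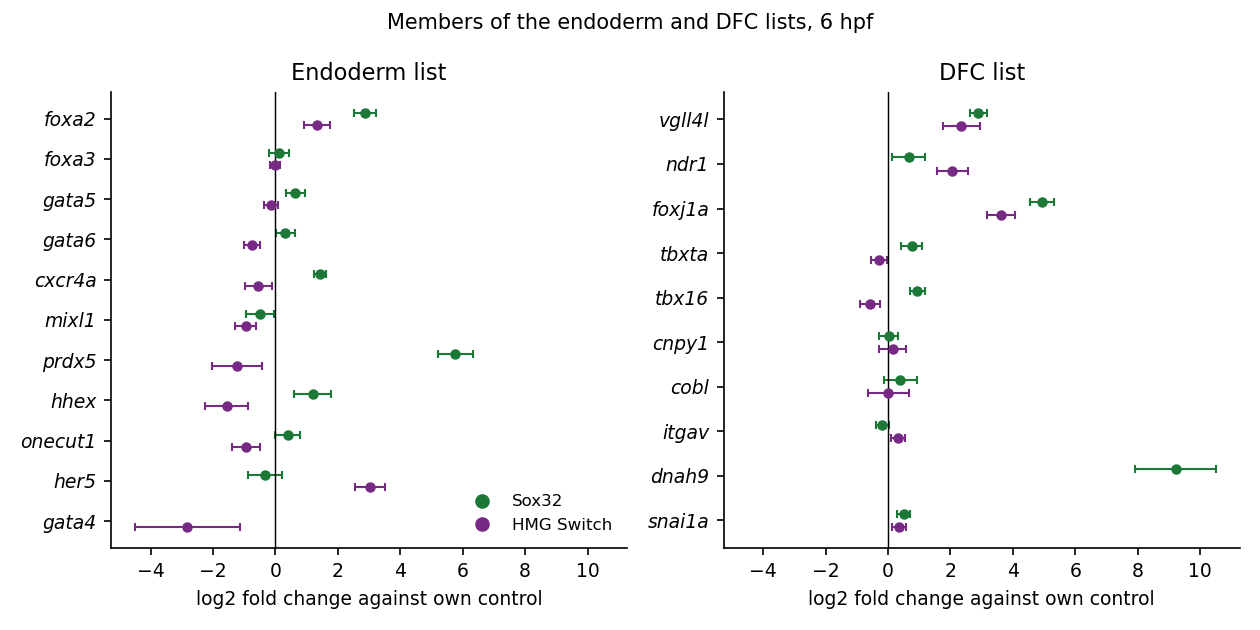
Log2 fold change of each endoderm and DFC list gene after Sox32 (all 3 libraries, interspecies control) and after HMG Switch (HMG Switch control), as points with standard errors. dnah9 after Sox32 and gata4 after HMG Switch have 1 group at or under 3 counts, so their fitted values are not bounds.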

Sox32 has a stronger capacity to significantly induce markers of endoderm and DFC cell types than the HMG Switch, and this enrichment occurs at the expense of other cell types, such as the adaxial mesoderm and ventral ectoderm. This suggests the Sox32 HMG domain shows endodermal gene specificity and is required to induce cell fate changes. Furthermore, while HMG Switch provides significant induction of endoderm markers compared to the control, Sox32 exhibits significantly greater induction of endoderm markers compared to HMG Switch (Fig. 3g).

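Against the control of its own experiment, HMG Switch gave the endoderm list a median log2 fold change of -0.75, with 2 of 11 genes higher (adjusted p = 0.314 by limma's camera). Of this list, 1 gene was called over all genes and the same 1 when adjusted over the list alone, her5, which rose by 3.03 (standard error 0.48, edgeR adjusted p = 0.0181). The gene foxa2 rose by 1.32 (0.42, edgeR adjusted p = 0.188), and DESeq2 called it (adjusted p = 0.0478). Lower were prdx5 (-1.24) and hhex (-1.56), and cxcr4a had -0.54 (0.42, edgeR adjusted p = 0.822), from 175 ± 108 to 120 ± 33.2 CPM (SD, n = 2). Without HMG control replicate 2 the log2 fold change of cxcr4a was 0.26. The DFC list had a median of 0.32 after HMG Switch, with 7 of 9 genes higher (adjusted p = 0.0653 by limma's camera). In it 1 gene was called over all genes, foxj1a, which rose by 3.62 (0.46, edgeR adjusted p = 0.00919), and 3 when adjusted over the list alone. The others were vgll4l (2.35, 0.60, edgeR adjusted p = 0.0964) and ndr1 (2.06, 0.50, 0.0805), and DESeq2 called both (adjusted p = 0.00143 and 0.00108).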

Overall, we conclude that the divergence of the Sox32 HMG domain from ancestral Sox17 is critical in conferring key functional differences, allowing Sox32 to induce endoderm and DFC gene expression within the zebrafish embryo.

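Against the same HMG Switch controls, Sox32 gave the endoderm list a median log2 fold change of 0.43, with 8 of 11 genes higher (adjusted p = 0.00687 by limma's camera), and the DFC list 0.88, with 9 of 10 higher (3e-06). HMG Switch, which differs from Sox32 in its HMG domain alone, gave medians of -0.76 and 0.23 in that fit of the 10 columns. From the stronger induction of endoderm and DFC markers by Sox32 than by HMG Switch, the paper concludes that the divergence of Sox32's HMG domain from that of ancestral Sox17 is critical to its acquired role in switching on endoderm and DFC genes.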

#### The Sox32 25-aa C-terminal Helix Is Required for Induction of Endoderm and DFC Marker Genes While the NTD Has Target-Specific Functions

Beyond the HMG domain, we also find evidence that the flanking protein regions influence target gene induction. One-fifth of Sox17-induced genes are unique (Fig. 3c), implicating other domains in determining the full repertoire of TF-specific target genes. This is further corroborated by the sizable overlap in induced targets between the HMG Switch and Sox32 proteins despite differing HMG domains (Fig. 3c: 136 targets). 

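In the fit of the 10 columns, 1 of the 30 genes called higher after Sox17 was called after neither HMG Switch nor Sox32, which is 3.33%. It was ENSDARG00000104296, named after its values were seen, with a log2 fold change of 3.15 after Sox17 and 1.35 after HMG Switch (adjusted p = 0.162 from edgeR's quasi-likelihood test). DESeq2 on the same columns called 194 genes after Sox17, of which 24 were unique (12.4%).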

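HMG Switch and Sox32 shared 67 genes that were not called after Sox17 in the edgeR fit of the 10 columns, and 129 in that by DESeq2. The 79 genes called higher after both proteins can include sox32 through reads of the injected mRNAs. They had median log2 fold changes of 3.97 after HMG Switch and 3.66 after Sox32, and 42 of them rose more after HMG Switch.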

We therefore next explored which peptides outside the Sox32 HMG domain are required for target gene induction.

The Sox32 N-terminal domain (NTD) contains a conserved Glu-Lys-Arg phosphorylation motif that, when phosphorylated in response to Fibroblast Growth Factor (FGF) signaling, leads to attenuation of Sox32 function, antagonizing endoderm specification (Poulain et al. 2006). Furthermore, examination of conservation across *sox32* orthologs revealed conservation of a 30-aa region within the Sox32 CTD, which we consider in two parts. Specifically, previous studies have identified a 7-aa β-catenin interacting peptide, with higher conservation between Sox32 and hSOX17 than Sox17 (Kikuchi et al. 2001; Sinner et al. 2004), that is required for Sox32 induction of ectopic endoderm upon OE (Zhao et al. 2013). An upstream 23-aa peptide conserved among *sox32* orthologs remains unstudied (Fig. S11). Furthermore, AlphaFold predicts a high confidence 25-aa-long CTD helix which partly encompasses these two peptide regions (Fig. 2).

To examine the importance of these identified peptides to Sox32 target induction, we carried out specific domain deletions. We then analyzed the ability of these domain-deleted mRNAs injected at the one-cell stage to induce five diagnostic endoderm and DFC cell marker genes relative to full length (FL)-Sox32 by 6 hpf (Fig. 4a). 

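Over the libraries of Fig. 1, sox17 rose by 6.21 on the log2 scale after Sox32 (standard error 0.69, n = 2 per condition, adjusted p = 0.00773 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), vgll4l by 3.06 (0.20, 0.00168), foxa2 by 2.73 (0.41, 0.0227), cxcr4a by 1.36 (0.21, 0.0253) and ndr1 by 1.24 (0.31, 0.103). Over all libraries, the values were 7.10 for sox17 (0.69, n = 3, edgeR adjusted p = 0.000132), 2.89 for vgll4l (0.27, 0.000127), 2.86 for foxa2 (0.35, 0.00082), 1.43 for cxcr4a (0.21, 0.00207) and 0.67 for ndr1 (0.53, 0.447). The CPM of foxa2 were 78.9 and 113 in Sox32 replicates 1 and 2 and 152 in unused replicate 3, against 12.5 and 16.8 in control replicates 1 and 3 and 18.1 in unused control replicate 2. Those of cxcr4a were 534 and 477, and 701 in unused replicate 3, against 211 ± 27.3 (SD, n = 3) in the control. Those of vgll4l were 1230 and 1520, and 751 in unused replicate 3, against 157 ± 24.3 in the control. Those of sox17 were 231 and 682, and 1570 in unused replicate 3, against 6.07 ± 3.23 in the control, so its level differed between Sox32 replicates by more than between controls. For ndr1 they were 29.1 and 47.9, and 5.21 in unused replicate 3, against 14.9 and 18.1 in control replicates 1 and 3 and 18.6 in unused control replicate 2. Its change rests on single libraries: without Sox32 replicate 3 the log2 fold change was 1.17 (edgeR adjusted p = 0.0174), and without Sox32 replicate 2 it was -0.0041.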

All selected markers show induction by FL-Sox32 in RNA-seq experiments (Fig. 1b), with tissue-specific expression in the endoderm only (*foxa2*) (Alexander et al. 1999), endoderm and DFCs (*sox17*, *cxcr4a*) (Kikuchi et al. 2000; Thisse et al. 2001) or DFCs only (*vgll4l*, *ndr1*) (Rebagliati et al. 1998; Thisse et al. 2001).

**Fig. 4.**
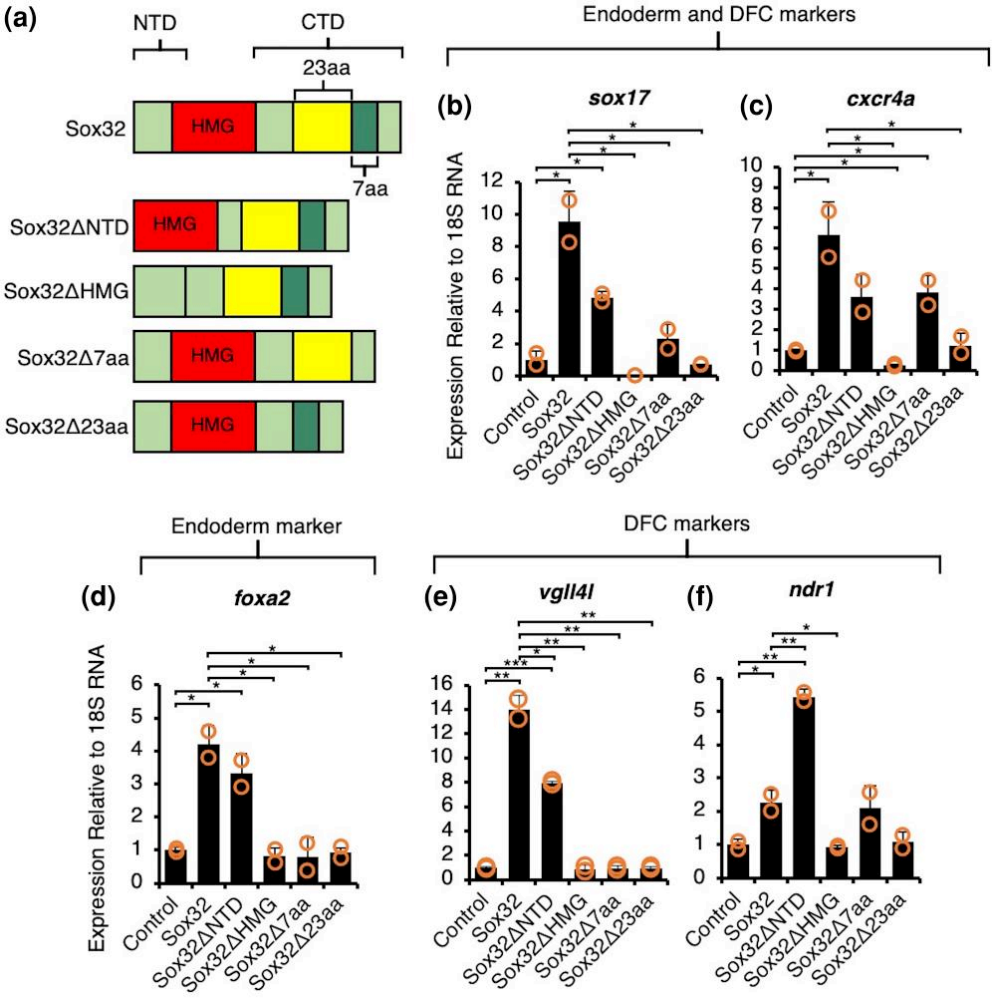
Putative helical CTD peptides highly conserved between Sox32 orthologs are required for induction of downstream endoderm and DFC marker genes, while NTD function is target-specific. a) Protein models of Sox32 deletions injected at the one-cell stage and RNA extraction followed by qPCR at 6 hpf. b) to f) qPCR analysis of endoderm and DFC (b, c) endoderm only (d), and DFC only (e to f) markers. Bar charts depict the mean fold change relative to uninjected controls, error bars ± one standard deviation, and orange circles indicate individual datapoints. Statistical tests on biological duplicate samples were carried out using Student's *t*-test. Raw *P*-values are indicated—*P < 0.05, **P < 0.01, and ***P < 0.001.

Consistent with our global RNA-seq profiling (Fig. 3b), Sox32 can strongly induce all marker genes, and the HMG domain is essential (Fig. 4b-f: FL-Sox32 and Sox32ΔHMG constructs). Equally, both peptides within the CTD helix are required, as Sox32Δ7aa and Sox32Δ23aa OE show no deviation in expression of target genes compared to control embryos (Fig. 4b-f), except for significant induction of *cxcr4a* still attained with the Sox32Δ7aa construct.

The role of the NTD appears more complex, with differing roles depending on the target gene. Overall, the NTD would seem dispensable, as Sox32ΔNTD can significantly induce all analyzed genes compared to the control, and with comparable levels of expression of the endoderm-only marker *foxa2* (Fig. 4b). However, the Sox32ΔNTD construct only induced the dual endoderm/DFC markers *sox17* and *cxcr4a* to about half the level of FL-Sox32 (Fig. 4c-d). Furthermore, for DFC-specific marker genes, relative induction by FL-Sox32 and Sox32ΔNTD differed, with significantly greater induction of *vgll4l* with the full-length protein but, conversely, significantly higher *ndr1* levels with the NTD-deleted construct (Fig. 4e-f). Thus, the NTD may offer a tuneable interface for context-specific target gene regulation by Sox32, with the DFCs potentially evincing subtle modulation for different marker genes.

To further explore the ability of Sox32 to induce endoderm and DFC markers, and whether its effects are spatially restricted in the embryo, we also performed whole-mount in situ hybridization (WISH) for endoderm and DFC marker *sox17* and endoderm and axial chorda mesoderm marker *foxa2*. Consistent with the above results, we found very broad ectopic expression of both *sox17* and *foxa2* induced by both FL-Sox32 and Sox32ΔNTD in all embryos, but not by Sox32ΔHMG, Sox32Δ7aa, or Sox32Δ23aa. Furthermore, Sox32ΔHMG and Sox32Δ23aa OE led to reduced *sox17* expression in a significant subset of embryos (Fig. S14). We conclude that there is limited embryo-to-embryo variability in terms of response to Sox32 OE, and that Sox32ΔHMG and Sox32Δ23aa may potentially exert dominant negative effects.

#### Divergence of C-terminal Peptides Confers Sox32 and Sox17 Differential Target Specificity

Sox32 requires its CTD helix for proper induction of its endodermal and DFC targets, specifically the 7-aa peptide (Fig. 4), which is also necessary to induce ectopic endoderm upon Sox32 OE (Zhao et al. 2013). This 7-aa region shows complete conservation to the zebrafish SoxF subfamily members Sox7 and Sox18 (Fig. S11) and high conservation to hSOX17. However, the 7-aa peptide is divergent in Sox17 (Fig. 5a). This poses a question of whether this divergence between Sox32 and Sox17 confers differential target specificity. To decipher this, we generated constructs in which the respective 7-aa CTD regions were deleted from both Sox32 and Sox17, and hybrid constructs were also generated with 7-aa peptides switched between the two TFs (Fig. 5b). Lastly, as the overall C-terminal helix structure also differs between Sox32 and Sox17 (Fig. 2), we also produced a construct with the longer 25-aa Sox32 CTD helical peptide replacing the Sox17 7-aa peptide (Fig. 5b).

**Fig. 5.**
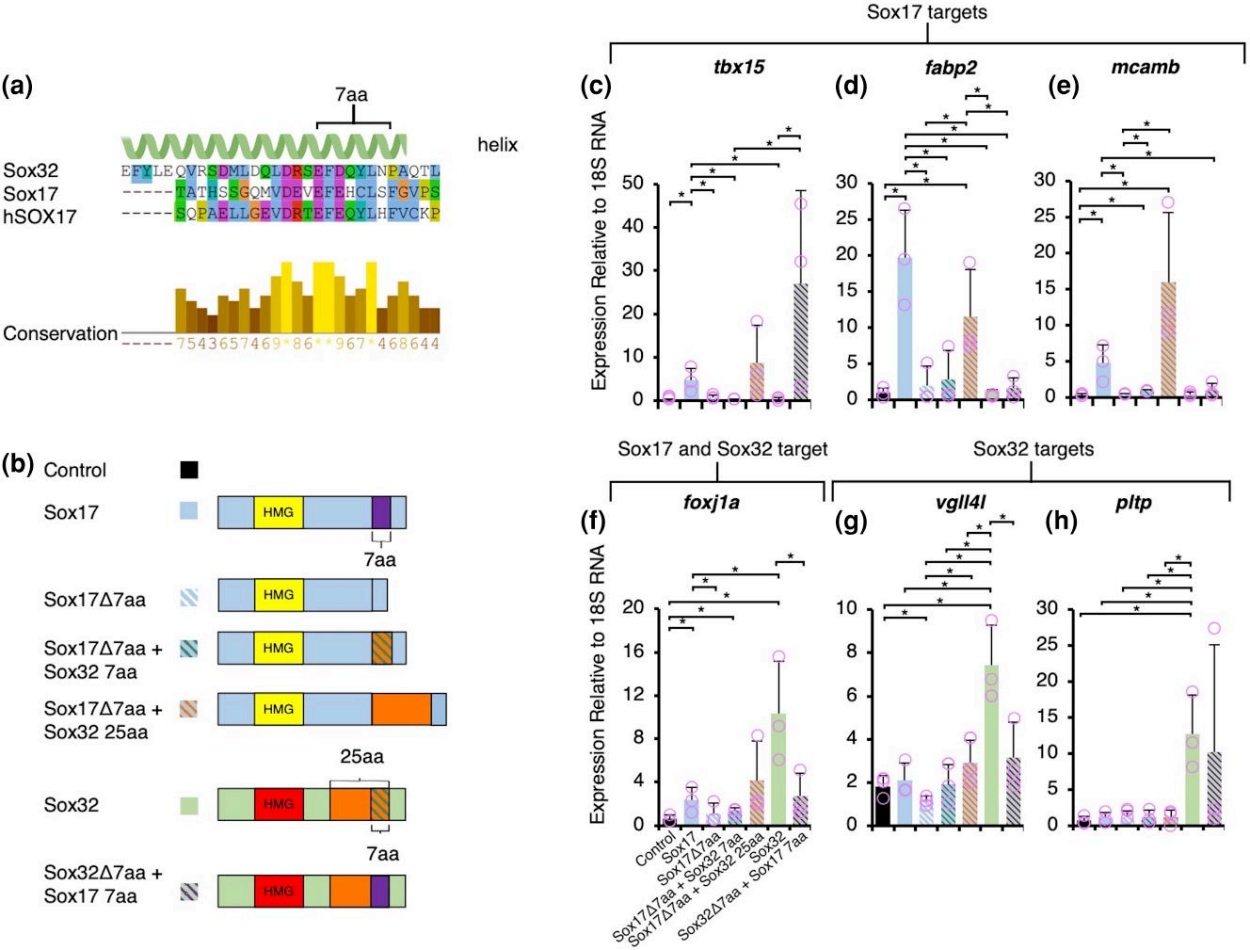
Divergence of 7-aa CTD putative helical peptides confers differential target specificity of Sox32 and Sox17. a) Alignment of Sox32 CTD helix (25 aa) to Sox17 and hSOX17 with conservation indicated. Alignment carried out using Clustal Omega in Jalview and color-coded based on conserved amino acid properties. Conservation levels calculated according to the AMAS are displayed. b) Protein models of Sox17 and Sox32 domain deletions and switches injected at the one-cell stage, and RNA extraction followed by qPCR at 6 hpf. c) to h) qPCR of Sox17 targets (c to e), Sox17 and Sox32 targets (f), and Sox32 targets (g to h); sample condition colour code and order of bars corresponds to the legend in panel (b). Bar charts depict the mean fold change relative to uninjected controls, error bars ± one standard deviation, and pink circles indicate individual datapoints. Statistical tests on biological triplicate samples were carried out using Student's *t*-test. *P < 0.05 (raw *P*-values).

Based on injections of each of the resulting mRNAs at the one-cell stage and qPCR analysis of target genes that distinguish Sox32 and Sox17 (Fig. 1b), we find that induction of Sox17 targets indeed requires the Sox17 7-aa peptide. Replacement with the Sox32 7-aa fails to elicit FL-Sox17 levels of induction (Fig. 5c-e). The replacement of the Sox17 7-aa peptide with the Sox32 25-aa peptide does not allow Sox17 to induce Sox32 targets (Fig. 5g-h). Therefore, while the Sox32 CTD helix is necessary for Sox32 induction of endoderm and DFC targets (Fig. 4), it is not sufficient in the context of the Sox17 protein. However, replacement of the Sox17 7-aa peptide with the Sox32 25-aa peptide does result in significant induction of Sox17 targets *fabp2* and *mcamb* compared to the control (Fig. 5d-e). We therefore conclude that the Sox32 25-aa peptide that makes up the Sox32 CTD helix appears to be a potent transactivation domain.

In addition to replacement of the Sox17 7-aa peptide with that of Sox32 not inducing Sox17 targets to the capacity of FL-Sox17 (Fig. 5c-e), we also see that replacement of the Sox32 7-aa peptide with the Sox17 7-aa peptide cannot induce *foxj1a* or *vgll4l* to the same level as FL-Sox32 (Fig. 5g). This indicates that both Sox32 and Sox17 require their own intrinsic 7-aa domain for efficient induction of their respective targets. Therefore, we suggest that divergence in C-terminal peptides during evolution led to differential Sox32 and Sox17 target specificity and induction.

#### Sox17 Is Necessary for Establishing Correct Brain, Heart, and Pancreas Laterality

Given the distinct profile of Sox17 as a TF that is not merely redundant to Sox32, what is the full biological scope of its function? Organ development requires not only endoderm specification, but also subsequent tissue placement. For many species’ organ systems, bilateral asymmetry is vital for correct function, including in humans (Sutherland and Ware 2009; Agarwal et al. 2021). Heterotaxia is a syndrome of abnormal abdominal and thoracic organ placement across the LR axis of the body, including the pancreas and heart (Aiello et al. 2007). In the brain, similar defects can alter patterns of gene expression and affect neural connectivity (Bianco and Wilson 2008).

Zebrafish Sox17 has previously been implicated in the establishment of LR asymmetry. Knockdown of Sox17 using an antisense morpholino (MO) was previously reported to result in abnormal pancreas placement, which could be rescued by co-injection with *sox17* mRNA to which the MO did not bind (Aamar and Dawid 2010). However, an analysis of zebrafish *sox17* function in genetic mutants is lacking. Furthermore, we aim to identify key domains of Sox17 required for correct LR patterning.

To further explore the role of Sox17 in LR asymmetry, we used an efficient method of G0 CRISPR (Wu et al. 2018) (Fig. S15) to disrupt the *sox17* locus by injection of Cas9–sgRNA complexes at the one-cell stage. We then analyzed LR patterning using WISH of marker genes. We assessed organ placement for the normally dextrally looped heart (myocardial marker *myl7* [Yelon et al. 1999; Bakkers 2011]), dextrally positioned pancreas (*insulin* expression [Argenton et al. 1999]), and sinistrally stronger gene expression in the habenular nuclei of the brain (*kctd12.1* expression [Sutherland 1982; Concha and Wilson 2001; Gamse et al. 2003; Gamse et al. 2005]) (Fig. 6a).

**Fig. 6.**
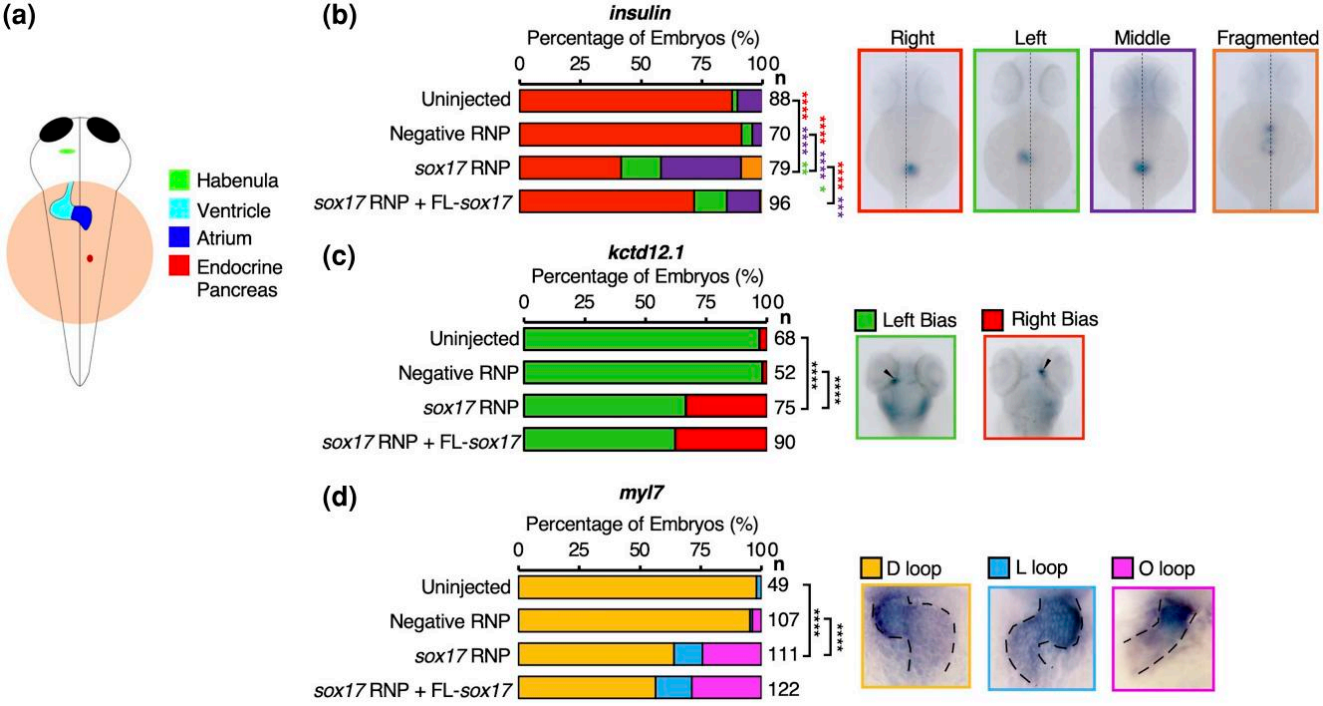
Sox17 CRISPants exhibit LR asymmetry defects. a) Diagram depicting correct asymmetry of organs (4 days postfertilization—dpf). *Ktcd12.1* expression in the brain shows a left habenula bias (green). The heart loops in a dextral (D-loop) fashion (blue). The endocrine pancreas is located to the right of the midline (red). b) to d) WISH analyzing the effect of Sox17 knockdown on endocrine pancreas placement relative to the midline (dotted line) at 48 hpf indicated by *insulin* (b); dorsal habenula *kctd12.1* asymmetric expression at 4 dpf—arrowheads indicate highest habenula expression (c); and heart looping at 48 hpf indicated by *myl7—*expression domain is outlined to highlight looping (d). Also shown are the phenotypic outcomes from rescue experiments from the co-injection of *sox17* exogenous mRNA along with CRISPR RNPs at the one-cell stage. Statistically significant differences in categorical scoring were inferred using Fisher's Exact test on independent biological triplicate datasets. Raw *P*-values are indicated—*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. For b) red asterisks indicate a significant difference in the right-sided pancreas versus all other phenotypic outcomes, purple asterisks indicate a significant difference between middle-placed pancreas versus everything else, and green asterisks indicate a significant difference between left-sided pancreas and everything else. For c) to d) black asterisks indicate a significant difference between normal laterality and all other phenotypes. *n*, the number of embryos analyzed.

We find that Sox17 CRISPants show abnormal brain asymmetry, heart looping, and pancreas placement (Fig. 6b-d). This includes a significant increase in the proportion of embryos exhibiting a middle and left-sided pancreas compared to the control (Fig. 6b. We co-injected *sox17* mRNA into CRISPants at the one-cell stage to assess its ability to rescue the observed phenotypes. This resulted in a significant increase in embryos with normal right-sided pancreas placement. This occurred concurrently with a significant decrease in middle placement, while aberrant left-sided placement remained unaffected (Fig. 6b). This indicates that the middle placement of the pancreas can be rescued by exogenous *sox17* mRNA; however, left-sided pancreas, i.e. total reversal, cannot.

Neither brain asymmetry (Fig. 6c) nor heart looping (Fig. 6d) could be rescued by co-injection of exogenous *sox17* mRNA into CRISPants. To test whether exogenous Sox17 itself may be affecting LR patterning, we carried out OE studies through the injection of *sox17* mRNA across a broad range of concentrations. This indicated that Sox17 OE does not alter either brain asymmetry or heart looping (Fig. S16). The lack of rescue of abnormal phenotypes is therefore not due to the effect of Sox17 OE.

Going further, we considered whether the failure of *sox17* mRNA injection to rescue heart looping was due to underlying defects in adjacent tissue patterning. Sox32 mutants that lack anterior endoderm exhibit *cardia bifida* (Alexander et al. 1999), a condition in which independent left and right heart fields develop due to a failure of coalescing morphogenesis. We therefore analyzed our Sox17 CRISPants for expression of the anterior endoderm markers *foxa2* and *vgll4l.* Contrary to the reported Sox17 MO phenotype (Aamar and Dawid 2010), we found that the anterior endoderm is intact in Sox17 CRISPants (Fig. S17). Therefore, the lack of rescue of heart looping does not appear to be a secondary effect due to endoderm defects.

The failure of exogenous *sox17* mRNA to rescue defective pancreas positioning, brain asymmetry, or heart looping led us to test whether KV function can be rescued. A key early step in the establishment of LR asymmetry, which is indicative of KV function, is unilateral *spaw* expression in the left LPM. Consistent with a defect in organ placement, we found that exogenous *sox17* mRNA injection at the one-cell stage failed to restore left-sided *spaw* expression in Sox17 CRISPants at 18 hpf (Fig. S18). This suggests that the KV function is not restored by exogenous *sox17* mRNA. Since exogenous *sox17* mRNA is sufficient to restore right-sided placement of a proportion of pancreases that are aberrantly placed at the midline in Sox17 CRISPants, this suggests reduction of aberrant middle pancreas placement is independent of KV.

In conclusion, we have shown that Sox17 CRISPants have abnormalities in brain asymmetry, heart looping, and pancreas placement. Only an abnormal middle-placed pancreas can be rescued by co-injection of the *sox17* mRNA into CRISPants. The placement of the pancreas is determined by looping of the posterior foregut as a result of LPM migration, in which *sox17* is also expressed (Horne-Badovinac et al. 2003; Chung et al. 2011). Therefore, Sox17 likely has a role in gut looping, as exogenous *sox17* mRNA is sufficient to rescue, which we speculate may be linked to a function in the LPM.

#### Conserved C-terminal Peptides Are Required in Sox17 for Correct Pancreas Placement

We have confirmed that Sox17 is required for organ asymmetry in zebrafish and that we can rescue pancreas placement through co-injection of *sox17* mRNA into CRISPants. We can therefore use this system to molecularly dissect which domains of Sox17 are required for its role in this process. We created *Sox17* mutant constructs with selected deletions based on high-level conservation among teleost and mammalian Sox17 orthologs (Fig. S19). Four conserved regions were identified and deleted: the Sox17 NTD, and three distinct regions within the CTD of varying lengths (Fig. 7a: 35 aa, 14 aa, and 20 aa). The mRNA corresponding to each mutant construct was injected into *sox17* CRISPants at the one-cell stage, and their capacity to rescue correct pancreas placement was assessed.

**Fig. 7.**
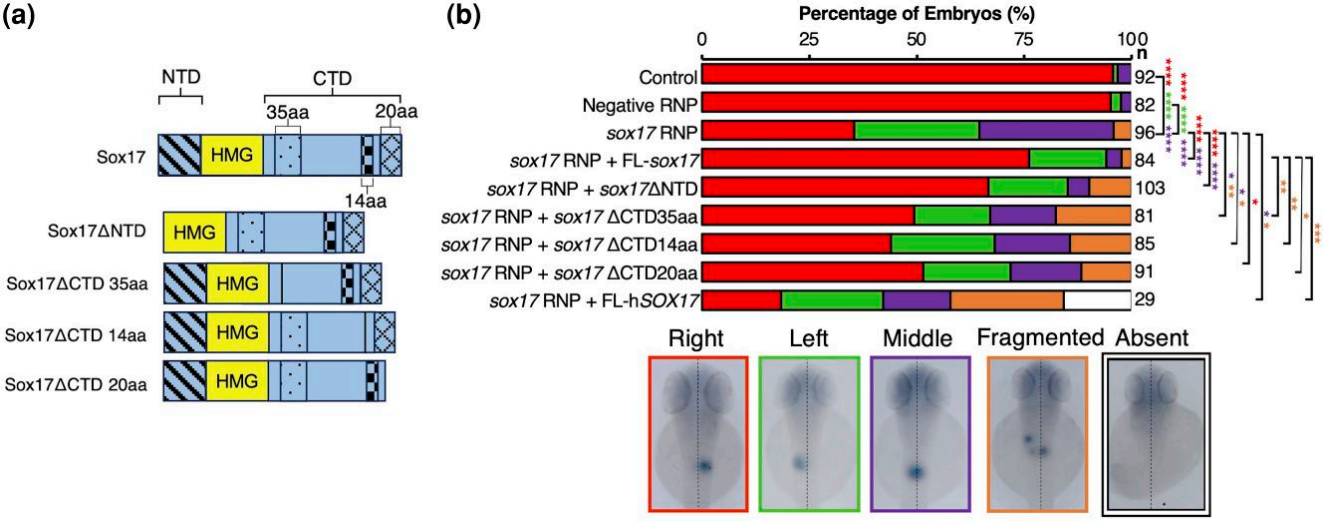
Sox17 CTD peptides are required for rescue of correct pancreas placement in Sox17 CRISPants. a) Diagram depicting protein models of Sox17 mutants. b) WISH at 48 hpf using insulin to assess the ability of Sox17 mutants in rescuing abnormal exocrine pancreas placement by co-injection of *sox17* exogenous mRNA alongside CRISPR RNPs at the one-cell stage. Statistically significant differences in categorical scoring were inferred using Fisher's Exact test on independent biological triplicate datasets. Raw *P*-values are indicated—*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Red asterisks indicate a significant difference in right-sided pancreas versus all other phenotypes, purple asterisks indicate a significant difference between middle-placed pancreas versus all other phenotypes, green asterisks indicate a significant difference between left-sided pancreas versus all other phenotypes, and yellow asterisks indicate a significant difference between fragmented *insulin*+ domains versus all other phenotypes. *n*, the number of embryos analyzed.

We find that Sox17ΔNTD can rescue pancreas placement in *sox17* CRISPants to a similar degree as FL-Sox17. Both constructs result in a significant increase in CRISPants exhibiting normal right-sided pancreas placement and a significant decrease in embryos showing middle placement, with left-sided placement unaffected compared to *sox17* CRISPants alone (Fig. 7b). This indicates the NTD of Sox17 is largely dispensable for its function in pancreas placement.

Sox17ΔCTD35aa and Sox17ΔCTD14aa mRNA injections lead to a significant decrease in *sox17* CRISPant embryos with a middle-placed pancreas. However, this does not coincide with an increase in normal right-sided placement as seen with FL-Sox17 and Sox17ΔNTD. Instead, there is a significant increase in embryos exhibiting multiple fragmented *insulin*+ domains (Fig. 7b). Sox17ΔCTD20aa mRNA injection leads to a significant increase in CRISPants with normal right-sided placement compared to embryos injected with *sox17* ribonucleoprotein (RNP) alone, suggesting this mutant construct retains some degree of relevant function. However, we also note that we reduction in aberrant pancreas placement is also accompanied by a moderate increase in pancreas fragmentation (Fig. 7b). Overall, all three CTD mutants may have some reduced capability to restore migration of the pancreas to the right, though not to the degree of FL-Sox17 and Sox17ΔNTD. However, the CTD mutants also disrupt pancreas formation, either by driving ectopic specification of pancreas identity or migration defects leading to the fragmented phenotype observed.

*Sox17* ^−/−^ mutant mice exhibit an open body wall and failure to turn from a concave to a convex “foetal” position (Kanai-Azuma et al. 2002; Viotti et al. 2012)—characteristics of mutants with LR patterning defects (Hamada et al. 2002). Given the requirement for Sox17 in LR patterning in mammals and zebrafish, we sought to determine whether mammalian SOX17 has the capacity to induce correct pancreas placement through the injection of h*SOX17* mRNA into *sox17* CRISPants. We found that hSOX17 is unable to rescue pancreas placement. Instead, it leads to a further decrease in right-sided pancreas placement in CRISPants, or even the total absence of the pancreas (Fig. 7b). The aberrant LR phenotype in mouse has been suggested to be largely a secondary effect due to depletion of gut endoderm (Viotti et al. 2012), while zebrafish Sox17 CRISPants do not exhibit loss of endoderm (Fig. S17). Taken together, this indicates that while Sox17 is required for LR asymmetry in mammals and zebrafish, mechanistic variability exists.

Overall, we conclude the Sox17 CTD is required for correct pancreas placement, while the NTD is dispensable. Additionally, our results indicate that peptides in the CTD can influence the formation of an intact endocrine pancreas, although whether this reflects aberrant morphogenesis or specification is unclear.

Taken together, our results reveal the molecular basis for functional divergence between Sox17 and Sox32, highlighting key functional peptides controlling both endoderm and DFC specification, and the establishment of pancreas placement during gut morphogenesis.

## Discussion

A classical view of the fate of duplicated genes that remain functional during evolution is that they either undergo sub- or neofunctionalization (Force et al. 1999; Tasnim et al. 2024). How does the case of Sox17 and Sox32 reflect this? The paralogs’ spatiotemporal expression profiles alone already suggest a complex evolutionary history. On the one hand, the expression domains of *sox32* and *sox17* substantially overlap in the early embryo (pre-segmentation stage, Fig. 8 [Alexander and Stainier 1999; Kikuchi et al. 2001]), and they are similar to *Sox17* expression patterns in other species. However, expression differences after gastrulation stages, when only *sox17* but not *sox32* is expressed in the LPM (Chung et al. 2011), could indicate subfunctionalization through partitioning of the paralogs’ stage- and tissue-specific activities, given known roles of Sox17 in LPM-derived tissues in tetrapods (Lilly et al. 2017; Saba et al. 2019). Yet Sox32's essential functions in the early embryo are clearly not commensurate with mere redundancy after gene duplication, starting with the acquisition of the new regulatory role of activating *sox17*. Thus, here we further consider sub- or neofunctionalization in the context of nuances of protein function (Fig. 8).

**Fig. 8.**
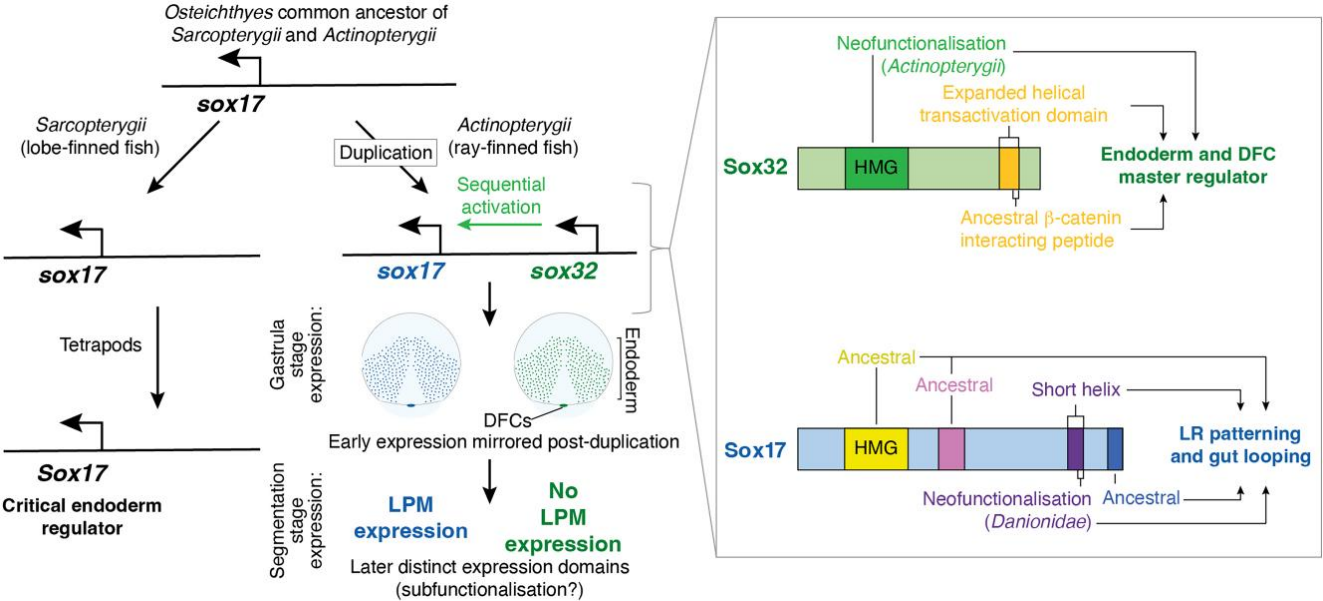
Evolutionary history of *sox17* and *sox32*, including when distinct changes in functional protein-coding domains occurred within the ray-finned fish lineage. Tandem duplication of ancestral *sox17* likely occurred early in the evolution of ray-finned fish after divergence from the common ancestor with lobe-finned fish. Gastrula stage expression of zebrafish *sox17* and *sox32* likely reflects the ancestral gene expression pattern, although in modern zebrafish, there is a temporal offset as Sox32 activates *sox17* (Alexander and Stainier 1999; Kikuchi et al. 2001). Subsequent expression of only *sox17* in LPM (Chung et al. 2011) likely represents subfunctionalization of the ancestral gene, allowing a more complex role for Sox17 in LR patterning. Key protein domains acting in endoderm and DFC formation and LR patterning, and their evolutionary relationships are indicated: coloured boxes in the protein schematics label the DNA-binding HMG domain and various critical CTDs.

### Divergence of the Sox32 HMG Domain Is Critical to Allow Engagement with the Teleost Endoderm GRN

Consistent with previous reports (Kikuchi et al. 2001; Stafford et al. 2006) our analyses indicate that ectopic Sox32 expression induces endodermal cell identity at the expense of other cell types, indicating its ability to change cell fate (Fig. 3g). Remarkably, it also induces a significant number of DFC marker genes, suggesting that Sox32 is both necessary for DFC identity and also substantially sufficient to direct the DFC gene expression program (Fig. 3g).

Our molecular analyses reveal that the ability of Sox32 to orchestrate the endoderm GRN is dependent on differences between the Sox32 and Sox17 HMG domains. Given the greater similarity between Sox17 and hSOX17 HMG domains, we suggest Sox32 diverged after the duplication event from which *sox32* and *sox17* emerged, consistent with our analyses on higher rates of nonsynonymous changes in *sox32* (Figs. S1 and S4, Table S7). This suggests a scenario wherein subfunctionalization has occurred in zebrafish compared to composite SOX17 functions in mammals, with Sox32 adopting the key role in endoderm formation while Sox17 retains other roles such as regulating genes involved in vasculogenesis (Figs. S7 and S9). Functional partitioning thus involves novel sequence divergence, with the acquisition of new regulatory interactions, including Sox32 activation of *sox17*. The evolution of cross-regulation may be a general feature of TF paralog diversification, as documented elsewhere (Cheatle Jarvela et al. 2020; Gurska et al. 2020).

However, the divergence of the Sox32 HMG domain and the inability of hSOX17 to induce endoderm marker expression in zebrafish raise questions about the mechanistic similarities by which these TFs orchestrate endoderm gene expression in their native species. It is possible that the different HMG domains bind different cis-regulatory modules (CRMs) and hence activate different downstream target genes in our experiments, either due to different DNA binding preferences or altered physicochemical interactions with cofactors. However, all Sox TFs are considered to individually bind similar sequence motifs (Kondoh and Kamachi 2010). Furthermore, contact sites between the mouse SOX17 HMG domain and a cis-regulatory enhancer upstream of the *Lama1* transcriptional start site have been mapped (Palasingam et al. 2009) and are highly conserved in Sox32 and Sox17 (Fig. 2d). This may indicate that the Sox32, Sox17, and hSOX17 HMG domains are individually capable of engaging similar DNA sequences. A more likely scenario is that the differences between HMG domains alter the spectrum or configuration of cofactor interactions, impacting co-operative engagement of TF complexes with CRMs. However, it does not necessarily follow that hSOX17 and Sox32 have substantially different cofactors during endoderm formation if orthologous cofactors have undergone parallel evolution. In this scenario, hSOX17 and Sox32 would only be able to interact with cofactors from their native species, which would preclude hSOX17 from inducing endoderm marker expression in zebrafish, even though it is biologically active and affects later development (e.g. Figure 7b). This may also explain why the Sox17 HMG domain cannot substantially engage the endoderm GRN, if key cofactors have evolved to engage Sox32. This scenario highlights a caveat of our comparison of hSOX17 with zebrafish proteins—that parallel cofactor evolution may mask functional similarities of the proteins in their normal endogenous contexts. Equally, differences in codon usage between zebrafish and human may have led to different efficiencies of protein production in our experiments despite the use of equimolar mRNA quantities.

While very few Sox32-interacting TFs have been identified, an interesting candidate that may explain the differences in HMG domain functions is the TF Pou5f3. Pou5f3 is required for Sox32-mediated induction of endoderm fate (Lunde et al. 2004; Reim et al. 2004; Zhao et al. 2013). In mammals, the SOX17 HMG domain interacts with the POU domain of POU5F1 to cooperatively bind CRMs and orchestrate target gene induction (Stefanovic et al. 2009; Ng et al. 2012). While not true orthologs, human *POU5F1* is the closest homologue of zebrafish *pou5f3*. Duplication of an ancestral *Pou5* gene occurred in the last common ancestor of extant cartilaginous fishes and bony fishes, leading to two genes. Subsequent gene loss has led to maintenance of only *pou5f3* in teleosts and *POU5F1* in eutherians, including humans (Frankenberg and Renfree 2013). POU5F1 (also known as OCT3 or OCT4) is known to interact with the HMG domains of many SOX factors (Ng et al. 2012). However, distinctions between HMG domains lead to alterations in POU5F1 engagement, and consequently different SOX-POU5F1 target sequence selection (Ng et al. 2012). Thus, an altered configuration of Sox32-Pou5f3 interactions compared to SOX17-POU5F1 would likely prevent engagement with the same CRMs. Similarly, the requirement for correct partner cooperation in target transcription has been established in human SOX TF function. For example, SOX2 can interact with both OCT3 and OCT1, but only the SOX2–OCT3 complex can promote transcriptional activation of the FGF4 enhancer (Yuan et al. 1995). It is therefore likely that Sox32 complexes have different sequence specificities to Sox17- or hSOX17-containing complexes, either through altered interaction with the same/homologous cofactors or altered cofactor selection. This would lead to different target site selection and distinct functional outcomes for SOX factors that are otherwise capable of binding the same individual consensus sequence. Future analyses should therefore focus on the interacting partners and DNA binding preferences of resulting Sox TF complexes, and whether hSOX17 and Sox32 have demonstrably similar or distinct target CRMs in their native species.

While we hypothesize that divergence of the Sox32 HMG domain may reflect coevolution of common interacting partners, it also may reflect loss, gain, or co-option of alternative cofactors leading to divergence of endoderm gene regulatory programs in ray-finned fish. Related to this, the homeodomain TF Vox acts downstream of BMP and via direct inhibitory interaction with Sox32 in zebrafish to restrict the endodermal domain at the onset of gastrulation (Zhao et al. 2013). Notably, Vox lacks obvious or direct mammalian orthologs. Vox interaction, therefore, likely reflects a key mechanistic distinction in how endoderm specification is achieved by Sox32 and hSOX17. However, since the Vox docking site on Sox32 has not been mapped, it is not presently known whether it is related to differences in the HMG domain. Substantial work is required to determine whether coevolution of common cofactors or altered sets of cofactors explains differences in Sox TF DNA binding. This includes identification of hSOX17, Sox17, and Sox32 interacting partners in their native biological contexts via proteomics approaches or other means, and subsequent analyses of cross-species interaction efficiencies, complex assembly, and CRM engagement. This would be a considerable undertaking but it would shed further light on why Sox32 has undergone faster sequence/structure evolution while seemingly maintaining similar functional requirements in endoderm formation.

Furthermore, while the present study yields valuable insights into key molecular differences underpinning distinct functional capabilities for Sox17 and Sox32, and their ability to induce endoderm and DFC marker genes, it does not reveal their direct target genes during normal development. To gain a fuller understanding of how Sox32 and Sox17 direct endoderm and KV formation at the chromatin level, it will be necessary to profile DNA binding of the endogenous proteins, such as through ChIP-seq, and to induce specific mutations in the endogenous *sox32* and *sox17* genes through genome editing. It will also be necessary to identify their key cofactors and how they combine to dictate target site selection and target gene induction. Such experiments remain challenging due to the endoderm progenitor cells and DFCs being such minor cell populations, and the complexities of precision genome editing. However, our analyses indicate that these are worthy avenues for future study.

### Functional Partition and Divergence Through Alteration of C-terminal Helices

A key distinction between these endoderm-relevant SoxF factors is a putative CTD helix, which is notably longer in Sox32 than Sox17 (Fig. 2a-c). The 25-aa high-confidence prediction in Sox32 (Fig. 2a) encompasses a short peptide (EFDQYL) that deviates from hSOX17 by only a single amino acid of similar properties (EFEQYL). Importantly, this EF(D/E)QYL motif was first identified in *Xenopus*, where Sox17α shows 100% sequence identity to hSOX17 and Sox17β to Sox32, with both peptides critical to Sox17α/β interaction with the Wnt pathway effector β-catenin (Sinner et al. 2004). Additionally, *Xenopus* Sox17α/β and hSOX17 co-occupy enhancers with β-catenin, resulting in activation of endoderm-specific genes and repression of mesoectodermal genes (Mukherjee et al. 2020, 2022). However, zebrafish Sox17 exhibits alterations in this peptide, including replacement of the central polar uncharged glutamine (Q) residue with a positively charged histidine (H) residue, and also substitution of the polar amino acid tyrosine (Y) for nonpolar cysteine (C) (Fig. 2e). It is therefore likely that Sox32 has retained the ancestral function of recruiting β-catenin to activate endoderm-specific genes, while divergence of this peptide in Sox17 has led to neofunctionalization. This is supported by our observation that both Sox32 and Sox17 require their own individual peptide sequences (EFDQYLN and EFEHCLS, respectively, as tested) for the induction of their distinct target genes. Thus, the function of Sox32 in directing the endoderm GRN relies on divergence of its HMG domain and retention of the C-terminal β-catenin interacting peptide, while alterations to this C-terminal peptide in Sox17 likely led to altered target gene selection and consequent functional diversification. It is notable that the EFEQYL β-catenin binding sequence is highly conserved in both Sox32 and Sox17 in the majority of fish species, with the alterations identified in zebrafish Sox17 seemingly restricted to a subset of families within the order *Cypriniformes* (Figs. S12 to S13). While functional divergence driven by changes in the Sox32 HMG domain is therefore likely to be ancient within the evolution of ray-finned fish, the functional differences we identify between zebrafish Sox32 and Sox17 C-terminal peptides likely reflect much more recent neofunctionalization of Sox17 (Fig. 8).

The 25-aa CTD helical domain in Sox32 contains 18 aa upstream of the β-catenin interacting peptide. Our analyses (via deletion of a 23-aa peptide encompassing the 18-aa helix and five upstream amino acids) indicates that this broader helical domain is also essential for Sox32-mediated induction of endoderm and DFC target genes (Fig. 4). Additionally, though Sox17 requires its divergent EFEHCLS peptide for induction of its target genes, substitution for the Sox32 25-aa CTD helical domain nevertheless leads to potent induction of Sox17 (though not Sox32) target genes (Fig. 5d-e). We therefore hypothesize that the Sox32 CTD helix is a potent transactivation domain. Interestingly, C-terminal helices in FoxA factors have been shown to be critical for gene activation, facilitating binding to histone octamers, leading to nucleosome eviction and increased chromatin accessibility (Pani et al. 1992; Iwafuchi et al. 2020). It would be interesting to determine whether the 25-aa CTD helix in Sox32 similarly confers pioneer TF activity.

Future investigation of Sox17 and Sox32 CTD helices should therefore focus on their common and distinct binding partners, with histones and β-catenin as interesting candidates to explore potential roles as pioneer factors or transducers of Wnt signaling. To determine whether and how differences in CTD helices dictate differences in target gene specificity, it would also be advantageous to perform precision editing of the endogenous *sox17* and *sox32* genes and to profile changes in genomic binding of the resulting gene products.

### Sox17 Potentially Has Multiple Roles in Establishing Organ Asymmetry

Our analyses of G0 CRISPants suggest Sox17 is necessary for correct unilateral Nodal (*spaw*) expression, brain asymmetry, heart looping, and pancreas placement (Fig. 6). Furthermore, we have shown that co-injection with exogenous *sox17* mRNA is sufficient to rescue abnormal pancreas placement phenotypes in Sox17 CRISPants, consistent with previous experiments with antisense MOs (Aamar and Dawid 2010). However, exogenous *sox17* mRNA is not sufficient to rescue abnormal Nodal expression, heart looping, or brain asymmetry. This tantalisingly suggests Sox17 may have distinct roles in different cell types to establish organ asymmetry, as we discuss below.

The process of zebrafish heart morphogenesis and looping has been extensively studied and reviewed (Bakkers 2011). While we have shown that an intact *sox17* locus is necessary for correct zebrafish heart looping, the lack of phenotypic rescue by exogenous *sox17* mRNA cannot be attributed to deleterious effects of exogenous *sox17* mRNA (Fig. S16) or a secondary consequence of an endodermal phenotype (Fig. S19). Our RNA-seq analyses show Sox17-induced genes are enriched for heart-related anatomical terms, including endocardium and ventricular myocardium (Fig. S8). Additionally, we have observed *sox17:EGFP* reporter expression in the heart, including in the endocardium, based on co-expression with *kdrl:mCherry* (Fig. S9A, Video S1). These cells arise from precursors in the LPM, which are *sox17*+ (Zhong et al. 2001; Chung et al. 2011). *Sox17* is expressed in mouse endocardium, where it is required for proper heart morphogenesis (Saba et al. 2019). Considering we find *sox17:EGFP*+ cells within the zebrafish heart (Fig. S9), a conserved role within the endocardium controlling heart morphogenesis is plausible.

Sox17 is also expressed within KV (Schneider et al. 2008; Chung et al. 2011), and MO knockdown of Sox17 leads to abnormality in KV morphogenesis and function via defective ciliogenesis (Aamar and Dawid 2010). The perturbation of cilia function results in aberrant *spaw* expression within the LPM (Kramer-Zucker et al. 2005). We show that Sox17 CRISPants exhibit aberrant *spaw* expression in the LPM, and this cannot be restored to normal left-sided *spaw* expression through co-injection of exogenous *sox17* mRNA (Fig. S18). This suggests we are not able to rescue KV function with exogenous *sox17* mRNA, leading to an inability to rescue correct brain asymmetry and heart looping. An explanation may be the off-target disruption of another gene acting in KV function. However, this seems unlikely given that MO knockdown of Sox17 also leads to KV defects (Aamar and Dawid 2010). Alternatively, since KV typically consists of ∼50 cells (Gokey et al. 2016)—a tiny proportion of the embryo—it is possible that the failure to rescue left-sided *spaw* expression is due to a lack of inheritance of exogenous *sox17* mRNA by sufficient KV cells, as *sox17* OE itself does not lead to LR defects (Fig. S16).

However, the failure to rescue KV function (and thus brain asymmetry and heart looping) makes the rescue of pancreas placement even more intriguing. As well as the KV function, visceral organ laterality and therefore pancreas placement is also determined by LPM migration, which pushes the developing pancreas to the right of the midline due to left-sided Nodal signaling (Horne-Badovinac et al. 2003). Alterations in Nodal signaling within the LPM randomize the pattern of LPM migration, resulting in aberrant pancreas placement (Horne-Badovinac et al. 2003). Remarkably, however, exogenous *sox17* mRNA can restore gut looping in Sox17 CRISPants as indicated by a significant reduction in midline-placed pancreas, even though it cannot rescue KV function (Fig. 6b). Since *sox17* is expressed in LPM (Chung et al. 2011), this suggests that LPM migration is compromised in Sox17 CRISPants, but can be restored through exogenous *sox17* mRNA injection. It seems likely that observation of a fragmented pancreas on either side of the midline after mutant *sox17* mRNA injection also reflects effects on LPM migration. However, this is not sufficient to explain the fragmentation itself.

The fragmented pancreas phenotype we observe in embryos expressing mutant forms of *sox17* is somewhat reminiscent of both *miR-375* loss-of-function and Cdx TF deficiency. Insulin (*ins*) expression in the presumptive pancreatic islet is first apparent in a disparate subset of pancreatic progenitor cells situated at the midline at the 12-somite stage (15 hpf). As these pancreatic β cells mature, they migrate to form a single cluster within the pancreatic domain by 24 hpf (Biemar et al. 2001; Chung and Stainier 2008). In the absence of *miR-375* function, the *ins*-expressing pancreatic islet cluster is intact at 24 hpf but becomes dispersed at later stages (Kloosterman et al. 2007). Conversely, combined loss of Cdx4 and Cdx1a function leads to an expanded pancreatic domain, which in turn leads to delayed convergence of *ins*-expressing cells and thus a fragmented phenotype at 24 hpf (Kinkel et al. 2008). The fragmentation phenotype that we observe could therefore reflect aberrant migration of *ins*-expressing cells or an expanded pancreatic domain. It is tempting to speculate that alterations in *miR-375* and/or *Cdx* TF expression, combined with the LR patterning defects in Sox17 CRISPants are responsible for the fragmented *ins* expression patterns we observe along the anterior-posterior and LR axes (Figs. 6 and 7). Alternatively, the mutant forms of Sox17 may be influencing other factors controlling pancreatic β-cell migration or the boundaries of the pancreatic domain.

In sum, our data confirms that Sox17 controls LR asymmetry through roles in KV and suggests new roles for Sox17 in gut looping and possibly also in heart looping through expression in the endocardium. Our analyses show that multiple peptides conserved among Sox17 orthologs are required for rescue of the pancreas placement defect in Sox17 CRISPants. Strikingly, amongst these is the Sox17CTDΔ14 aa deletion, which encompasses the EFEHCLS sequence noted to have diverged from the ancestral β-catenin interacting peptide. It is therefore possible that this divergence and likely neofunctionalization of Sox17 is key to its role in controlling gut looping in zebrafish.

An interesting outstanding question is whether either Sox32 or hSOX17 expressed from the *sox17* promoter could rescue the loss of Sox17 in LR patterning. It is unlikely that Sox32 is capable of fulfilling the role of Sox17 since it acts upstream of *sox17* and is therefore still expressed in endoderm and DFCs in Sox17 CRISPants. However, zebrafish embryos expressing *hSOX17* from the *sox17* promoter would be worthy of production and future analysis.

Overall, our results indicate that evolutionary alterations in the HMG domain of Sox32, combined with the presence of a CTD helical domain, including retention of a β-catenin interacting peptide, are key to its orchestration of the endoderm and DFC GRNs. While hSOX17 clearly cannot engage the zebrafish endoderm GRN in the context of these experiments, it would be interesting to explore whether Sox32 and hSOX17 have similar target genes and cofactors within their native species. In contrast to Sox32, alterations in the CTD of Sox17 have driven functional divergence. This alters target gene specificity in the early embryo and may be related to a new function for Sox17 in controlling gut looping to establish visceral organ asymmetry, which warrants further in-depth investigation.

## Materials and Methods

### Animals

AB, *Tg(sox17:EGFP)^ha01Tg^* and *Tg(kdrl:mCherry^S896^,gata1a:dsRed^sd2tg^)* fish were reared as described (Westerfield 2000; Traver et al. 2003; Chi et al. 2008; Mizoguchi et al. 2008). All zebrafish studies were conducted in compliance with the United Kingdom Animals (Scientific Procedures) Act 1986, licensed by the UK Home Office, and implemented by The University of Warwick.

### Confocal Microscopy

48 hpf zebrafish embryos were anesthetized with 0.168% (w/v) of ethyl 3-aminobenzoate methanesulfonate, prior to mounting in 1% lateral view agarose moulds. Moulds were generated from a 3D stamp as designed by Kleinhans and Lecaudey (2019). To ensure high-quality imaging, embryos were treated before 24 hpf with 0.003% (w/v) 1-phenyl-2-thiourea to prevent pigmentation (Karlsson et al. 2001). Imaging was carried out on a Zeiss LSM 980 with Airyscan 2.

### Cloning for In Vitro Production of mRNAs

pCS2 + *hSOX17* was cloned from PB-TRE3G-SOX17 (Miller et al. 2018) using XhoI and XbaI restriction sites. PB-TRE3G-SOX17 was a gift from David Vereide (Addgene plasmid # 104541; http://n2t.net/addgene:104541; RRID:Addgene_104541).

*Sox17* and *sox32* deletion and domain switch constructs (Table S13) were generated using pCS2 + *sox17* and pCS2 + *myc-sox32* by PCR amplification using Q5 polymerase (NEB) with the described primers (Table S14), followed by re-circularization or insertion using T4 ligase (Invitrogen). All constructs were generated using blunt-end cloning, except for Sox17Δ7aa + Sox32 25aa and Sox32ΔHMG + Sox17 HMG, where NEBuilder HiFi DNA Assembly (NEB), with Sox17Δ7aa + Sox32 25aa as a gBlock (Integrated DNA Technologies), was used.

### mRNA In Vitro Transcription

Capped mRNA was synthesized from pCS2+ plasmids containing genes of interest. Linearization with NotI was conducted, followed by transcription using SP6 RNA polymerase as previously described (Talbot et al. 2022).

### RNP Complex Production

To knockdown, *sox17* RNP complexes were generated using a pool of three guide RNAs and Cas9 protein (Integrated DNA Technologies) as described (Essner 2016). Guide RNAs that do not target the zebrafish genome were used to generate a negative control RNP. Guide RNAs were generated from specific crRNAs (Table S15) and standard tracrRNA (Integrated DNA Technologies) as described (Essner 2016). crRNAs against *sox17* were predesigned by Integrated DNA Technologies and selected based on predicted on-target and off-target scores from both Integrated DNA Technologies and CHOPCHOP (Labun et al. 2019).

### Microinjection

Equimolar amounts of mRNA (calculated based on relative mRNA length) were injected at the one-cell stage. For interspecies RNA-seq, each embryo was injected with the following amount: *sox32*—150pg, h*SOX17*—141pg, and *sox17*—175pg. For HMG Switch RNA-seq, each embryo was injected with the following amount: *sox32*—150pg, *sox32*ΔHMG—121.5pg, and *sox32*ΔHMG + *sox17*HMG—148.5pg. For *sox32* mutant qPCR, each embryo was injected with the following amount: *sox32*—150pg, -*sox32*ΔNTD—127.5pg, *sox32*ΔHMG—121.5pg, *sox32*ΔCTD23aa—142.5pg, and *sox32*ΔCTD7aa—147pg. For CTD switch qPCR, each embryo was injected with the following amount: *sox17*—150pg, *sox17*Δ7aa—147pg, *sox32*—128 ng, *sox32*Δ7aa + *sox17-*7aa—128pg, *sox17*Δ7aa + *sox32-*7aa—150pg, and *sox17*Δ7aa + *sox32-*25aa—155pg. For Sox17 functional dissection, each embryo was injected with the following amount of mRNA: *sox17*—150pg, *sox17*ΔNTD—134pg, *sox17*ΔCTD35aa—139pg, *sox17*ΔCTD14aa—145pg, *sox17*ΔCTD20aa—143pg, and h*SOX17*—108pg. For OE experiments, mRNA was injected in a volume of 1 nL. To produce CRISPant embryos, RNPs were injected in a volume of 3 nL. For experiments involving combined CRISPR RNP and mRNA injection, RNPs and mRNAs were injected in a combined volume of 4 nL.

### Whole-Mount In Situ Hybridization (WISH)

WISH of zebrafish embryos was carried out as described (Thisse and Thisse 2008). Antisense RNA probes for *myl7* (Yelon et al. 1999), *insulin* (Milewski et al. 1998), *vgll4l* (Nelson et al. 2014), *sox17* (Alexander and Stainier 1999), and *foxa2* (Odenthal and Nüsslein-Volhard 1998) were synthesized as described. *Ktcd12.1* RNA probe was generated from a PCR product using primers: F—CTGCCGGACTATTTTCCAGAG, R—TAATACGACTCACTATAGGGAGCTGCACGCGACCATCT, and transcribed using T7 polymerase (Promega). Categorical scoring on randomized samples was completed blinded.

### Total RNA Extraction

Embryos were lysed at 6 hpf via the addition of 600 µL buffer RLT and DTT (2% v/v) to at least fifty embryos per condition, with initial disruption using a plastic pestle. Further disruption was carried out using QIAshredder columns (QIAGEN), and RNA was extracted using the RNeasy Mini Kit (QIAGEN) with on-column DNase treatment (QIAGEN) as per the manufacturer's protocol.

### qPCR

cDNA was generated from 400 ng of total RNA using Random Hexamers (Promega) and Ultrascript Reverse Transcriptase (PCR Bio) as per the manufacturer's protocol. qPCR was carried out using relevant primers (Table S16) and Power SYBR Green Master Mix (Thermofisher) on the Stratagene Mx3005P (Agilent Technologies). Raw Ct values were extracted using MxPro software and analyzed using the ΔΔCt method (Livak and Schmittgen 2001), with normalization to *18S* rRNA (McCurley and Callard 2008). Statistical differences were inferred using Student’s *t*-test with significance set *at P* < 0.05.

### RNA-Sequencing Library Preparation and Analysis

Total RNA was sent to the Cologne Center for Genomics for library preparation (Illumina TruSeq Stranded mRNA) and sequencing on the Illumina NovaSeq 6000 platform with a read length of 101 bp.

Quality control of raw data was performed using FastQC. Reads were mapped to the danRer11 zebrafish genome and counts per gene (Ensembl version 97) generated using STAR with default settings (Dobin et al. 2013). Differential expression was identified through adjusted *P*-value < 0.05 using DESeq2 (1.36.0) (Love et al. 2014) in R (4.2.0). To identify whether different TFs illicit similar or different effects on the transcriptome, upregulated and downregulated DEGs were separately overlapped to identify whether TFs induce or repress similar genes. Statistical testing to identify whether the overlap in genes was significantly more/less than expected by chance was conducted using Fisher's exact test (phyper in R). This analysis used a gene universe size defined as all genes detected in RNA-seq, where samples in all conditions showed counts > 0. Heatmaps were generated on median normalized counts per condition using pheatmap (1.0.12) with “scale = row” option to display deviation in expression from the average expression of each gene. GO and anatomy term enrichment analysis was carried out on fishEnrichR (Chen et al. 2013; Kuleshov et al. 2016) using autoRIF *Z*-score, with significantly enriched terms defined by an adjusted *P*-value < 0.05.

To infer how TFs influence cell fate, Gene Set Enrichment Analysis (GSEA) was carried out using published scRNA-sequencing data (Wagner et al. 2018) as cell identity markers using GSEA (4.3.2) (Mootha et al. 2003; Subramanian et al. 2005).

### Conservation Analysis and Phylogeny

Protein and mRNA sequences used for phylogenetic and alignment analyses were obtained from Ensembl, GenBank, and Uniprot databases, as indicated in figure legends and Table S1. Peptide sequences were aligned using MAFFT v7.526 (Katoh and Standley 2013) with the option “--auto.” A maximum likelihood phylogenetic tree was constructed using IQ-TREE v2.3.6 (Minh et al. 2020) with the best-fitting model selected via option “-m MFP,” and branch support was assessed with 1,000 ultrafast bootstrap replicates with option “-B 1000.” The resulting tree was visualized using FigTree v1.4.4 (http://tree.bio.ed.ac.uk/software/figtree). GeneRax v2.1.3 (Morel et al. 2020) was used to reconcile the gene trees with the species tree using the options “--rec-model UndatedDL --geneSearchStrategy SPR.” The reconciled gene trees were then visualized with ThirdKind v3.13.1 (Penel et al. 2022).

For HMG domains, maximum likelihood phylogenetic trees were constructed with default parameters at phylogeny.fr, using MUSCLE v3.8.31 for the alignment, PhyML v3.1/3.0 aLRT for tree construction, and TreeDyn 198.3 for tree rendering (Chevenet et al. 2006; Dereeper et al. 2008). Differences in rates of nonsynonymous coding sequence changes were determined using the Relative Rate Test tool RRTree v.1.1.11 via the Phylemon 2.0 suite (Robinson-Rechavi and Huchon 2000; Sanchez et al. 2011). cDNA sequences encoding HMG domains used for the analyses are indicated in Table S7. cDNA sequences were categorized into lineages in RRTree according to the relationships in Fig. S1. *Ciona intestinalis* or elephant shark cDNA sequences were assigned as outgroups, as indicated in Results.

For the identification of peptides conserved between Sox32 or Sox17 orthologs for deletion analysis, protein sequences were obtained from UniProt (The UniProt 2023) (Table S17), and alignments were conducted using Clustal Omega in JalView (Sievers et al. 2011; Sievers and Higgins 2018). Jalview uses multiple sequence alignments according to Analysis of Multiply Aligned Sequences (AMAS) (Livingstone and Barton 1993) to calculate conservation levels. Conserved sequences were compared to 3D structures obtained from AlphaFold: Sox32 (Q90Z46), Sox17 (Q5PQZ5), and hSOX17 (Q9H6I2) (Jumper et al. 2021; Varadi et al. 2022).

## Supplementary Material

evaf213_Supplementary_Data

## Data Availability

All RNA-seq data have been submitted to NCBI Gene Expression Omnibus under accession number GSE274063.

## References

[evaf213-B1] Aamar E, Dawid IB. Sox17 and chordin are required for formation of Kupffer's vesicle and left-right asymmetry determination in zebrafish. Dev Dyn. 2010:239:2980–2988. 10.1002/dvdy.22431.20925124 PMC3090657

[evaf213-B2] Agarwal R, Varghese R, Jesudian V, Moses J. The heterotaxy syndrome: associated congenital heart defects and management. Indian J Thorac Cardiovasc Surg. 2021:37:67–81. 10.1007/s12055-020-00935-y.33603285 PMC7859150

[evaf213-B3] Aiello VD, et al The nomenclature, definition and classification of cardiac structures in the setting of heterotaxy. Cardiol Young. 2007:17:1–28. 10.1017/S1047951107001138.18039396

[evaf213-B4] Alexander J, Rothenberg M, Henry GL, Stainier DYR. Casanova plays an early and essential role in endoderm formation in zebrafish. Dev Biol. 1999:215:343–357. 10.1006/dbio.1999.9441.10545242

[evaf213-B5] Alexander J, Stainier DY. A molecular pathway leading to endoderm formation in zebrafish. Curr Biol. 1999:9:1147–1157. 10.1016/S0960-9822(00)80016-0.10531029

[evaf213-B6] Angelozzi M, Lefebvre V. SOXopathies: growing family of developmental disorders due to SOX mutations. Trends Genet. 2019:35:658–671. 10.1016/j.tig.2019.06.003.31288943 PMC6956857

[evaf213-B7] Aoki TO, et al Molecular integration of casanova in the Nodal signalling pathway controlling endoderm formation. Development. 2002:129:275–286. 10.1242/dev.129.2.275.11807021

[evaf213-B8] Argenton F, Zecchin E, Bortolussi M. Early appearance of pancreatic hormone-expressing cells in the zebrafish embryo. Mech Dev. 1999:87:217–221. 10.1016/S0925-4773(99)00151-3.10495291

[evaf213-B9] Bakkers J . Zebrafish as a model to study cardiac development and human cardiac disease. Cardiovasc Res. 2011:91:279–288. 10.1093/cvr/cvr098.21602174 PMC3125074

[evaf213-B10] Bianco IH, Wilson SW. The habenular nuclei: a conserved asymmetric relay station in the vertebrate brain. Philosoph Trans R Soc B: Biol Sci. 2008:364:1005–1020. 10.1098/rstb.2008.0213.PMC266607519064356

[evaf213-B11] Biemar F, et al Pancreas development in zebrafish: early dispersed appearance of endocrine hormone expressing cells and their convergence to form the definitive islet. Dev Biol. 2001:230:189–203. 10.1006/dbio.2000.0103.11161572

[evaf213-B12] Bowles J, Schepers G, Koopman P. Phylogeny of the SOX family of developmental transcription factors based on sequence and structural indicators. Dev Biol. 2000:227:239–255. 10.1006/dbio.2000.9883.11071752

[evaf213-B13] Braasch I, et al The spotted gar genome illuminates vertebrate evolution and facilitates human-teleost comparisons. Nat Genet. 2016:48:427–437. 10.1038/ng.3526.26950095 PMC4817229

[evaf213-B14] Cheatle Jarvela AM, Trelstad CS, Pick L. Regulatory gene function handoff allows essential gene loss in mosquitoes. Commun Biol. 2020:3:540. 10.1038/s42003-020-01203-w.32999445 PMC7528073

[evaf213-B15] Chen EY, et al Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 2013:14:128. 10.1186/1471-2105-14-128.23586463 PMC3637064

[evaf213-B16] Chevenet F, Brun C, Banuls AL, Jacq B, Christen R. TreeDyn: towards dynamic graphics and annotations for analyses of trees. BMC Bioinformatics. 2006:7:439. 10.1186/1471-2105-7-439.17032440 PMC1615880

[evaf213-B17] Chi NC, et al Foxn4 directly regulates tbx2b expression and atrioventricular canal formation. Genes Dev. 2008:22:734–739. 10.1101/gad.1629408.18347092 PMC2275426

[evaf213-B18] Chung MIS, Ma ACH, Fung T-K, Leung AYH. Characterization of Sry-related HMG box group F genes in zebrafish hematopoiesis. Exp Hematol. 2011:39:986–998.e985. 10.1016/j.exphem.2011.06.010.21726513

[evaf213-B19] Chung WS, Stainier DY. Intra-endodermal interactions are required for pancreatic beta cell induction. Dev Cell. 2008:14:582–593. 10.1016/j.devcel.2008.02.012.18410733 PMC2396532

[evaf213-B20] Concha ML, Wilson SW. Asymmetry in the epithalamus of vertebrates. J Anat. 2001:199:63–84. 10.1046/j.1469-7580.2001.19910063.x.11523830 PMC1594988

[evaf213-B21] Cooper MS, D'Amico LA. A cluster of noninvoluting endocytic cells at the margin of the zebrafish blastoderm marks the site of embryonic shield formation. Dev Biol. 1996:180:184–198. 10.1006/dbio.1996.0294.8948584

[evaf213-B22] Dereeper A, et al Phylogeny.fr: robust phylogenetic analysis for the non-specialist. Nucleic Acids Res. 2008:36:W465–W469. 10.1093/nar/gkn180.18424797 PMC2447785

[evaf213-B23] Dickmeis T, et al A crucial component of the endoderm formation pathway, CASANOVA, is encoded by a novel sox-related gene. Genes Dev. 2001:15:1487–1492. 10.1101/gad.196901.11410529 PMC312720

[evaf213-B24] Dobin A, et al STAR: ultrafast universal RNA-seq aligner. Bioinformatics (Oxford, England). 2013:29:15–21. 10.1093/bioinformatics/bts635.23104886 PMC3530905

[evaf213-B25] Essner JJ . Zebrafish embryo microinjection: Ribonucleoprotein delivery using the Alt-RTM CRISPR-Cas9 System. Integrated DNA Technologies. 2016.

[evaf213-B26] Essner JJ, Amack JD, Nyholm MK, Harris EB, Yost HJ. Kupffer's vesicle is a ciliated organ of asymmetry in the zebrafish embryo that initiates left-right development of the brain, heart and gut. Development. 2005:132:1247.LP–1241260. 10.1242/dev.01663.15716348

[evaf213-B27] Figiel DM, Elsayed R, Nelson AC. Investigating the molecular guts of endoderm formation using zebrafish. Brief Funct Genomics; 2021.10.1093/bfgp/elab01333754635

[evaf213-B28] Force A, et al Preservation of duplicate genes by complementary, degenerative mutations. Genetics. 1999:151:1531–1545. 10.1093/genetics/151.4.1531.10101175 PMC1460548

[evaf213-B29] Frankenberg S, Renfree MB. On the origin of POU5F1. BMC Biol. 2013:11:56. 10.1186/1741-7007-11-56.23659605 PMC3665618

[evaf213-B30] Gamse JT, et al Directional asymmetry of the zebrafish epithalamus guides dorsoventral innervation of the midbrain target. Development. 2005:132:4869–4881. 10.1242/dev.02046.16207761

[evaf213-B31] Gamse JT, Thisse C, Thisse B, Halpern ME. The parapineal mediates left-right asymmetry in the zebrafish diencephalon. Development. 2003:130:1059–1068. 10.1242/dev.00270.12571098

[evaf213-B32] Gokey JJ, Ji Y, Tay HG, Litts B, Amack JD. Kupffer's vesicle size threshold for robust left-right patterning of the zebrafish embryo. Dev Dyn. 2016:245:22–33. 10.1002/dvdy.24355.26442502 PMC5434515

[evaf213-B33] Gubbay J, et al A gene mapping to the sex-determining region of the mouse Y chromosome is a member of a novel family of embryonically expressed genes. Nature. 1990:346:245–250. 10.1038/346245a0.2374589

[evaf213-B34] Gurska D, Vargas Jentzsch IM, Panfilio KA. Unexpected mutual regulation underlies paralogue functional diversification and promotes epithelial tissue maturation in Tribolium. Commun Biol. 2020:3:552. 10.1038/s42003-020-01250-3.33020571 PMC7536231

[evaf213-B35] Hamada H, Meno C, Watanabe D, Saijoh Y. Establishment of vertebrate left–right asymmetry. Nat Rev Genet. 2002:3:103–113. 10.1038/nrg732.11836504

[evaf213-B36] Horne-Badovinac S, Rebagliati M, Stainier DYR. A cellular framework for gut-looping morphogenesis in zebrafish. Science. 2003:302:662–665. 10.1126/science.1085397.14576439

[evaf213-B37] Iwafuchi M, et al Gene network transitions in embryos depend upon interactions between a pioneer transcription factor and core histones. Nat Genet. 2020:52:418–427. 10.1038/s41588-020-0591-8.32203463 PMC7901023

[evaf213-B38] Jumper J, et al Highly accurate protein structure prediction with AlphaFold. Nature. 2021:596:583–589. 10.1038/s41586-021-03819-2.34265844 PMC8371605

[evaf213-B39] Kanai-Azuma M, et al Depletion of definitive gut endoderm in Sox17-null mutant mice. Development. 2002:129:2367–2379. 10.1242/dev.129.10.2367.11973269

[evaf213-B40] Karlsson J, von Hofsten J, Olsson P-E. Generating transparent zebrafish: a refined method to improve detection of gene expression during embryonic development. Marine Biotechnology. 2001:3:522–527. 10.1007/s1012601-0053-4.14961324

[evaf213-B41] Katoh K, Standley DM. MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol Biol Evol. 2013:30:772–780. 10.1093/molbev/mst010.23329690 PMC3603318

[evaf213-B42] Kikuchi Y, et al The zebrafish bonnie and clyde gene encodes a Mix family homeodomain protein that regulates the generation of endodermal precursors. Genes and Development. 2000:14:1279–1289. 10.1101/gad.14.10.1279.10817762 PMC316618

[evaf213-B43] Kikuchi Y, et al Casanova encodes a novel Sox-related protein necessary and sufficient for early endoderm formation in zebrafish. Genes and Development. 2001:5:1493–1505 10.1101/gad.892301.PMC31271311410530

[evaf213-B44] Kinkel MD, Eames SC, Alonzo MR, Prince VE. Cdx4 is required in the endoderm to localize the pancreas and limit beta-cell number. Development. 2008:135:919–929. 10.1242/dev.010660.18234725

[evaf213-B45] Kleinhans DS, Lecaudey V. Standardized mounting method of (zebrafish) embryos using a 3D-printed stamp for high-content, semi-automated confocal imaging. BMC Biotechnol. 2019:19:68. 10.1186/s12896-019-0558-y.31640669 PMC6805687

[evaf213-B46] Kloosterman WP, Lagendijk AK, Ketting RF, Moulton JD, Plasterk RH. Targeted inhibition of miRNA maturation with morpholinos reveals a role for miR-375 in pancreatic islet development. PLoS Biol. 2007:5:e203. 10.1371/journal.pbio.0050203.17676975 PMC1925136

[evaf213-B47] Kondoh H, Kamachi Y. SOX-partner code for cell specification: regulatory target selection and underlying molecular mechanisms. Int J Biochem Cell Biol. 2010:42:391–399. 10.1016/j.biocel.2009.09.003.19747562

[evaf213-B48] Kramer-Zucker AG, et al Cilia-driven fluid flow in the zebrafish pronephros, brain and Kupffer's vesicle is required for normal organogenesis. Development. 2005:132:1907.LP–1901921. 10.1242/dev.01772.15790966

[evaf213-B49] Kuleshov MV, et al Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 2016:44:W90–W97. 10.1093/nar/gkw377.27141961 PMC4987924

[evaf213-B50] Labun K, et al CHOPCHOP v3: expanding the CRISPR web toolbox beyond genome editing. Nucleic Acids Res. 2019:47:W171–W174. 10.1093/nar/gkz365.31106371 PMC6602426

[evaf213-B51] Lilly AJ, Lacaud G, Kouskoff V. SOXF transcription factors in cardiovascular development. Semin Cell Dev Biol. 2017:63:50–57. 10.1016/j.semcdb.2016.07.021.27470491

[evaf213-B52] Livak KJ, Schmittgen TD. Analysis of relative gene expression data using real-time quantitative PCR and the 2(-ΔΔC(T)) method. Methods (San Diego, Calif). 2001:25:402–408.11846609 10.1006/meth.2001.1262

[evaf213-B53] Livingstone CD, Barton GJ. Protein sequence alignments: a strategy for the hierarchical analysis of residue conservation. Comput Appl Biosci. 1993:9:745–756. 10.1093/bioinformatics/9.6.745.8143162

[evaf213-B54] Long S, Ahmad N, Rebagliati M. The zebrafish nodal-related gene southpaw is required for visceral and diencephalic left-right asymmetry. Development (Cambridge, England). 2003:130:2303–2316.12702646 10.1242/dev.00436

[evaf213-B55] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014:15:550. 10.1186/s13059-014-0550-8.25516281 PMC4302049

[evaf213-B56] Lunde K, Belting HG, Driever W. 2004. Zebrafish pou5f1/pou2, homolog of mammalian Oct4, functions in the endoderm specification cascade. Curr Biol. 2004;14(1):48–55 10.1016/j.cub.2003.11.022.14711414

[evaf213-B57] Matsui T, et al Redundant roles of Sox17 and Sox18 in postnatal angiogenesis in mice. J Cell Sci. 2006:119:3513–3526. 10.1242/jcs.03081.16895970

[evaf213-B58] McCurley AT, Callard GV. Characterization of housekeeping genes in zebrafish: male-female differences and effects of tissue type, developmental stage and chemical treatment. BMC Mol Biol. 2008:9:102. 10.1186/1471-2199-9-102.19014500 PMC2588455

[evaf213-B59] McDonald Angela CH, Biechele S, Rossant J, Stanford William L. Sox17-mediated XEN cell conversion identifies dynamic networks controlling cell-fate decisions in embryo-derived stem cells. Cell Rep. 2014:9:780–793. 10.1016/j.celrep.2014.09.026.25373912

[evaf213-B60] Melby AE, Warga RM, Kimmel CB. Specification of cell fates at the dorsal margin of the zebrafish gastrula. Development. 1996:122:2225.LP–2222237. 10.1242/dev.122.7.2225.8681803

[evaf213-B61] Milewski WM, Duguay SJ, Chan SJ, Steiner DF. Conservation of PDX-1 structure, function, and expression in zebrafish. Endocrinology. 1998:139:1440–1449. 10.1210/endo.139.3.5768.9492081

[evaf213-B62] Miller AZ, et al Expandable arterial endothelial precursors from human CD34+ cells differ in their proclivity to undergo an endothelial-to-mesenchymal transition. Stem Cell Reports. 2018:10:73–86. 10.1016/j.stemcr.2017.12.011.29320761 PMC5769011

[evaf213-B63] Minh BQ, et al IQ-TREE 2: new models and efficient methods for phylogenetic inference in the genomic era. Mol Biol Evol. 2020:37:1530–1534. 10.1093/molbev/msaa015.32011700 PMC7182206

[evaf213-B64] Mizoguchi T, Verkade H, Heath JK, Kuroiwa A, Kikuchi Y. Sdf1/cxcr4 signaling controls the dorsal migration of endodermal cells during zebrafish gastrulation. Development. 2008:135:2521–2529. 10.1242/dev.020107.18579679

[evaf213-B65] Montague TG, Gagnon JA, Schier AF. Conserved regulation of Nodal-mediated left-right patterning in zebrafish and mouse. Development. 2018:145:dev171090. 10.1242/dev.171090.30446628 PMC6307886

[evaf213-B66] Mootha VK, et al PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet. 2003:34:267–273. 10.1038/ng1180.12808457

[evaf213-B67] Morel B, Kozlov AM, Stamatakis A, Szollosi GJ. GeneRax: a tool for Species-tree-aware Maximum likelihood-based gene family tree inference under gene duplication, transfer, and loss. Mol Biol Evol. 2020:37:2763–2774. 10.1093/molbev/msaa141.32502238 PMC8312565

[evaf213-B68] Mukherjee S, et al Sox17 and β-catenin co-occupy Wnt-responsive enhancers to govern the endoderm gene regulatory network. eLife. 2020:9:e58029–e58029. 10.7554/eLife.5802932894225 PMC7498262

[evaf213-B69] Mukherjee S, Luedeke DM, McCoy L, Iwafuchi M, Zorn AM. SOX transcription factors direct TCF-independent WNT/β-catenin responsive transcription to govern cell fate in human pluripotent stem cells. Cell Rep. 2022:40:111247. 10.1016/j.celrep.2022.111247.36001974 PMC10123531

[evaf213-B70] Nelson AC, et al Global identification of smad2 and eomesodermin targets in zebrafish identifies a conserved transcriptional network in mesendoderm and a novel role for eomesodermin in repression of ectodermal gene expression. BMC Biol. 2014:12:81. 10.1186/s12915-014-0081-5.25277163 PMC4206766

[evaf213-B71] Ng CKL, et al Deciphering the Sox-Oct partner code by quantitative cooperativity measurements. Nucleic Acids Res. 2012:40:4933–4941. 10.1093/nar/gks153.22344693 PMC3367189

[evaf213-B72] Niakan JHMR, et al Sox17 promotes differentiation in mouse embryonic stem cells by directly regulating extraembryonic gene expression and indirectly antagonizing self-renewal. Genes Dev. 2010:24:312–326. 10.1101/gad.1833510.20123909 PMC2811832

[evaf213-B73] Odenthal J, Nüsslein-Volhard C. Fork head domain genes in zebrafish. Dev Genes Evol. 1998:208:245–258. 10.1007/s004270050179.9683740

[evaf213-B74] Palasingam P, Jauch R, Ng CKL, Kolatkar PR. The structure of Sox17 bound to DNA reveals a conserved bending topology but selective protein interaction platforms. J Mol Biol. 2009:388:619–630. 10.1016/j.jmb.2009.03.055.19328208

[evaf213-B75] Pani L, et al Hepatocyte nuclear factor 3β contains two transcriptional activation domains, one of which is novel and conserved with the Drosophila fork head protein. Mol Cell Biol. 1992:12:3723–3732. 10.1128/mcb.12.9.3723-3732.1992.1324404 PMC360231

[evaf213-B76] Penel S, Menet H, Tricou T, Daubin V, Tannier E. Thirdkind: displaying phylogenetic encounters beyond 2-level reconciliation. Bioinformatics. 2022:38:2350–2352. 10.1093/bioinformatics/btac062.35139153

[evaf213-B77] Pevny LH, Lovell-Badge R. Sox genes find their feet. Curr Opin Genet Dev. 1997:7:338–344. 10.1016/S0959-437X(97)80147-5.9229109

[evaf213-B78] Poulain M, Fürthauer M, Thisse B, Thisse C, Lepage T. Zebrafish endoderm formation is regulated by combinatorial Nodal, FGF and BMP signalling. Development. 2006:133:2189–2200. 10.1242/dev.02387.16672336

[evaf213-B79] Rebagliati MR, Toyama R, Fricke C, Haffter P, Dawid IB. Zebrafish nodal-related genes are implicated in axial patterning and establishing left–right asymmetry. Dev Biol. 1998:199:261–272. 10.1006/dbio.1998.8935.9698446

[evaf213-B80] Reim G, Mizoguchi T, Stainier DY, Kikuchi Y, Brand M. The POU domain protein spg (pou2/oct4) is essential for endoderm formation in cooperation with the HMG domain protein casanova. Dev Cell. 2004:6:91–101. 10.1016/S1534-5807(03)00396-4.14723850

[evaf213-B81] Robinson-Rechavi M, Huchon D. RRTree: relative-rate tests between groups of sequences on a phylogenetic tree. Bioinformatics. 2000:16:296–297. 10.1093/bioinformatics/16.3.296.10869026

[evaf213-B82] Saba R, et al Endocardium differentiation through Sox17 expression in endocardium precursor cells regulates heart development in mice. Sci Rep. 2019:9:11953. 10.1038/s41598-019-48321-y.31420575 PMC6697751

[evaf213-B83] Sanchez R, et al Phylemon 2.0: a suite of web-tools for molecular evolution, phylogenetics, phylogenomics and hypotheses testing. Nucleic Acids Res. 2011:39:W470–W474. 10.1093/nar/gkr408.21646336 PMC3125789

[evaf213-B84] Sarkar A, Hochedlinger K. The sox family of transcription factors: versatile regulators of stem and progenitor cell fate. Cell Stem Cell. 2013:12:15–30. 10.1016/j.stem.2012.12.007.23290134 PMC3608206

[evaf213-B85] Saund RS, et al Gut endoderm is involved in the transfer of left-right asymmetry from the node to the lateral plate mesoderm in the mouse embryo. Development. 2012:139:2426–2435. 10.1242/dev.079921.22627279 PMC3367449

[evaf213-B86] Schneider I, Houston DW, Rebagliati MR, Slusarski DC. Calcium fluxes in dorsal forerunner cells antagonize β-catenin and alter left-right patterning. Development. 2008:135:75–84. 10.1242/dev.004713.18045845

[evaf213-B87] Séguin CA, Draper JS, Nagy A, Rossant J. Establishment of endoderm progenitors by SOX transcription factor expression in human embryonic stem cells. Cell stem cell. 2008:3:182–195. 10.1016/j.stem.2008.06.018.18682240

[evaf213-B88] Sievers F, et al Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. Mol Syst Biol. 2011:7:539. 10.1038/msb.2011.75.21988835 PMC3261699

[evaf213-B89] Sievers F, Higgins DG. Clustal Omega for making accurate alignments of many protein sequences. Protein Sci. 2018:27:135–145. 10.1002/pro.3290.28884485 PMC5734385

[evaf213-B90] Sinclair AH, et al A gene from the human sex-determining region encodes a protein with homology to a conserved DNA-binding motif. Nature. 1990:346:240–244. 10.1038/346240a0.1695712

[evaf213-B91] Sinner D, Rankin S, Lee M, Zorn AM. Sox17 and beta-catenin cooperate to regulate the transcription of endodermal genes. Development. 2004:131:3069–3080. 10.1242/dev.01176.15163629

[evaf213-B92] Stafford D, et al Retinoids signal directly to zebrafish endoderm to specify insulin-expressing β-cells. Development. 2006:133:949–956. 10.1242/dev.02263.16452093

[evaf213-B93] Stefanovic S, et al Interplay of Oct4 with Sox2 and Sox17: a molecular switch from stem cell pluripotency to specifying a cardiac fate. J Cell Biol. 2009:186:665–673. 10.1083/jcb.200901040.19736317 PMC2742180

[evaf213-B94] Stout CC, Tan M, Lemmon AR, Lemmon EM, Armbruster JW. Resolving Cypriniformes relationships using an anchored enrichment approach. BMC Evol Biol. 2016:16:244. 10.1186/s12862-016-0819-5.27829363 PMC5103605

[evaf213-B95] Subramanian A, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci. 2005:102:15545–15550. 10.1073/pnas.0506580102.16199517 PMC1239896

[evaf213-B96] Sutherland MJ, Ware SM. Disorders of left–right asymmetry: heterotaxy and situs inversus. Am J Med Genet C Semin Med Genet. 2009:151C:307–317. 10.1002/ajmg.c.30228.19876930

[evaf213-B97] Sutherland RJ . The dorsal diencephalic conduction system: a review of the anatomy and functions of the habenular complex. Neurosci Biobehav Rev. 1982:6:1–13. 10.1016/0149-7634(82)90003-3.7041014

[evaf213-B98] Talbot CD, et al Eomes function is conserved between zebrafish and mouse and controls left-right organiser progenitor gene expression via interlocking feedforward loops. Front Cell Dev Biol. 2022:10:982477. 10.3389/fcell.2022.982477.36133924 PMC9483813

[evaf213-B99] Tasnim M, Wahlquist P, Hill JT. Zebrafish: unraveling genetic complexity through duplicated genes. Dev Genes Evol. 2024:234:99–116. 10.1007/s00427-024-00720-6.39079985 PMC11612004

[evaf213-B100] The UniProt C . UniProt: the universal protein knowledgebase in 2023. Nucleic Acids Res. 2023:51:D523–D531. 10.1093/nar/gkac1052.36408920 PMC9825514

[evaf213-B101] Thisse B, et al Expression of the zebrafish genome during embryogenesis (NIH R01 RR15402). ZFIN Direct data submission; 2001. https://zfin.org.

[evaf213-B102] Thisse C, Thisse B. High-resolution in situ hybridization to whole-mount zebrafish embryos. Nat Protoc. 2008:3:59–69. 10.1038/nprot.2007.514.18193022

[evaf213-B103] Traver D, et al Transplantation and in vivo imaging of multilineage engraftment in zebrafish bloodless mutants. Nat Immunol. 2003:4:1238–1246. 10.1038/ni1007.14608381

[evaf213-B104] Varadi M, et al AlphaFold protein structure database: massively expanding the structural coverage of protein-sequence space with high-accuracy models. Nucleic Acids Res. 2022:50:D439–D444. 10.1093/nar/gkab1061.34791371 PMC8728224

[evaf213-B105] Viotti M, Niu L, Shi S-H, Hadjantonakis A-K. Role of the gut endoderm in relaying left-right patterning in mice. PLoS Biol. 2012:10:e1001276–e1001276. 10.1371/journal.pbio.1001276.22412348 PMC3295824

[evaf213-B106] Voldoire E, Brunet F, Naville M, Volff JN, Galiana D. Expansion by whole genome duplication and evolution of the sox gene family in teleost fish. PLoS One. 2017:12:1–20. 10.1371/journal.pone.0180936.PMC552430428738066

[evaf213-B107] Wagner DE, et al Single-cell mapping of gene expression landscapes and lineage in the zebrafish embryo. Science. 2018:360:981.LP–981987. 10.1126/science.aar4362.29700229 PMC6083445

[evaf213-B108] Warga RM, Kane DA. Wilson cell origin for Kupffer’s vesicle in the zebrafish. Dev Dyn. 2018:247:1057–1069. 10.1002/dvdy.24657.30016568

[evaf213-B109] Wegner M . All purpose sox: the many roles of sox proteins in gene expression. Int J Biochem Cell Biol. 2010:42:381–390. 10.1016/j.biocel.2009.07.006.19631281

[evaf213-B110] Westerfield M . The zebrafish book. A guide for the laboratory use of zebrafish (Danio rerio). 4th ed. Univ. of Oregon Press, Eugene; 2000.

[evaf213-B111] Wu RS, et al A rapid method for directed gene knockout for screening in G0 zebrafish. Dev Cell. 2018:46:112–125.e114. 10.1016/j.devcel.2018.06.003.29974860

[evaf213-B112] Yelon D, Horne SA, Stainier DYR. Restricted expression of cardiac myosin genes reveals regulated aspects of heart tube assembly in zebrafish. Dev Biol. 1999:214:23–37. 10.1006/dbio.1999.9406.10491254

[evaf213-B113] Yuan H, Corbi N, Basilico C, Dailey L. Developmental-specific activity of the FGF-4 enhancer requires the synergistic action of Sox2 and Oct-3. Genes and Development. 1995:9:2635–2645. 10.1101/gad.9.21.2635.7590241

[evaf213-B114] Zhao J, Lambert G, Meijer AH, Rosa FM. The transcription factor Vox represses endoderm development by interacting with Casanova and Pou2. Development. 2013:140:1090–1099. 10.1242/dev.082008.23364327

[evaf213-B115] Zhong TP, Childs S, Leu JP, Fishman MC. Gridlock signalling pathway fashions the first embryonic artery. Nature. 2001:414:216–220. 10.1038/35102599.11700560

How the deposited data were processed for this re-analysis (not part of the article)

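Zebrafish embryos were injected with mRNA at the one-cell stage and sequenced at 6 hpf. The interspecies experiment held 12 libraries, 3 each of control, hSOX17, Sox17 and Sox32 embryos. The HMG Switch experiment held 6 labelled libraries, 2 each of control, HMG Switch and Sox32ΔHMG embryos. Its table also had 2 Sox32 and 2 Sox17 columns, which hold the counts of libraries of the interspecies experiment. The label of HMG Switch replicate 2 repeats the column name of replicate 1, and the column with the number of the replicate in its title was taken for it.

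The authors made stranded mRNA libraries, mapped the reads to danRer11 with STAR under default settings and deposited raw read counts per Ensembl gene. The paper's text does not name the STAR version or the strand column kept. The reads themselves were not used here, and the counts were taken as they are. The values are whole numbers over 32520 genes. Symbols came from a table of Ensembl names (29201 identifiers) and, where the paper's supplementary tables name a gene, from those (2902 identifiers).

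Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Genes with low counts were removed with edgeR's filterByExpr, which left 16940 genes in the interspecies experiment, 16529 in the HMG Switch experiment and 18266 over all 18 libraries. Libraries were normalized by TMM, and groups were compared with edgeR's quasi-likelihood test with robust dispersions. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were hSOX17, Sox17 and Sox32 against the interspecies control, HMG Switch and Sox32ΔHMG against the HMG Switch control, and the difference between the effects of Sox32 and HMG Switch in a fit of all 18 libraries. Overlaps of the genes called higher were tested by the one-sided hypergeometric test over the genes tested in both comparisons.

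The paper's Fig. 1 rests on 8 of the 12 libraries, as the mean counts in its tables show, so the numbers of genes called, their overlaps, the lists and the named genes were computed over those 8 and over all 12. The simulations of shared controls, the comparisons of the p53 and interferon lists between injected groups and the fits with a library left out used all 12 alone. The genes named in the text were those the paper names from its RNA-seq, sox32, the 11 genes of Table S8, and for each comparison the 3 genes with the largest increase and the 3 with the largest decrease among those called, with a mean of at least 5 CPM and every treated library on the same side of every control library. Genes of a list are named with that list. For a named gene whose libraries were all at or under 3 counts in one group, the fold is given as a lower bound, computed against 3 counts. Intervals and such bounds cover counting error only.

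Changes were also measured over 11 lists of genes written from general knowledge: endoderm, dorsal forerunner cells (DFC), endothelium, p53 targets, interferon response, Wnt, enveloping layer (EVL), mesoderm, neural, ectoderm and DNA replication. The lists of p53 targets and of replication genes were thought of after reading Table S2, and 9 of the 17 p53 genes tested are in that table. Each list was tested with limma's camera at a preset correlation of 0.01, with adjustment over the 55 tests of 11 lists in 5 comparisons. A list of maternal transcripts and one of zygotic transcripts were compared with 10000 random lists of genes of similar expression.

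Whether replicates of the same number belong together was checked on the counts, from the correlation across genes of each library's deviation from the mean of its group. Control and hSOX17 libraries of the same number had correlations of 0.818, 0.78 and 0.657, control and Sox17 libraries 0.489, 0.571 and 0.485, and hSOX17 and Sox17 libraries 0.387, 0.524 and 0.43. For Sox32 with the other groups they lay between -0.301 and 0.231. The replicate number was therefore read as a pairing of control, hSOX17 and Sox17 libraries and not of Sox32. In the HMG Switch experiment the correlations were 0.535 for control with Sox32ΔHMG, 0.103 for control with HMG Switch and -0.0739 for HMG Switch with Sox32ΔHMG, and no pairing was taken there.

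The tests were run on simulated data with 200 changed genes at a true log2 fold change of 2. With 3 libraries per group, edgeR recovered 76% of them with 4 false calls, and DESeq2 91% with 56 false calls. With 2 libraries per group, edgeR recovered 57% with 10 false calls, and DESeq2 86% with 51. In a simulated group without changes edgeR called 0 genes with 3 libraries and 1 with 2. In this one simulated setting edgeR missed more changed genes than it called falsely, and a count of 1 was also reached without any change.

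The alternatives were DESeq2, RLE size factors, no filter on low counts, only the groups compared in the fit, the replicate block, sox17 and sox32 removed, counts thinned to the smallest library, a Bonferroni adjustment, each library left out in turn, and for lists fry and an estimated correlation. The paper's text names no covariate or batch. Published cell-type markers, GO terms and the microscopy, qPCR and knockout data of the paper were not used here. The genes of Table S4 were used for 1998 of its 3758 genes and those of Table S10 for 669 of 813. Length and GC content of genes were not used.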

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

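The comparisons between injected groups over the p53 and interferon lists and the test of the interferon list without isg15 were chosen only after the result was seen. The gene lists were set before the data were examined, with the p53 list thought of after reading Table S2. Each result here is a signal in gene lists that the paper's text does not discuss or in libraries that it did not use. Of the genes, 9 of the 17 p53 targets are in its Table S2 and isg15 is in its Table S8.

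The p53 targets had a median log2 fold change of 0.89 after hSOX17 (17 of 17 genes higher, adjusted p = 2.71e-24 by limma's camera), 1.00 after Sox32 (14 of 17 higher, adjusted p = 3.97e-05) and 0.81 after Sox32ΔHMG (17 of 17 higher, adjusted p = 2.68e-10). After Sox17 it was 0.14 (9 of 17 higher, adjusted p = 0.164 by limma's camera) and after HMG Switch 0.30 (12 of 17 higher, adjusted p = 0.0961). Over the libraries of Fig. 1 it was 0.96 after hSOX17 and 1.03 after Sox32. The hSOX17 call held under fry and under an estimated correlation (adjusted p = 0.000338 and 0.00294, limma), the Sox32 call under fry alone (0.00218 and 0.15), and the Sox32ΔHMG call under neither (0.0961 and 0.297). Of the 17 genes, 2 were called over all genes after hSOX17, 5 after Sox32 and 0 after Sox32ΔHMG, where 9 had an unadjusted p under 0.05. Adjusted over the list alone, 10, 10 and 5 genes were called. For the 8 genes that are not in Table S2, the median after hSOX17 was 0.36 (8 of 8 higher, adjusted p = 0.00216 by limma's camera) and after Sox32 1.01 (6 of 8 higher, adjusted p = 0.00987).

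Library size is argued against for hSOX17, since with all libraries thinned to the smallest the median was 0.91. Whether the stage of the embryos lies behind the p53 rise stays open: for hSOX17 and for Sox32 it cannot be told apart from other differences between the groups, since the timing lists do not give these groups a clear stage. Against the control, hSOX17 embryos differed by a median of 0.58 in maternal transcripts, beyond random lists and as in younger embryos, but by -0.05 in zygotic transcripts, within random lists. Sox32 embryos differed by -0.77 in maternal and, within random lists, by 0.21 in zygotic transcripts. Of 7 differences between replicates of one group, all beyond random lists in maternal transcripts, 5 left the p53 list within random lists. Control replicate 1 differed from replicates 2 and 3 by 0.12 in the p53 list (random lists from -0.47 to 0.14) and by 0.71 in maternal transcripts, hSOX17 replicate 1 by 0.04 and 0.45, Sox17 replicate 1 by 0.06 and 0.38, and from replicate 2 HMG Switch replicate 1 differed by -0.07 and 0.44 and HMG control replicate 1 by 0.16 and -0.69. In the other 2 the p53 list moved with the maternal transcripts: Sox32 replicate 3 differed from replicates 1 and 2 by -0.68 and -1.26, and Sox32ΔHMG replicate 1 from replicate 2 by -0.33 and -0.57. These are differences of single libraries, which exclude nothing. A response to any injected mRNA alone is argued against, since hSOX17 embryos exceeded Sox17 embryos by 0.76 (17 of 17 genes, adjusted p = 1.05e-14 by limma's camera). The real split of the hSOX17 and control libraries was the only 1 of the 10 splits into 3 and 3 with as large a median, the smallest share that 6 libraries allow. The purity and amount of each mRNA differ with the group and were not tested, and neither was a biological explanation such as the proteins injected, so no explanation is preferred here.

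The interferon list had a median log2 fold change of 1.53 after Sox17 (9 of 10 genes higher, adjusted p = 1.97e-10 by limma's camera), 2.82 after HMG Switch (10 of 11 higher, adjusted p = 1.16e-07) and 0.54 after hSOX17 (7 of 10 higher, adjusted p = 0.00012). After Sox32 it was 0.77 (6 of 10 higher, adjusted p = 0.14 by limma's camera), which fry called (adjusted p = 0.0179, and 0.0519 without isg15, limma), and after Sox32ΔHMG 0.28, or 0.23 with genes at or under 3 counts set to their bounds (9 of 11 higher, adjusted p = 0.0105). Over the libraries of Fig. 1 it was 1.71 after Sox17 and 1.04 after hSOX17. The calls for Sox17 and hSOX17 held under fry (adjusted p = 5.66e-05 and 0.0041, limma) and under an estimated correlation (0.00294 and 0.0406). That for HMG Switch held under fry alone (0.0247 and 0.297), and that for Sox32ΔHMG under neither. Called over all genes were 2 genes after Sox17, 6 after HMG Switch and 1 after hSOX17 (isg15), and adjusted over the list alone 4, 7 and 2. Library size is argued against, since with all libraries thinned to the smallest the medians were 1.55 after Sox17 and 3.08 after HMG Switch. Without isg15, the list was still called higher by camera in 4 of the 5 comparisons, all but Sox32. Fry without isg15 also did not call it after Sox32ΔHMG (adjusted p = 0.275, limma). A response to any injected mRNA alone is argued against for the list after Sox17 and after HMG Switch. Sox17 embryos exceeded Sox32 embryos by a median of 0.59 (8 of 10 genes higher, adjusted p = 0.00955 by limma's camera and 0.000151 by fry) and hSOX17 embryos by 0.58 (7 of 10, 0.00561 and 0.000435), and HMG Switch embryos exceeded Sox32ΔHMG embryos by 2.15 (10 of 11, 8.49e-06 and 0.0111). For isg15, which was higher after every mRNA and called after 4 of the 5, a response to injected mRNA cannot be told apart from an effect of the proteins, since every injected group differs from the control in both and the paper's text does not name what the control of the RNA-seq was given. The purity and amount of each mRNA also stay open, and the proteins were not tested as a biological explanation.

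Of the genes called higher after Sox32 by DESeq2 over the libraries of Fig. 1, both without a covariate and with the replicate number as a numeric covariate, 92.3% were also higher in Sox32 replicate 3 than in control replicate 2, which the paper did not use. Among genes called in neither fit, 49.8% were. Of the genes called lower in both fits, 82.6% were lower. These are shares of genes between single libraries, which carry no test. Sox32 replicate 3 also stands apart from Sox32 replicates 1 and 2 in its maternal transcripts, by a median of -1.26, so a difference in stage may add to some of these differences. No biological explanation beyond the injected Sox32 was tested.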

How the results depend on the processing

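The direct fits of the paper's 8 libraries, those with the replicate number as a numeric covariate, the replicate block without the Sox32 libraries, the symbols from the name table alone, the lists with a library left out and the fits that include Sox32 or Sox17 libraries beside the HMG Switch controls were chosen after seeing the data, as were the tests that rest on them. Results are given with their value over all labelled libraries by edgeR first. Except where said otherwise, the cause of a change was not tested.

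Genes called higher after Sox32 numbered 493. They were 1071 with DESeq2, 262 with the 2 groups compared alone in the fit, 1230 with the replicate block, 60 with a Bonferroni adjustment, 205 over the paper's 2 libraries per condition, and with the numeric covariate 1980 by DESeq2 and 1691 by edgeR, and they ran from 254 (without control replicate 3) to 656 across the 6 fits that each left out a library. Genes called lower after Sox32 numbered 110, against 640, 33, 695, 3, 66, 1778 and 1364 in the same order, 496 with DESeq2 on the paper's libraries, and 46 (without control replicate 3) to 201 (without Sox32 replicate 3) with a library left out. The fits of the paper's libraries and of the 2 groups alone hold fewer libraries or groups, which may lower their power. Smaller fits did not always call fewer genes: without Sox32 replicate 1, 656 were higher and 175 lower. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes higher and 1 as many lower, and the other splits gave 0 genes. No share under 0.1 can be reached with 10 splits. Of the 10 splits, 4 part all 3 pairs of replicates with the same number and 6 part 1.

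After Sox17, 92 genes were called higher. With DESeq2 there were 206, with a Bonferroni adjustment 22, over the paper's libraries 11, with the replicate block without the Sox32 libraries 364, with the numeric covariate and DESeq2 220, 28 (without control replicate 2) to 82 with a control or Sox17 library left out, and 101 without Sox32 replicate 3. Genes called lower after Sox17 were 0 (125 at an unadjusted p under 0.05), against 7 with DESeq2, 2 with the replicate block, 4 with DESeq2 on the paper's libraries, 86 with the block without the Sox32 libraries, 31 with the numeric covariate by DESeq2 and 1 by edgeR, and 0 to 1 with a library left out. The real split was the only 1 of 10 with as many genes higher, and all 10 had as many lower.

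After hSOX17, 5 genes were called higher, against 42 with DESeq2, 1 with the 2 groups alone, 2 with a Bonferroni adjustment, 0 over the paper's libraries (225 at an unadjusted p under 0.05), 29 with DESeq2 on them, 155 with the block without the Sox32 libraries, and with the numeric covariate 66 by DESeq2 and 10 by edgeR, and 1 (5 of the 6 fits, all but that without hSOX17 replicate 2) to 6 with a control or hSOX17 library left out. Of the libraries of the other groups, Sox32 replicate 2 left out gave 1 and Sox32 replicate 3 left out gave 13. Genes called lower after hSOX17 were 0 (116 at an unadjusted p under 0.05), against 7 with DESeq2, 1 with the replicate block, 3 with DESeq2 on the paper's libraries, 71 with the block without the Sox32 libraries, and 11 and 1 with the numeric covariate by DESeq2 and edgeR. It stayed at 0 with each library left out except Sox32 replicate 3, without which it was 1. Of 10 splits, 1, the real one, had as many genes higher and 10 as many lower. In each setting run for all 3 factors the number of genes called higher was largest after Sox32 and smallest after hSOX17. The replicate block raised the Sox32 counts although the replicate number does not pair Sox32 libraries with the others.

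After HMG Switch, 346 genes were called higher and 176 lower. DESeq2 gave 679 and 407, no filter on low counts 858 and 562, DESeq2 with the 2 Sox32 libraries in the fit 714 and 439, and a Bonferroni adjustment 13 and 0. After Sox32ΔHMG, 1 gene was called higher and 0 lower (231 at an unadjusted p under 0.05). DESeq2 gave 2 and 7, no filter 20 and 82, and DESeq2 with the Sox32 libraries 4 and 8. No gene was called higher, 0, with the 2 groups alone and 0 without sox17 and sox32, the latter since sox32 was the gene called. The replicate block left these counts within 1.5 times. With 2 libraries per group, a fit without one of them leaves a group with 1 library, so no counts were made.

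Sox32 and hSOX17 shared 3 genes called higher, against 0 over the paper's libraries, where none was called after hSOX17, 31 with DESeq2 (exact p = 5.67e-29), 5 with the replicate block, 37 with the block without the Sox32 libraries, 17 with DESeq2 on the paper's libraries, 51 with the numeric covariate and DESeq2, and 1 to 11 (without Sox32 replicate 3) with a library left out. Sox32 and Sox17 shared 29, against 79 with DESeq2, 45 with the replicate block, 4 with a Bonferroni adjustment, 5 over the paper's libraries, 43 with DESeq2 on them and 119 with the numeric covariate and DESeq2, with 9 (without control replicate 2) to 36 when a library was left out, past the threshold in every setting run. hSOX17 and Sox17 shared 1 (exact p = 0.0269), against 2 with DESeq2 (exact p = 0.0877), 0 with a Bonferroni adjustment, 0 with the replicate block, 0 over the paper's libraries, 1 with DESeq2 on them (exact p = 0.128), 4 when the numeric covariate was added (exact p = 0.0022), 20 with the block without the Sox32 libraries (exact p = 2.37e-10) and 0 to 1 with a library left out.

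In the fit of the 10 columns of the HMG Switch table, 79 genes were shared by HMG Switch and Sox32, 29 by HMG Switch and Sox17, and 67 by HMG Switch and Sox32 and not Sox17. DESeq2 gave 178, 168 and 129, and DESeq2 on the libraries of Tables S8 to S10 gave 180, 158 and 134. Genes higher after Sox17 alone were 1, against 24 and 34 in these settings, those higher after Sox17 30, against 194 and 194, and those higher after Sox32 214, against 449 and 444. The share of HMG Switch genes called after neither other protein was 77.6%, against 59% and 58.3%, and the share of Sox17 genes also called after HMG Switch was 96.7%, against 81.4% on the libraries of Tables S8 to S10. The share of Sox32 genes not called after HMG Switch was 63.1%, against 60.4% and 59.5%. With each protein set against the control of its own experiment and all libraries used, 83 of 429 Sox32 genes (19.3%, and 19.4% with DESeq2) and 75.6% of Sox17 genes (80.4% with DESeq2) were also called after HMG Switch.

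The difference between the Sox32 and HMG Switch effects in the endoderm list had a median of 1.38 in each test, and was not called with an estimated correlation (median 1.38, adjusted p = 0.125 by limma's camera), with 0.89 to 1.54 when a library was left out. For the DFC list it was 0.49, also not called with an estimated correlation (median 0.49, adjusted p = 0.143 by limma's camera), and ran from 0.033 (without HMG control replicate 2) to 1.02. After Sox32 the endoderm list (0.52) and the DFC list (0.72) lost their call with an estimated correlation alone (adjusted p = 0.433 and 0.15, limma), and ran from 0.41 to 0.67 and from 0.51 to 0.96 with a library left out. Of 10 splits, 1, the real one, gave as large a median for each.

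After Sox17 the endoderm list (0.09) ran from -0.12 to 0.32 with a library left out, with -0.12 without control replicate 1, -0.05 without Sox17 replicate 2 and -0.04 without Sox17 replicate 3, and 6 of 10 splits gave as large a median. The DFC list (0.13) kept its median and lost its call under fry (adjusted p = 0.218, limma) and an estimated correlation (0.433), and was not called with no filter (0.21, adjusted p = 0.0561), with the replicate block (0.15, 0.074), with symbols from the name table alone (-0.12, 0.42) or with the block without the Sox32 libraries (-0.10, 0.192). It ran from -0.017 (without Sox17 replicate 3) to 0.28 with a library left out, and 3 of 10 splits gave as large a median. The endothelial list (-0.14) had the opposite direction in limma's camera over the paper's libraries, with a median of -0.00026, and ran from -0.27 to 0.39 (without control replicate 2, with 0.37 without control replicate 1), with 6 of 10 splits as large.

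After hSOX17 the endoderm list (0.10) ran from -0.11 to 0.21 with a library left out, with -0.11 without control replicate 1, -0.01 without hSOX17 replicate 2 and -0.0039 without hSOX17 replicate 3. The Wnt list (-0.42) kept its median and lost its call under fry (adjusted p = 0.659, limma) and an estimated correlation (0.613), and was not called with no filter (-0.43, adjusted p = 0.0987), with symbols from the name table alone (-0.39, 0.268), over the paper's libraries (-0.44, 0.0566) or without Sox32 replicate 2 (-0.42, 0.0604). It kept its call with the replicate block (-0.37, adjusted p = 0.0114 by limma's camera), with the block without the Sox32 libraries (-0.40, 0.00435) and, of the 6 fits without a control or hSOX17 library, in those without control replicate 1 (-0.70, 0.0069) and without hSOX17 replicate 2 (-0.66, 0.0142). It ran from -0.70 to -0.19 (without control replicate 2) with a library left out, and 3 of 10 splits gave as large a median.

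For single genes, 396 of 437 values under the alternatives had the same direction and the same side of the threshold over 53 results, 23 became weaker, 9 stronger and 4 moved by more than 1 SD, and 5 reversed. Across the fits that each left out a library, ndr1 after Sox32 ran from -0.0041 (without Sox32 replicate 2) to 1.17, cxcr4a after Sox17 from -0.066 (without Sox17 replicate 2, and -0.052 without control replicate 1) to 0.18, foxa2 after hSOX17 from -0.055 (without control replicate 1) to 0.20, and cxcr4a after HMG Switch from -1.09 to 0.26 (without HMG control replicate 2), which are the 5 reversals. Of the 23 weaker values, 22 left out a library. RLE size factors changed 0 of these calls. Among the other 6 list results, 59 of 63 values were the same and 4 weaker, 1 under fry and 3 with an estimated correlation. The low total of hSOX17 replicate 3 limits these comparisons little, as thinning every library to that total left the counts of genes within 1.5 times.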

Differences from the paper's values

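In the paper's tables for Fig. 1, 66 genes are higher and 11 lower after hSOX17 (the paper's values), against 5 and 0 here. None of the alternatives set before the data were examined closed either gap. After Sox17 the paper's values are 220 higher and 31 lower, against 92 and 0. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times for the higher genes (206), and none did for the lower ones. The replicate block without the Sox32 libraries, a fit chosen after seeing the data, called more genes than the paper lists. It gave 155 higher and 71 lower after hSOX17, and 364 higher and 86 lower after Sox17. After Sox32 the paper's table holds 3758 genes, higher or lower, against 603 here, and no alternative set before the data were examined closed the gap. The paper's heatmap in Fig. 1b holds 3866 genes, against 668 called in at least 1 comparison here, and again none closed it. DESeq2 on the paper's 8 libraries with the replicate number as a numeric covariate, a setting chosen after seeing the values, gave 66 and 11 after hSOX17, 220 and 31 after Sox17, 3758 after Sox32 and 3881 in all. The same covariate with edgeR, also chosen after seeing the values, gave 3055 after Sox32 and 3096 in all.

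The overlaps of genes higher in Fig. 1c are 51 for Sox32 and hSOX17, 119 for Sox32 and Sox17 and 4 for hSOX17 and Sox17 (the paper's values), against 3, 29 and 1 here. None of the alternatives set before the data were examined closed these gaps, and the numeric covariate with DESeq2, chosen after seeing the values, gave 51, 119 and 4.

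After HMG Switch the paper's values are 700 genes higher and 429 lower, against 346 and 176. Of the alternatives set before the data were examined, DESeq2 (679 and 407) and no filter on low counts (858 and 562) came within 1.5 times, and DESeq2 with the 2 Sox32 libraries in the fit, chosen after seeing the values, gave 714 and 439. After Sox32ΔHMG the paper's values are 4 higher and 7 lower, against 1 and 0. For the higher genes no alternative set before the data were examined closed the gap, and DESeq2 with the Sox32 libraries, chosen after seeing the values, gave 4. For the lower genes DESeq2 gave 7, and with the Sox32 libraries, chosen after seeing the values, 8. DESeq2 on the libraries of Tables S8 to S10, also chosen after seeing the values, gave 700 and 429 after HMG Switch. After Sox32ΔHMG that setting gave 4 and 7.

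For Fig. 3b the paper's value is 1572 genes, against 851 in the fit of the 10 columns. The paper's value for Sox32 against these controls is 813, against 386. In Fig. 3c the paper's values are 180 genes shared by HMG Switch and Sox32 (79 here), 152 shared by HMG Switch and Sox17 (29 here), 194 higher after Sox17 (30 here) and 136 shared by HMG Switch and Sox32 and not Sox17 (67 here). DESeq2 on the 10 columns, chosen after seeing the values, gave 1593, 828, 178, 168, 194 and 129 in that order, and DESeq2 on the libraries of Tables S8 to S10, also chosen after seeing the values, gave 1572, 813, 180, 158, 194 and 134. No alternative set before the data were examined applies to these values, since the 4 columns of Sox32 and Sox17 have no label of their own.

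Of 50 log2 fold changes of single genes in the paper's tables, 4 differed by more than the larger error. For foxj1a after Sox17 the paper's value is 3.23 (standard error 0.393), against 2.81 here, and of the alternatives set before the data were examined the replicate block (2.87) came within the error and DESeq2 and RLE size factors did not. For sox32 after Sox32 the paper's value is 5.34 (standard error 0.285), against 4.67, for ndr1 after Sox32 1.25 (0.312), against 0.67, and for tiam2a after Sox32 -3.74 (0.494), against -3.05. Of the alternatives set before the data were examined, DESeq2 gave 4.66, 0.65 and -3.07 and did not close these gaps. Neither did the replicate block (4.73, 0.49 and -2.99) or RLE size factors (4.66, 0.65 and -3.06). The edgeR fit over the libraries of Fig. 1 came within the error, with 5.12, 1.24 and -3.64, and gave 3.23 for foxj1a. DESeq2 on the paper's libraries, chosen after seeing the values, gave 3.22 for foxj1a, 5.10, 1.21 and -3.68, and with the numeric covariate 3.23, 5.34, 1.25 and -3.74.

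Some statements of the paper also differ from the results here. For cell types and tissues the measures are unlike. The paper ran gene set enrichment on published single-cell markers and tested GO and anatomy terms. The short lists here were written from general knowledge and tested with camera, so a difference may lie in the genes or the test. The paper lists ndr1 among genes induced by full-length Sox32, and it was not called over all libraries (adjusted p = 0.447, edgeR) or over those of Fig. 1 (0.103), while it was called without Sox32 replicate 3 (0.0174) and, in settings chosen after seeing the values, by DESeq2 on the paper's libraries (0.014), by it with the numeric covariate (0.000885) and by edgeR with that covariate (0.0187). The paper finds no significant overlap of hSOX17 and Sox17, and the overlap of 1 gene here had an exact p of 0.0269, with exact p = 1 over the libraries of Fig. 1 and, for the 4 genes from the numeric covariate with DESeq2, chosen after seeing the values, 0.0022 over 26582 genes. The paper reports induction of endoderm markers by HMG Switch against the control, and the endoderm list here had a median of -0.75 (adjusted p = 0.314 by limma's camera). The paper reports DFC and some endoderm enrichment after Sox17, and here the DFC list was called (adjusted p = 0.0419, limma) and the endoderm list was not (0.646), except without Sox17 replicate 1 (0.0277). The paper reports cardiovascular terms after Sox17, and the endothelial list here was not called (adjusted p = 0.548, limma). The share of Sox17 genes unique to Sox17, which the paper gives in words, was 3.33% here, 12.4% with DESeq2 and 17.5% with DESeq2 on the libraries of Tables S8 to S10, both chosen after seeing the values. Legends of the paper's tables name a Bonferroni correction. The ratio of adjusted to unadjusted p in Table S2 falls from 13853.2 at the top of the table to 179.9 at its end, where a Bonferroni correction would multiply every p by one number.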

Other observations

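The tests of the numeric covariate, of the stage of control replicate 1 and of Sox32 replicate 3, and of the covariate and of stage for the number of Sox32 genes were chosen only after the result was seen.

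The remaining lists are given with their median log2 fold change, genes higher and adjusted p by limma's camera, and without an explanation. The endoderm list had 0.07 after Sox32ΔHMG (6 of 11, adjusted p = 0.904). The DFC list had 0.03 after hSOX17 (7 of 10, adjusted p = 0.646) and -0.06 after Sox32ΔHMG (4 of 9, adjusted p = 0.321). The endothelial list had 0.0058 after hSOX17 (6 of 11, adjusted p = 0.327), -0.45 after Sox32 (5 of 11, adjusted p = 0.979), 0.16 after HMG Switch (6 of 10, adjusted p = 0.0712) and -0.21 after Sox32ΔHMG (4 of 10, adjusted p = 0.646), the last -0.0086 with a gene at or under 3 counts left out. The Wnt list had -0.34 after Sox17 (4 of 14, adjusted p = 0.159), 0.75 after Sox32 (10 of 14, adjusted p = 0.0961), -0.91 after HMG Switch (4 of 15, adjusted p = 0.0918) and -0.56 after Sox32ΔHMG (2 of 15, adjusted p = 0.000133). The EVL list had -0.31 after hSOX17 (1 of 14, adjusted p = 0.0961), -0.28 after Sox17 (3 of 14, adjusted p = 0.147), -0.46 after Sox32 (3 of 14, adjusted p = 0.0303), -1.81 after HMG Switch (2 of 14, adjusted p = 1.75e-06) and -0.65 after Sox32ΔHMG (0 of 14, adjusted p = 0.000133). After HMG Switch, 5 of its genes were called lower over all genes and 8 when adjusted over the list alone.

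The mesoderm list had -0.05 after hSOX17 (3 of 11, adjusted p = 0.748), -0.42 after Sox17 (0 of 11, adjusted p = 0.00012), -1.39 after HMG Switch (0 of 12, adjusted p = 1.16e-07) and -0.18 after Sox32ΔHMG (3 of 12, adjusted p = 0.0519). The neural list had -0.52 after hSOX17 (1 of 8, adjusted p = 0.0102), 0.19 after Sox17 (4 of 8, adjusted p = 0.728), -0.70 after Sox32 (2 of 8, adjusted p = 0.149), 0.64 after HMG Switch (5 of 8, adjusted p = 0.904) and -0.52 after Sox32ΔHMG (0 of 8, adjusted p = 4.22e-05). The ectoderm list had -0.40 after hSOX17 (1 of 5, adjusted p = 0.556), 0.05 after Sox17 (3 of 5, adjusted p = 0.646), -0.68 after HMG Switch (2 of 5, adjusted p = 0.244) and -0.49 after Sox32ΔHMG (1 of 5, adjusted p = 0.057). The replication list had -0.27 after hSOX17 (3 of 17, adjusted p = 3.08e-08), -0.13 after Sox17 (2 of 17, adjusted p = 0.0905), -0.17 after Sox32 (5 of 17, adjusted p = 0.105), -0.07 after HMG Switch (6 of 17, adjusted p = 0.374) and -0.18 after Sox32ΔHMG (3 of 17, adjusted p = 0.0105). In it, 0 genes were called after hSOX17 over all genes, where 6 were lower at an unadjusted p under 0.05, and 4 when adjusted over the list alone. Of the calls in these lists, none held under fry, which with camera called both only in the endoderm, DFC, p53 and interferon lists.

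With the replicate number as a numeric covariate, the log2 fold changes of DESeq2 on the 8 libraries of Fig. 1 differed from those of Table S4 by at most 3e-05, against up to 3.42 without the covariate. A fit with the replicate number as a numeric covariate is thus consistent with the numbers of genes in the tables for Fig. 1. In the tables for Fig. 3 the values were matched without a covariate. The genes called higher after Sox32 with the covariate alone were higher in Sox32 replicate 3 than in control replicate 2 in 83.3% of cases, and 74.2% of them were higher against the HMG Switch controls, against 92.3% and 99.3% of the genes called in both fits. Genes called in neither fit gave 49.8%. The covariate takes replicate numbers 1 and 2 for Sox32 and 1 and 3 for the other groups, so it shifts the Sox32 fold changes themselves. Whether genes called with the covariate alone come from that shift was not tested. Effects of Sox32 that the covariate uncovers cannot be told apart from differences in stage: 64.4% of the genes called with the covariate alone were higher in Sox32 replicate 3 than in replicates 1 and 2, against 40.9% of those called in both fits, and these libraries differ in their maternal transcripts.

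Control replicate 1 differed from control replicates 2 and 3 by a median of 0.71 in 22 maternal transcripts, where 95% of random lists lay between -0.43 and 0.19, and by -0.61 in zygotic transcripts. The direction was the same in hSOX17 (0.45) and Sox17 (0.38) replicate 1. Sox32 replicate 3 differed from replicates 1 and 2 by -1.26 in maternal and 1.09 in zygotic transcripts. These values are consistent with embryos of replicate 1 that were younger and embryos of Sox32 replicate 3 that were older, although both lists were written from general knowledge and no stage was recorded per library. Library size is argued against for Sox32 replicate 3. In the comparison with thinned counts, its correlation with replicate 1 across genes was 0.901 before and 0.893 after thinning to the smallest library. Between replicates 1 and 2 it was 0.953 after thinning. The 0.904 given first for replicates 1 and 3 comes from a separate calculation. No biological explanation was tested.

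Sox32 replicates 1 and 2 had 205 genes called higher against interspecies control replicates 1 and 3, and 214 against the HMG Switch controls by edgeR, while with the paper's fits DESeq2 gave 1980 and 444, of which 401 were shared. Only the first of these fits has the replicate number as a covariate. Without it DESeq2 gave 573 on the same libraries, so most of the gap goes with the covariate and not with the choice of control libraries. For the gap that remains by DESeq2, of 573 against 444, which edgeR does not show, stage cannot be told apart from other differences between the 2 sets of control libraries: the maternal transcripts of Sox32 replicates 1 and 2 differed by -0.32 from the interspecies control libraries of Fig. 1, with -0.23 (within random lists) in zygotic transcripts, and by 0.28 and -1.01 from the HMG Switch controls. The HMG Switch controls and the interspecies controls had 0 genes called between them, with 779 of 16022 at an unadjusted p under 0.05, and differed by -0.81 in maternal transcripts. Over the 10 pairs of the 5 control libraries, the genes called were 0 to 45 for hSOX17 (median 2), 3 to 80 for Sox17 (25.5) and 79 to 639 for Sox32 (411.5). Against all 5 control libraries, 25 genes were higher and 2 lower after hSOX17, 146 and 0 after Sox17, and 543 and 271 after Sox32.

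With the replicate block and without the Sox32 libraries, the genes ranked highest after hSOX17 and Sox17 shared 19, where simulated groups that did not differ from the shared controls gave 36 to 66 (median 54). These simulated rankings hold noise of the controls alone. At most 2 genes called higher were shared in the simulations, against 20 in the data, so the rankings leave open what the shared controls add. With hSOX17 set against its own controls in that fit and Sox17 against the HMG Switch controls, 0 of 30 genes were shared (exact p = 1). Over all libraries and without that block, Sox32 against the HMG Switch controls shared 2 genes with hSOX17 (0.0641 expected, exact p = 0.00159 by the hypergeometric test). With Sox17 it shared 25 (1.18 expected, exact p = 1.23e-26). With hSOX17 and Sox17 taken from the block fit, Sox32 shared 24 (1.69 expected, exact p = 4.46e-21) and 53 (3.97 expected, exact p = 4.18e-45). These overlaps of Sox32 thus do not rest on shared control libraries.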
